# Lkb1 maintains T_reg_ cell lineage identity

**DOI:** 10.1038/ncomms15876

**Published:** 2017-06-16

**Authors:** Di Wu, Yuechen Luo, Wei Guo, Qing Niu, Ting Xue, Fei Yang, Xiaolei Sun, Song Chen, Yuanyuan Liu, Jingru Liu, Zhina Sun, Chunxiao Zhao, Huifang Huang, Fang Liao, Zhongchao Han, Dongming Zhou, Yongguang Yang, Guogang Xu, Tao Cheng, Xiaoming Feng

## Abstract

Regulatory T (T_reg_) cells are a distinct T-cell lineage characterized by sustained *Foxp3* expression and potent suppressor function, but the upstream dominant factors that preserve T_reg_ lineage-specific features are mostly unknown. Here, we show that Lkb1 maintains T_reg_ cell lineage identity by stabilizing *Foxp3* expression and enforcing suppressor function. Upon T-cell receptor (TCR) stimulation Lkb1 protein expression is upregulated in T_reg_ cells but not in conventional T cells. Mice with T_reg_ cell-specific deletion of Lkb1 develop a fatal early-onset autoimmune disease, with no Foxp3 expression in most T_reg_ cells. Lkb1 stabilizes *Foxp3* expression by preventing STAT4-mediated methylation of the conserved noncoding sequence 2 (CNS2) in the *Foxp3* locus. Independent of maintaining *Foxp3* expression, Lkb1 programs the expression of a wide spectrum of immunosuppressive genes, through mechanisms involving the augmentation of TGF-β signalling. These findings identify a critical function of Lkb1 in maintaining T_reg_ cell lineage identity.

## Abstract (web summary)

The protein kinase Lkb1 has been shown to limit conventional T cell activation and pro-inflammatory functions. Here the authors show that Lkb1 also maintains Foxp3 expression and suppressive function in regulatory T (T_reg_) cells, and that T_reg_-specific Lkb1-deficient mice develop fatal autoimmune disease.

Regulatory T (T_reg_) cells preserve immune homeostasis by suppressing autoreactive immune responses^1^,^2^. The T_reg_ cell lineage can be defined by two basic characteristics, stable expression of the transcription factor Foxp3 (forkhead box P3) and potent suppressive capacity^3^,^4^. T_reg_ cells are stable and usually retain lineage characteristics *in vivo*^5^,^6^. However, under some conditions, T_reg_ cells can lose or alter their lineage identity, resulting in immune disturbance and development of diseases^3^,^4^,^6^,^7^. Thus, delineating the molecular mechanisms that maintain the T_reg_ lineage identity is important for understanding and treating T_reg_ cell-related immune diseases.

Foxp3 is the most specific marker for distinguishing T_reg_ cells from other T cells and an important regulator required for programming T_reg_ suppressive function^1^,^2^. Lineage tracing in mice has shown that thymus-derived mature T_reg_ cells have relatively stable Foxp3 expression in both homeostasis and inflammatory conditions^5^. Other reports indicate that epigenetic demethylation of the conserved noncoding sequence 2 (CNS2, also known as T_reg_ cell-specific demethylation region) in the *Foxp3* locus can ensure stable Foxp3 expression in T_reg_ cells^8^,^9^,^10^. However, the upstream signalling checkpoints that activate chromatin, and the demethylation status, of *Foxp3* locus are not clear.

T_reg_ cells suppress immune responses through diverse mechanisms, such as the modulation of antigen presentation function (via CTLA4 (cytotoxic T-lymphocyte associated protein 4)), the production of inhibitory cytokines (for example, interleukin (IL)-10 and IL-35) and metabolites (for example, reactive oxygen species and adenosine), the deprivation of the T-cell growth factor IL-2 (via CD25), and the direct killing of target cells (via granzyme B and perforin)^2^,^11^,^12^. Although Foxp3 has an important function in programming T_reg_ cells by controlling the expression of a large number of immunosuppressive genes, Foxp3 alone is not sufficient to confer this function^1^,^2^. In addition, T-cell receptor (TCR) signalling is also important to promote T_reg_ cell function^13^,^14^,^15^. Nevertheless, little is known about other upstream ‘master regulators’ that broadly control the expression of these T_reg_ cell-associated immunosuppressive genes.

Liver kinase b1 (Lkb1) is a tumour suppressor, and is mutated in Peutz–Jeghers cancer syndrome, cervical carcinoma and many sporadic non-small-lung carcinomas^16^,^17^,^18^. Under energy-stressed conditions, Lkb1 is an important upstream kinase that phosphorylates AMP-activated protein kinase (AMPK) and AMPK-related kinases that coordinate cell growth with metabolism^16^,^17^,^18^. Lkb1 has been shown to restrain the activation and proinflammatory function of conventional T cells^18^,^19^.

In this study, we find that Lkb1 protein is specifically increased in T_reg_ cells upon TCR stimulation. To understand the function and mechanism of Lkb1 in T_reg_ cells, we generate a mouse line with Lkb1 specifically deleted in T_reg_ cells. These mice develop a fatal early-onset autoimmune disease with defective maintenance of stable *Foxp3* expression and suppressive capacity in T_reg_ cells. Mechanistically, Lkb1 restrains STAT4 (signal transducer and activator of transcription 4) activation partially through suppressing nuclear factor-κB (NF-κB) signalling, and thus prevents STAT4-mediated methylation of CNS2 in the *Foxp3* locus, resulting in stable Foxp3 expression. Meanwhile, Lkb1 promotes the expression of a large number of immunosuppressive genes partially through augmenting transforming growth factor-β (TGF-β) signalling. Our study identifies Lkb1 as a critical determinant of T_reg_ cell linage identity.

## Results

### Lkb1 protein is increased in T_reg_ cells upon TCR stimulation

TCR stimulation is essential for T_reg_ cells to exert their optimal function^13^,^14^,^15^. Lkb1 protein expression in T_reg_ cells were slightly lower compared with conventional T cells without stimulation (Fig. 1a and Supplementary Figs 1a and 8a,b). However, upon TCR stimulation, Lkb1 protein expression was markedly upregulated in T_reg_ but not conventional T cells (Fig. 1a and Supplementary Fig. 1a), implying that Lkb1 might be particularly important for T_reg_ cells to execute their immunoregulatory effect.

### Deletion of Lkb1 in T_reg_ cells leads to a fatal autoimmunity

To investigate the role of Lkb1 in T_reg_ cells, we generated a mouse line with Lkb1 conditionally depleted in T_reg_ cells by crossing *Foxp3*^YFP-Cre^ (*Foxp3*^Cre^, which ensure T_reg_ cell-specific deletion of a target gene) mice^20^ with *Lkb1*^f/f^ mice^21^. Lkb1 protein was depleted in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^Cre^*Lkb1*^f/f^ mice (Supplementary Figs 1b and 8c,d). Strikingly, loss of Lkb1 in T_reg_ cells caused early moribund at ∼35 days of age (Fig. 1b). *Foxp3*^Cre^*Lkb1*^f/f^ mice exhibited smaller size, decreased mobility, hunched posture, collapsed ears and tail skin lesions (Fig. 1c), and barely increased in body weight with age (Fig. 1d). *Foxp3*^Cre^*Lkb1*^f/f^ mice displayed splenomegaly and lymphadenopathy (Fig. 1e), and they had increased cell numbers in secondary lymphoid organs (Fig. 1f). Histopathological analysis revealed massive infiltration of lymphocytes into multiple organs such as skin, lung, liver and stomach (Fig. 1g), suggesting T-cell autoimmunity. In support of this, *Foxp3*^Cre^*Lkb1*^f/f^ mice had substantial expansion of CD4^+^ conventional T cells (Supplementary Fig. 1c), associated with drastically increased percentages of cells that displayed a CD44^high^CD62L^low^ effector/memory phenotype (Fig. 2a and Supplementary Fig. 1d). These mice also had higher percentages of CD4^+^ and CD8^+^ conventional T cells that expressed the proliferation marker Ki67 and acute activation markers CD25 and CD69 (Fig. 2b and Supplementary Fig. 1e), and produced the inflammatory cytokines interferon-γ, IL-4 and IL-17A (Fig. 2c and Supplementary Fig. 1f). These phenotypes were similar in severity to those observed in mice deficient of Foxp3 (ref. 22) or depleted of T_reg_ cells^23^, indicating a severe defect of immune suppression mediated by T_reg_ cells.

### Lkb1 maintains *Foxp3* expression and CNS2 demethylation

T_reg_ cells normally stay at a relatively constant abundance within the CD4^+^ T-cell population, and expand concomitantly with effector/memory T cells to preserve immune homeostasis during inflammation^24^. Although not altered at early ages, the percentages of peripheral T_reg_ cells among CD4^+^ T-cell populations continuously dropped to ∼3% by 4 weeks of age when the mice became moribund (Fig. 3a). Despite greatly increased numbers of effector/memory T cells in *Foxp3*^Cre^*Lkb1*^f/f^ mice (Supplementary Fig. 1d), the absolute numbers of T_reg_ cells were only comparable with those in wild-type mice (Supplementary Fig. 1g), suggesting that Lkb1-deficient T_reg_ cells fail to accumulate concomitantly with effector/memory T cells in *Foxp3*^Cre^*Lkb1*^f/f^ mice at later ages that might contribute to the autoimmunity in *Foxp3*^Cre^*Lkb1*^f/f^ mice.

The survival and proliferation of Lkb1-deficient T_reg_ cells were barely altered compared with wild-type control cells (Supplementary Fig. 2a,b). Thus, other reasons might account for the defective accumulation of Lkb1-deficient T_reg_ cells. T_reg_ cells are considered a stable lineage marked by sustained Foxp3 expression^5^, but under certain conditions they might lose Foxp3 expression and develop into cells resembling effector T cells (designated ex-T_reg_ cells)^25^. To investigate whether Lkb1-deficient T_reg_ cells were prone to lose Foxp3 expression, we introduced the *Rosa26*^YFP^ allele (a loxp-site-flanked STOP cassette followed by the YFP-encoding sequence was inserted into the *Rosa26* locus, and the expression of YFP from the *Rosa26* locus was dependent on the expression of Cre recombinase) into wild-type and conditional knockout mice^26^. CD4^+^*Rosa26*-YFP^high^ cells (100% Lkb1-deficient T_reg_ cells) sorted from *Foxp3*^Cre^*Lkb1*^f/f^*Rosa26*^YFP^ mice contain much higher percentages of Foxp3^−^ cells (which represented ex-T_reg_ cells that ever experienced Foxp3 expression but ceased to express it later) than that from *Foxp3*^Cre^*Rosa26*^YFP^ mice (Fig. 3b). Therefore, a large proportion of Lkb1-deficient T_reg_ cells lost Foxp3 expression and became ex-T_reg_ cells that might result in the decrease of T_reg_ cell abundance *in vivo*.

Foxp3 is an X-chromosome-encoded transcription factor. Due to random X inactivation, female mice heterozygous for *Foxp3*^*Cre*^ (*Foxp3*^Cre/+^) should contain ∼1:1 ratio of *Foxp3*^*Cre*^-positive T_reg_ cells to *Foxp3*^*Cre*^-negative T_reg_ cells. Hence, the *Foxp3*^Cre^-heterozygous female *Foxp3*^Cre/+^*Lkb1*^f/f^ mice were devoid of autoimmune diseases due to the presence of T_reg_ cells lacking *Foxp3*^Cre^ expression but retaining a wild-type Lkb1 allele^8^. Proinflammatory cytokines may impair T_reg_ cell stability^3^,^6^. To determine whether the instability of T_reg_ cells was due to either the inflammatory environment in *Foxp3*^Cre^*Lkb1*^f/f^*Rosa26*^YFP^ mice or the intrinsic defect of the cells, we utilized *Foxp3*^Cre^-heterozygous female *Foxp3*^Cre/+^*Lkb1*^f/f^*Rosa26*^YFP^ mice that were devoid of autoimmune diseases. Despite the presence of wild-type T_reg_ cells devoid of the expression of *Foxp3*^Cre^ in *Foxp3*^Cre/+^*Lkb1*^f/f^*Rosa26*^YFP^ mice, the CD4^+^*Rosa26*-YFP^high^ cells from these mice were cells that had ever experienced the expression of *Foxp3*^Cre^ that resulted in the deletion of Lkb1 and expression of Rosa26-YFP. Similarly, we observed substantially higher proportions of Foxp3^−^ cells among sorted CD4^+^*Rosa26*-YFP^high^ cells from *Foxp3*^Cre/+^*Lkb1*^f/f^*Rosa26*^YFP^ mice than that from *Foxp3*^Cre/+^*Rosa26*^YFP^ mice (Supplementary Fig. 2c), ruling out the possibility that overproduction of proinflammatory cytokines in *Foxp3*^Cre^*Lkb1*^f/f^ mice were the causative reasons for T_reg_ cell instability.

Foxp3^−^*Rosa26*-YFP^+^ ex-T_reg_ cells might also arise from recently activated T cells that transiently expressed Foxp3 but did not develop into a full T_reg_ program (which were also considered as poorly committed T_reg_ cells)^27^. To determine whether the full committed T_reg_ cells lose stability, we doubly sorted CD4^+^CD25^+^YFP^+^ cells from CD45.1^+^CD45.2^+^ wild-type *Foxp3*^Cre^ and CD45.1^−^CD45.2^+^*Foxp3*^Cre^*Lkb1*^f/f^ mice, mixed them together with congenitally marked CD45.1^+^ CD45.2^−^ naive T (T_n_) cells and transferred them into *Rag1*^−/−^ mice. Strikingly, we observed that nearly all the Lkb1-deficient T_reg_ cells lost Foxp3 expression 3 weeks after transfer (Fig. 3c), despite the fact that most wild-type T_reg_ cells retained Foxp3 expression. This was not due to the contamination of non-T_reg_ cells because the starting population contained >99.5% Foxp3^+^ T_reg_ cells after double sorting (Supplementary Fig. 2d). These results confirm that Foxp3 expression is lost in a large proportion of fully committed mature Lkb1-deficient T_reg_ cells, rather than in a subset of poorly committed Foxp3^+^ cells.

Next, we investigated the molecular mechanisms by which Lkb1 promoted T_reg_ cell stability. Because Foxp3 protein expression level was barely altered in Lkb1-deficient T_reg_ cells (Supplementary Fig. 2e), Lkb1 seemed to not control T_reg_ stability through affecting Foxp3 protein production or degradation. The epigenetic status across the *Foxp3* locus has been shown to be critical for sustained Foxp3 expression^9^. Two recent reports demonstrated that deletion of CNS2 region in the *Foxp3* locus led to the loss of T_reg_ cell stability^8^,^10^, suggesting that CNS2 is pivotal for maintaining stable Foxp3 expression in T_reg_ cells. CNS2 is completely demethylated in T_reg_ cells, but not in conventional T cells^9^,^28^,^29^,^30^. T_reg_ cell lineage development is partially dependent on the demethylation of CNS2 (refs 31, 32), and CNS2 has enhancer activity that is markedly reduced after methylation^31^. Therefore, we examined the methylation of CpG motifs across the *Foxp3* locus by bisulfite sequencing in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^Cre^*Lkb1*^f/f^ mice and *Foxp3*^Cre^ mice, and found a significant increase (nearly 25%) in methylation of CpG at CNS2 in Lkb1-deficient T_reg_ cells *ex vivo* (Fig. 3d). T_reg_ cells that already lost Foxp3 expression were excluded in this analysis. Although *Foxp3* promoter and other potentially regulatory regions are associated with T_reg_ cell lineage identity^29^,^33^,^34^, the methylation of CpG at sites including −1.5 kb region, promoter, exon 1, exon 8 and exon 11 across the *Foxp3* locus in Lkb1-deficient T_reg_ cells was comparable to the wild-type T_reg_ cells (Fig. 3d). Therefore, we hypothesize that methylation of CpG at CNS2 may contribute to the instability of Lkb1-deficient T_reg_ cells. It seems that the methylation of CNS2 is not a secondary effect of Foxp3 reduction, because Foxp3 protein level was barely altered in Lkb1-deficient T_reg_ cells that already had substantial CNS2 methylation. Given the critical role of CNS2 in conferring T_reg_ cell stability established by previous studies, our results together suggested that CNS2 methylation might lead to the instability of Lkb1-deficient T_reg_ cells.

### Lkb1 functions in T_reg_ cells independent of AMPK

AMPK is the well-known Lkb1 downstream target critical for coordinating metabolism^13^. Interestingly, we found no obvious decrease of AMPK activity in Lkb1-deficient Treg cells (Supplementary Figs 3a and 8e–h). Therefore, other kinases such as calmodulin-dependent protein kinase kinase-β (CamKKβ) and transforming growth factor-β-activated kinase-1 (TAK1)^15^ may promote AMPK activation in T_reg_ cells. These data argue that Lkb1 is not important for AMPK activation in T_reg_ cells, and Lkb1 substrates other than AMPK are responsible for the observed phenotype of Lkb1-deficient T_reg_ cells. Consistent with this, T_reg_ cells that lacked the expression of AMPKα1/2 (from *Foxp3*^Cre^*AMPKα1*^f/f^*AMPKα2*^f/f^ mice, Supplementary Fig. 3b) did not exhibit any adverse phenotype and *in vivo* functional impairment (Supplementary Fig. 3c,d).

### Lkb1 prevents STAT4 activation and STAT4 binding to CNS2

STAT3 and STAT6 are respectively the downstream mediators of the inflammatory cytokines IL-6 and IL-4 that bind to *Foxp3* gene to mediate CpG methylation and T_reg_ cell instability^8^, whereas the T_reg_ cell growth factor IL-2 signals via STAT5 to counteract the destabilizing effect of these inflammatory cytokines^8^. Therefore, we examined whether the STAT family protein activations were altered in Lkb1-deficient T_reg_ cells. Although STAT3 and STAT5 phosphorylations were barely affected, we detected a drastic increase of STAT4 phosphorylation and a slight increase of STAT6 phosphorylation in Lkb1-deficient T_reg_ cells with or without the stimulation of relevant cytokines (Fig. 4a and Supplementary Figs 4a,b and 8i–k). The *in vivo* maintenance of T_reg_ cells depends on their contact with dendritic cells (DCs)^35^,^36^, and hence we developed an *in vitro* DC-T_reg_ cell co-culture system that could mimic the physiological situation to test which signalling would cause the instability of T_reg_ cells. Lkb1-deficient T_reg_ cells slightly lost stability when co-cultured with DCs without exogenous cytokines (Fig. 4b). Treatment with IL-2 alone, or IL-2 in combination with IL-4 or IL-6, did not lead to a significant loss of Foxp3 protein expression in Lkb1-deficient T_reg_ cells after 4 days of culture (Fig. 4c). Strikingly, addition of IL-12, a potent STAT4 activator, caused the loss of Foxp3 expression in more than 50% Lkb1-deficient but not wild-type T_reg_ cells (Fig. 4c), suggesting that STAT4 hyperactivation is the causative reason for the instability of Lkb1-deficient T_reg_ cells. In addition, the apoptosis and proliferation were barely changed in Lkb1-deficient T_reg_ cells compared with wild-type T_reg_ cells (Supplementary Fig. 4c,d), suggesting that the loss of Foxp3 expressing Lkb1-deficient T_reg_ cells in response to IL-2 + IL-12 is not due to their altered apoptosis or proliferation. Intriguingly, both divided and nondivided Lkb1-deficient T_reg_ cells lost their stability (Fig. 4d). To determine whether the instability of Lkb1-deficient T_reg_ cells was due to an intrinsic signalling alteration or *in vivo* selection of the T_reg_ subpopulations with reduced stability, we used *ERT2*^Cre^*Lkb1*^f/f^*Rosa26*^YFP^ mice in which Lkb1 could be induced to be acutely deleted in T_reg_ cells (Supplementary Figs 4e and 8l,m), thus avoiding the long-term *in vivo* selection. A similar IL-12-induced loss of stability was observed in T_reg_ cells after induced Lkb1 deletion with 4-hydroxytamoxifen *in vitro* (Fig. 4e), implying an intrinsic role for STAT4 hyperactivation in destabilizing Lkb1-deficient T_reg_ cells.

We then tested whether STAT4 could bind to and induce methylation of the *Foxp3* locus in Lkb1-deficient T_reg_ cells. Chromatin immunoprecipitation (ChIP) experiments showed that Lkb1-deficient T_reg_ cells had significantly more STAT4 binding to the CNS2 than did the wild-type cells in response to IL-2 and IL-12 (Fig. 5a and Supplementary Datas 1 and 2). Additionally, compared with IL-2 treatment alone, IL-2 and IL-12 treatment decreased STAT5 binding to the CNS2 in Lkb1-deficient T_reg_ cells (Fig. 5a), suggesting that STAT4 might outcompete STAT5 in DNA binding in the *Foxp3* locus. Since DNA methyltransferase (Dnmt) 1 and 3a were critical for maintaining and inducing DNA methylation respectively^37^, we tested whether STAT4 was capable of recruiting Dnmt1 or 3a to the *Foxp3* locus. Lkb1-deficient T_reg_ cells had significantly more Dnmt1 binding to the CNS2 than did the wild-type cells in response to IL-2 and IL-12 (Fig. 5b), consistent with the results of STAT4 (Fig. 5a). Notably, STAT4 associated with Dnmt1 but not Dnmt3a in T_reg_ cells (Fig. 5c and Supplementary Fig. 8n,o). Furthermore, we examined the methylation of CNS2 in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells treated with IL-2, IL-2+IL-12 or IL-2+IL-12+5-aza-deoxycytidine (5-aza-dC, a DNA methyltransferase inhibitor) to investigate the relationship between STAT4 and CNS2 methylation. In *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells, the methylation of CNS2 was higher after the treatment of IL-2+IL-12 compared with the treatment of IL-2 that could be reversed by 5-aza-dC (Fig. 5d). Indeed, the addition of 5-aza-dC rescued the loss of Foxp3 expression in Lkb1-deficient T_reg_ cells (Fig. 5e). Since 5-aza-dC changes the global DNA methylation status, leading to the global changes in gene expression, we cannot exclude its effect on the expression of other genes. Nevertheless, these results together suggest that Lkb1 maintains stable Foxp3 expression in T_reg_ cells under inflammatory conditions by preventing STAT4-mediated recruitment of Dnmt1 to and subsequent methylation of the *Foxp3* CNS2.

### Lkb1 restrains STAT4 and NF-κB signalling

The *Stat4* and *Il12rb2* mRNA and IL-12Rβ2 protein expression levels were elevated in Lkb1-deficient T_reg_ cells that could explain the increased STAT4 phosphorylation in these cells in response to IL-12 (Supplementary Fig. 5a,b). To determine which signalling promotes *Stat4* and *Il12rb2* expression in Lkb1-deficient T_reg_ cells, we examined the activation of NF-κB and AKT, the major signalling mediators driving T helper type cell development^38^,^39^. We found that NF-κB p65 but not AKT was hyperactivated in Lkb1-deficient T_reg_ cells (Fig. 6a and Supplementary Figs 5c,d and 8p–r), and the chemical inhibitors to NF-κB reduced *Stat4* and *Il12rb2* mRNA expression (Fig. 6b), as well as STAT4 phosphorylation (Fig. 6c). In addition, conserved NF-κB binding sites were present at the *Stat4* and *Il12rb2* loci (Supplementary Data 1), and ChIP experiments demonstrated more binding of NF-κB p65 to *Stat4* and *Il12rb2* in Lkb1-deficient T_reg_ cells than in wild-type cells (Fig. 6d and Supplementary Datas 1 and 2), suggesting a direct role of NF-κB activation in promoting *Stat4* and *Il12rb2* transcription. Of note, chemical inhibitors of NF-κB could partially rescue the instability of Lkb1-deficient T_reg_ cells (Fig. 6e). These results collectively indicate an involvement of NF-κB activation in driving STAT4 activation and instability of Lkb1-deficient T_reg_ cells.

IκB (inhibitor of NF-κB) kinase (IKK) phosphorylates IκB, leading to their degradation and activation of transcription factor NF-κB. IKK is composed of three subunits, the similar protein kinases IKKα and IKKβ, and a regulatory subunit IKKγ^40^. The phosphorylations serines (Ser) in IKKα (Ser 176/180)/β (Ser 177/181) and IκBα (Ser 32/36) were all increased in Lkb1-deficient T_reg_ cells (Fig. 6f,g), suggesting that Lkb1 might dampen NF-κB signalling by inhibiting IKKα/β activation.

### Lkb1 promotes the expression of immunosuppressive genes

We further explored whether there are defects in Lkb1-deficient T_reg_ cells that did not lose Foxp3 expression yet. The T-cell activation phenotype was already obvious (Fig. 7a,b) in 9–11-day-old *Foxp3*^Cre^*Lkb1*^f/f^ mice that had normal percentages of T_reg_ cells among CD4^+^ T cells (Fig. 7c), suggesting that the suppressor function of Lkb1-deficient T_reg_ cells might be impaired. Indeed, *in vitro* T_reg_ suppression assay showed that with different T_reg_ to T_n_ ratios, Lkb1-deficient T_reg_ cells could not efficiently suppress the proliferation of responder T cells (Fig. 7d), indicating an impaired suppressive capacity of Lkb1-deficient T_reg_ cells.

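*Stk11*, the gene that encodes Lkb1 (transcript cluster 17235180), had log2 values of 8.51, 8.41 and 9.45 on the arrays labelled *Foxp3* Cre/+ replicates 1, 2 and 3, and of 8.21, 7.93 and 9.59 on the arrays labelled *Foxp3* Cre/+*Lkb1* f/f replicates 1, 2 and 3. The difference between the group means was -0.21 (standard error 0.51, adjusted p = 1.00 from limma, n = 3 arrays per genotype). Which exons the floxed allele loses is not given in the sources used here, and the probes may lie outside them, so *Stk11* does not check these labels. Each array carried RNA of CD4+YFP+ T_reg_ cells from spleen and lymph nodes, amplified, labelled and hybridized to Affymetrix Mouse Genome 2.0 arrays. YFP is read from the *Foxp3* allele that carries the YFP-Cre fusion, and *Foxp3* is X-linked, so in heterozygous females these cells share the animal with T_reg_ cells that use the intact allele. The labels call the arrays of a genotype biological replicates, and whether each holds 1 mouse or a pool is not given in the sources used here.

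The authors processed the arrays with Agilent GeneSpring and deposited 1 log2 value per array for each of 41345 transcript clusters; their summarization and normalization are not given in the sources used here. The values were taken as deposited, and the 3 arrays of *Foxp3* Cre/+*Lkb1* f/f were compared with the 3 of *Foxp3* Cre/+ in limma, with Benjamini-Hochberg adjustment over all transcript clusters. Between 3 and 3 arrays the smallest p of a two-sided exact permutation test is 0.10, and the number of arrays limits the precision. The median log2 value was 5.55, 5.51 and 6.30 on the *Foxp3* Cre/+ arrays and 5.53, 5.60 and 6.33 on the *Foxp3* Cre/+*Lkb1* f/f arrays. Replicate 3 of each genotype thus belonged to a set of higher intensity, and differences were also taken within the lower-intensity arrays (2 against 2) and between the higher-intensity arrays (1 against 1). Where 1 array was left out, the values were also used as deposited unless said otherwise. The 2 genotypes then held unequal shares of the sets, so such a difference also takes in part of the step between them.

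All 6 arrays are labelled as female. *Xist*, the RNA that coats the inactive X chromosome of female cells, lay 4.73 and 5.20 above the array median on *Foxp3* Cre/+ replicates 1 and 2 and 4.64 and 4.37 above it on *Foxp3* Cre/+*Lkb1* f/f replicates 1 and 2, on the log2 scale. On replicate 3 of *Foxp3* Cre/+ and of *Foxp3* Cre/+*Lkb1* f/f it lay at -0.999 and -1.24 from the median. *Eif2s3y*, a Y-linked gene, lay 3.11 and 3.00 above the median on these replicate 3 arrays and between -1.88 and -1.68 on the other 4. The replicate 3 arrays therefore went against their labelled sex. The groups were kept as labelled, and each direction given for them holds for the arrays as labelled.

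**Figure D1:**
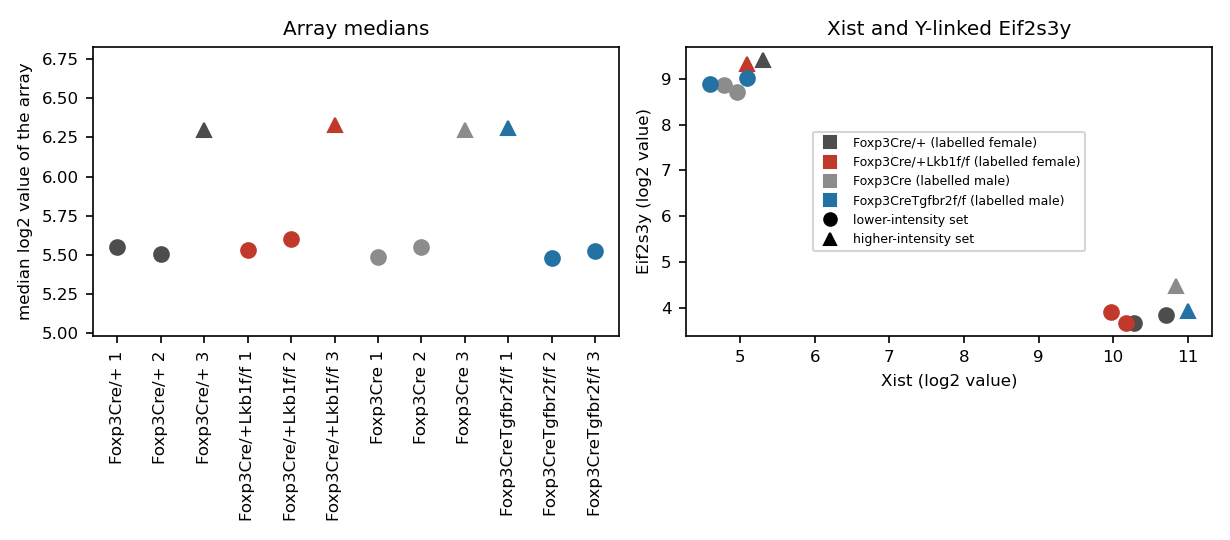
Median log2 value of each of the 12 arrays of both transcriptional profiling experiments (left), and the log2 value of *Xist* against that of the Y-linked *Eif2s3y* (right). Colours give the labelled genotype, circles the 8 arrays of lower intensity and triangles the 4 of higher intensity; the triangles of the arrays labelled female lie with the circles labelled male, and the reverse.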

To investigate the molecular mechanisms by which Lkb1 controls T_reg_ cell function, we compared the transcriptional profiling of CD4^+^YFP^+^ T_reg_ cells sorted from *Foxp3*^Cre/+^ mice with that from *Foxp3*^Cre/+^*Lkb1*^f/f^ mice lacking autoimmune diseases, thus avoiding the secondary impact of the inflammatory environment on T_reg_ cell gene expression (Supplementary Data 3). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that the most altered pathways were enriched for genes regulating immune function (Supplementary Fig. 6a). 

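Several lists of immune genes were lower on the arrays labelled *Foxp3* Cre/+*Lkb1* f/f than on those labelled *Foxp3* Cre/+ in limma's camera test with a preset inter-gene correlation, none of them with an estimated correlation. Of the genes of activated effector T_reg_ cells, 20 of 22 measured had a lower mean, with a median log2 difference of -0.79; among them *Klrg1*, an inhibitory receptor of differentiated T cells, differed by -1.67 (standard error 1.02). Of the chemokine receptor and adhesion genes 18 of 24 were lower (median -0.14), with *Cxcr6* at -1.24 (standard error 0.58) and *Ccr3* at -1.29 (standard error 0.75). Genes listed as TGF-β targets were lower in 16 of 16 (median -0.29), including the inhibitory Smad gene *Smad7* at -1.09 (standard error 0.66) and the Smad corepressor gene *Skil* at -1.04 (standard error 0.63). For *Smad7* and *Skil* the difference came almost wholly from the array labelled *Foxp3* Cre/+*Lkb1* f/f replicate 3, which went against its labelled sex. Markers of macrophages and monocytes, which the sort for CD4+YFP+ cells should remove, were lower in 14 of 16 (median -0.80), with *Hmox1* at -1.14 (standard error 0.70), *Csf1r* at -1.08 (standard error 0.70) and *Adgre1* at -1.05 (standard error 0.74).

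With the preset correlation of 0.01, 18 of 34 lists had an adjusted p under 0.05 over the lists, 16 of them lower and 2 higher. The lists were fixed before the data were examined, but the study chose the suppressor genes on these arrays. Several genes of the lists had also been seen in Supplementary Data 3 and 4. The adjusted p was 1.25e-32 for effector T_reg_ cells, 5.96e-18 for macrophages and monocytes, 5.61e-15 for the TGF-β targets and 2.69e-14 for chemokine receptors and adhesion. With an estimated correlation none of the 18 was called, and these 4 lists had an adjusted p = 0.261, 0.330, 0.261 and 0.370. Further immune lists called lower were B cell markers (17 of 18 lower, adjusted p = 8.23e-11), inflammasome genes (12 of 13, adjusted p = 3.81e-07), MHC class II genes (8 of 9, adjusted p = 8.70e-04), natural killer cell markers (6 of 8, adjusted p = 0.00295), interferon response genes (15 of 16, adjusted p = 0.00630), dendritic cell markers (8 of 11, adjusted p = 0.0309) and genes of the NF-κB pathway (12 of 19, adjusted p = 0.0422). With an estimated correlation these 7 lists had an adjusted p = 0.692, 0.692, 0.758, 0.758, 0.940, 0.758 and 0.940. Lists of other functions called lower were the cell cycle (20 of 23, adjusted p = 0.00297), sterol and lipid synthesis (14 of 18, adjusted p = 0.0369) and fatty acid oxidation (11 of 16, adjusted p = 0.0422), each with an adjusted p = 0.940 with an estimated correlation. Of the genes of T_reg_ cell identity 10 of 20 were lower and 10 higher; this list was called lower (adjusted p = 0.00297, 0.940 with an estimated correlation), and with the replicate number as a block it had an adjusted p = 0.0600 and the dendritic cell markers 0.0631. Olfactory receptor genes were called higher (770 of 1105, adjusted p = 1.70e-11), as were vomeronasal receptor genes (214 of 289, adjusted p = 2.38e-08), both with an adjusted p = 0.758 with an estimated correlation.

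No transcript cluster passed an adjusted p under 0.05 in limma, and 98 had an unadjusted p under 0.05. The methods' test, an unpaired Student's t-test that the paper does not tie to the arrays, gave 228 at that unadjusted threshold and none after adjustment. Both counts are below a share of 0.05 of the 41345 transcript clusters, the share that chance would give. *Klrg1* differed by -2.96 and *Smad7* by -0.073 within the lower-intensity arrays, and between the higher-intensity arrays by 0.90 and -3.11. For *Skil*, *Cxcr6* and *Ccr3* the differences were -0.077, -1.76 and -2.15 within the lower-intensity arrays and -2.95, -0.22 and 0.45 between the higher-intensity ones. For *Hmox1*, *Csf1r* and *Adgre1* they were -1.78, -1.63 and -1.56 within the lower-intensity arrays and 0.16, 0.018 and -0.017 between the higher-intensity ones. Leaving out *Foxp3* Cre/+ replicates 1, 2 and 3 ended or turned the calls of 1, 6 and 10 of these lists, and leaving out *Foxp3* Cre/+*Lkb1* f/f replicates 1, 2 and 3 those of 6, 4 and 2. The lists of effector T_reg_ cells, TGF-β targets, chemokine receptors and adhesion, and the suppressor genes kept their calls. All of them hold *Itgae*, a gene that the study named from these arrays. The macrophage and monocyte markers turned without *Foxp3* Cre/+ replicate 2 (adjusted p = 0.417). With the intensity set as a block the adjusted p was 0.114 for T_reg_ cell identity, 0.210 for dendritic cells, 0.0622 for natural killer cells and 0.0561 for the cell cycle. After quantile normalization the lists of T_reg_ cell identity, dendritic cells and the cell cycle were not called (adjusted p = 0.355, 0.300 and 0.358), nor were the NF-κB pathway, fatty acid oxidation and sterol and lipid synthesis (0.301, 0.146 and 0.300). Within the lower-intensity arrays 13 of 16 TGF-β targets were lower (median -0.11), as were 16 of 24 chemokine receptor and adhesion genes (median -0.33) and 13 of 16 macrophage and monocyte markers (median -1.26). Of the effector T_reg_ cell genes 19 of 22 were lower there (median -1.11). Between the higher-intensity arrays their mean lay 2.79 above the array median in *Foxp3* Cre/+ and 2.68 in *Foxp3* Cre/+*Lkb1* f/f. Within the lower-intensity arrays the lists of interferon response genes, MHC class II, natural killer cells and dendritic cells were not called (adjusted p = 0.768, 0.225, 0.512 and 0.399), nor were T_reg_ cell identity, the cell cycle and sterol and lipid synthesis (0.681, 0.114 and 0.0519). Of the interferon response genes 9 of 16 were lower there and 7 higher. Of the B cell markers, still called (adjusted p = 0.00134, 0.657 with an estimated correlation), 10 of 18 were lower.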

Intriguingly, Lkb1-deficient T_reg_ cells have reduced expression of a wide variety of genes critically involved in T_reg_ cell suppressor function including those encoding secreted molecules associated with immune suppression (*Fgl2*, *Il10* and *Il18*)^11^,^41^, factors in wound-healing processes (*Tfpi*)^11^, regulators of reactive oxygen generation (*Cybb*)^11^, enzymes catalysing the generation of adenosine that directly inhibit proliferation of effector T cells (*Entpd1* and *Nt5e*)^11^,^42^, chemokine receptors critical for T_reg_ cell migration (*Ccr6*)^43^ and cell surface molecules facilitating T_reg_ cell suppressor functions in either tumour environment (*Nrp1*)^44^ or organ-specific inflammatory conditions (*Itgae* and *Il1rl1*)^45^,^46^ (Fig. 7e and Supplementary Fig. 6b). On the other hand, the loss of Lkb1 promoted the expression of genes encoding proinflammatory mediators (*Tnfsf8*)^11^ (Fig. 7e and Supplementary Fig. 6b). It was further confirmed that Lkb1-deficient T_reg_ cells from *Foxp3*^Cre/+^*Lkb1*^f/f^ mice had decreased protein levels of IL-10, Nt5e, Ccr6, Nrp1, Itgae and Il1rl1 (Fig. 7f). 

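All 11 suppressor genes named for their loss had a lower mean on the arrays labelled *Foxp3* Cre/+*Lkb1* f/f than on those labelled *Foxp3* Cre/+, and for 10 of them the difference was 1.5-fold or more. *Itgae*, the gene of the αE integrin chain CD103 (transcript cluster 17252574), had a log2 value of 10.34 ± 0.30 on *Foxp3* Cre/+ arrays and 7.51 ± 1.19 on *Foxp3* Cre/+*Lkb1* f/f arrays (SD, n = 3 each), a difference of -2.83 (standard error 0.56). *Il1rl1*, the gene of the IL-33 receptor ST2 (transcript cluster 17212211, named from Supplementary Data 3), went from 7.29 ± 0.52 to 5.24 ± 1.18, a difference of -2.05 (standard error 0.59). *Il10*, the gene of a suppressive cytokine (transcript cluster 17216990), went from 8.05 ± 0.67 to 6.64 ± 0.86, a difference of -1.41 (standard error 0.52).

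*Nt5e*, which encodes the ecto-5′-nucleotidase CD73, and *Entpd1*, which encodes the ectonucleotidase CD39, had differences of -1.11 (standard error 0.43) and -0.76 (standard error 0.45). For the chemokine receptor gene *Ccr6* the log2 value was 8.06 ± 0.47 against 6.98 ± 0.38, a difference of -1.08 (standard error 0.39), and for *Nrp1*, the gene of neuropilin-1, 10.09 ± 0.83 against 9.03 ± 1.42, a difference of -1.06 (standard error 0.71). *Fgl2*, the gene of a secreted fibrinogen-like protein, differed by -0.66 (standard error 0.40). *Tfpi*, the gene of tissue factor pathway inhibitor, differed by -0.34 (standard error 0.57), less than 1.5-fold. *Il18* had a log2 value of 6.12, 9.00 and 5.77 on *Foxp3* Cre/+ replicates 1 to 3 and of 5.42, 6.42 and 6.51 on *Foxp3* Cre/+*Lkb1* f/f replicates 1 to 3, a difference of -0.85 (standard error 0.79). *Cybb*, which encodes the catalytic subunit of the phagocyte NADPH oxidase, went from 8.41 ± 1.08 to 7.07 ± 1.83, a difference of -1.34 (standard error 0.87).

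None of these differences passed limma's adjusted p under 0.05 over all transcript clusters. With each array centred on its median, every *Foxp3* Cre/+*Lkb1* f/f array lay below every *Foxp3* Cre/+ array for 6 of the 11 genes, *Fgl2*, *Entpd1*, *Nt5e*, *Ccr6*, *Itgae* and *Il1rl1* (two-sided exact permutation p = 0.10, the smallest that 3 against 3 arrays allow). Within the lower-intensity arrays all 11 genes were lower, and between the higher-intensity arrays 9 were, the exceptions being *Il10* at 0.052 and *Il18* at 0.74. In these 2 strata *Itgae* differed by -3.14 and -2.23, *Il1rl1* by -2.43 and -1.28, *Nt5e* by -0.73 and -1.86, and *Cybb* by -1.99 and -0.048. For *Nrp1*, *Ccr6*, *Entpd1*, *Fgl2* and *Tfpi* the differences were -1.43, -0.88, -0.79, -0.69 and -0.46 within the lower-intensity arrays and -0.34, -1.48, -0.70, -0.60 and -0.10 between the higher-intensity ones, and *Il10* and *Il18* differed by -2.13 and -1.64 within the former. Without *Foxp3* Cre/+*Lkb1* f/f replicate 3 *Nrp1*, *Il1rl1* and *Cybb* differed by -1.87, -2.73 and -2.39, and without *Foxp3* Cre/+*Lkb1* f/f replicate 1 *Itgae* and *Cybb* by -2.17 and -0.74. The difference of *Cybb* was -1.95 without *Foxp3* Cre/+ replicate 1 and -2.45 with Tukey's biweight, and that of *Il10* -2.05 with array weights. Without *Foxp3* Cre/+ replicate 2, the array with the highest level of 14 of 16 macrophage and monocyte markers among the controls, the difference of *Il18* was 0.18, and without *Foxp3* Cre/+ replicate 3 it was -1.44 and that of *Tfpi* 0.092.

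**Figure D2:**
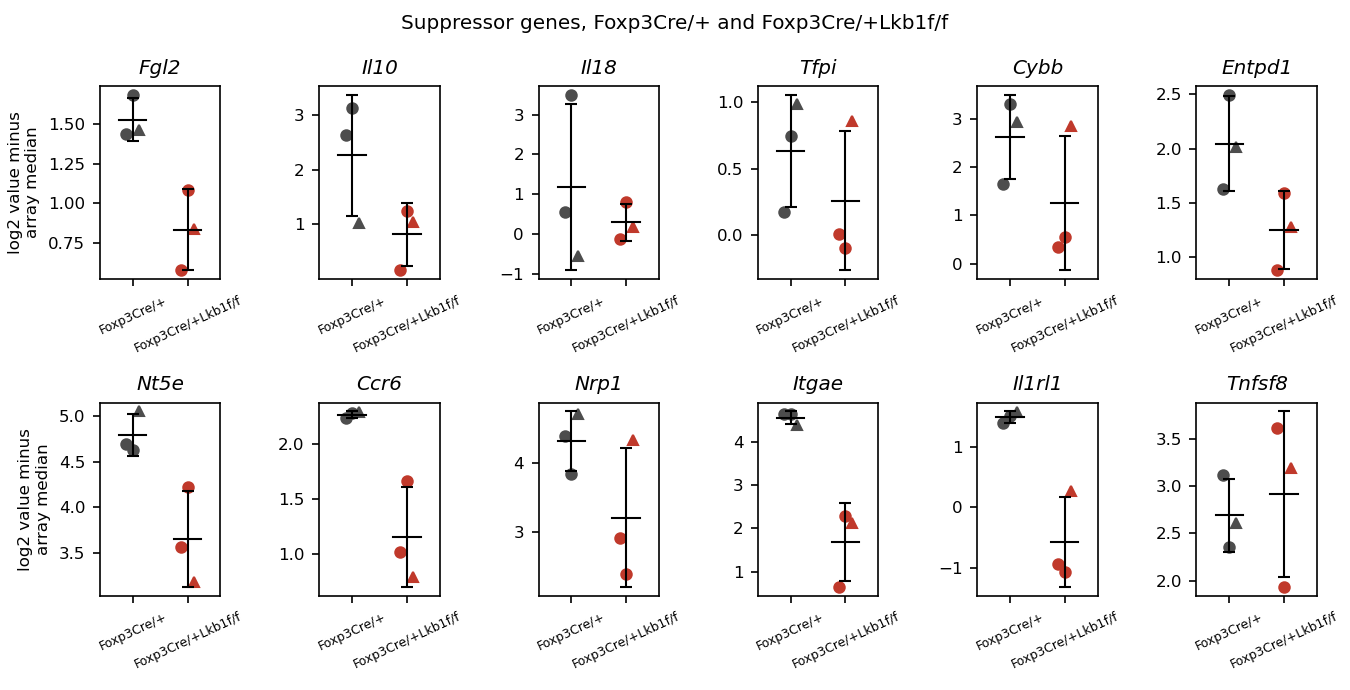
Log2 value minus the array median of 12 genes on the arrays labelled *Foxp3* Cre/+ and *Foxp3* Cre/+*Lkb1* f/f. Each point is 1 array (circles lower intensity, triangles higher intensity), and the bars give the mean ± SD of 3 arrays; for *Itgae* all arrays labelled *Foxp3* Cre/+*Lkb1* f/f lie below those labelled *Foxp3* Cre/+, while for *Cybb* and *Il18* the arrays overlap.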

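*Tnfsf8*, which encodes the CD30 ligand (transcript cluster 17426356), had a log2 value of 8.48 ± 0.55 on the arrays labelled *Foxp3* Cre/+ and of 8.74 ± 1.05 on those labelled *Foxp3* Cre/+*Lkb1* f/f (SD, n = 3 each). The difference of 0.26 was smaller than the spread between the arrays of a genotype (standard error 0.55, adjusted p = 1.00 from limma). It was 0.082 within the lower-intensity arrays and 0.61 between the higher-intensity arrays. Without *Foxp3* Cre/+ replicate 2 it was -0.050 and without *Foxp3* Cre/+*Lkb1* f/f replicate 3 -0.14. Of the list of proinflammatory cytokine genes that holds *Tnfsf8*, 7 of 18 measured had a higher mean on the *Foxp3* Cre/+*Lkb1* f/f arrays and 11 a lower one (median log2 difference -0.020, adjusted p = 0.117 from limma's camera test). Within the lower-intensity arrays this list was called lower (11 of 18 lower, adjusted p = 0.0371, 0.657 with an estimated correlation).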

Most gene expression alterations were also recapitulated in T_reg_ cells from *Foxp3*^Cre^*Lkb1*^f/f^ mice (Supplementary Fig. 6b). These results clearly showed that Lkb1 promoted the immunosuppressive programs in T_reg_ cells.

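The 12 genes that the study groups under suppressor function and inflammation were lower as a group on the arrays labelled *Foxp3* Cre/+*Lkb1* f/f. Of them 11 were lower and *Tnfsf8* was higher, with a median log2 difference of -1.07 (adjusted p = 5.15e-37 in limma's camera test, 0.174 with an estimated correlation), and adjusted over the list alone 2 were lower, or 6 with the intensity set as a block, a fit added after the data were seen. The study chose this list on these arrays, so neither its direction nor these counts are independent evidence. Further genes with the lowest moderated statistics were the aryl hydrocarbon receptor gene *Ahr* at -1.48 (standard error 0.42), the receptor tyrosine kinase gene *Axl* at -1.47 (standard error 0.50), the decoy IL-1 receptor gene *Il1r2* at -1.59 (standard error 0.51), and *Prg4*, which encodes lubricin, at -1.96 (standard error 0.50). The cytokine receptor genes *Il18r1* and *Il23r* differed by -1.23 (standard error 0.39) and -1.20 (standard error 0.42). *Cpd*, *Ttc39c*, *Ctla2b*, *Ncmap* and *Rgs1* differed by -1.56, -1.58, -1.27, -1.19 and -1.11. On the other side, *Igsf23*, *Rnf157*, *Tex2* and the fatty acid elongase gene *Elovl6* had differences of 1.33, 1.29, 0.99 and 0.97. *Itgb3*, which encodes the β3 integrin chain, *Eola1*, *Peli2*, *Khdc1c*, *Tas2r125*, *Smok4a* and *Slc22a28* lay between 0.67 and 0.85. None passed limma's adjusted p under 0.05. Within the lower-intensity arrays *Ahr*, *Axl* and *Prg4* differed by -0.99, -1.65 and -2.05, and between the higher-intensity arrays by -2.45, -1.12 and -1.78. From the lower expression of the suppressor genes on the arrays and by real-time PCR, the protein levels of Fig. 7f and the expression in T_reg_ cells of *Foxp3* Cre*Lkb1* f/f mice (Supplementary Fig. 6b), the paper concludes that Lkb1 promotes immunosuppressive programs in T_reg_ cells.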

### TGF-β signalling in Lkb1-implemented T_reg_ cell function

TGF-β signalling plays crucial roles in T_reg_ cell generation and function^47^. Transcriptional profiling analysis showed that Lkb1-deficient T_reg_ cells express lower levels of *Tgfbr1* and *Tgfbr2* mRNA that was confirmed by real-time PCR and western blot (Fig. 8a and Supplementary Figs 7a and 8s,t). Hence, we proposed that this pathway might be defective in Lkb1-deficient T_reg_ cells. Indeed, Smad2 (Ser 456/457)/Smad3 (Ser 423/425) phosphorylation was decreased (Fig. 8b), and Smad-DNA binding assay indicated that Smad transcriptional activity was impaired in Lkb1-deficient T_reg_ cells (Fig. 8c). 

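*Tgfbr1* (transcript cluster 17413915), the gene of the type I TGF-β receptor, had a log2 value of 8.04 ± 0.75 on the arrays labelled *Foxp3* Cre/+ and of 7.47 ± 0.16 on those labelled *Foxp3* Cre/+*Lkb1* f/f (SD, n = 3 each), a difference of -0.57 (standard error 0.43). *Tgfbr2* (transcript cluster 17531987), the gene of the type II receptor, had values of 8.72 ± 0.72 and 8.56 ± 0.54, a difference of -0.16 (standard error 0.46). With each array centred on its median, every *Foxp3* Cre/+*Lkb1* f/f array lay below every *Foxp3* Cre/+ array for *Tgfbr1* (two-sided exact permutation p = 0.10, the smallest that 3 against 3 arrays allow) but not for *Tgfbr2*. Neither passed limma's adjusted p under 0.05. *Tgfbr1* differed by -0.22 and *Tgfbr2* by 0.016 within the lower-intensity arrays. Between the higher-intensity arrays, which went against their labelled sex, they differed by -1.26 and -0.51. Without *Foxp3* Cre/+ replicate 3 the difference of *Tgfbr2* was 0.25, and without *Foxp3* Cre/+*Lkb1* f/f replicate 2 it was 0.13. Both fits left the intensity sets unequal between the genotypes in values that were not centred, so these 2 signs can come from that step. Measured from the array median, *Tgfbr2* lay at 2.78, 2.78 and 3.25 in *Foxp3* Cre/+ and at 3.14, 2.37 and 2.71 in *Foxp3* Cre/+*Lkb1* f/f. In the list of TGF-β receptor and Smad genes 11 of 16 had a lower mean (median log2 difference -0.076), and the list was not called (adjusted p = 0.137 in limma's camera test). Without *Foxp3* Cre/+ replicate 2 it was called lower (adjusted p = 0.0275).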

To determine whether impaired TGF-β signalling contributed to the impairment of Lkb1-deficient T_reg_ cells, we conducted loss-of-function experiments by generating a mouse line with TGF-βR2 specifically deleted in T_reg_ cells (*Foxp3*^Cre^*Tgfbr2*^f/f^, Supplementary Figs 7b and 8u,v) that displayed decreased Smad activation (Supplementary Fig. 7c). Although *Foxp3*^Cre^*Tgfbr2*^f/f^ mice did not show overt autoimmune disease, increased percentages of CD44^high^CD62L^low^ effector/memory T cells (Fig. 8d) were observed despite a slightly increased T_reg_ cell frequency among CD4^+^ T cells (Fig. 8e), indicating the functional impairment of TGF-βR2-deficient T_reg_ cells. Consistently, TGF-βR2-deficient T_reg_ cells displayed impaired suppressive capacity *in vitro* (Fig. 8f). To determine the global effects of defective TGF-β signalling on gene transcription, we conducted transcriptional profiling and found that TGF-βR2 deficiency led to the decreased expression of many genes important for T_reg_ cell suppressor function (Supplementary Data 4). 

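*Tgfbr2* (transcript cluster 17531987) had log2 values of 8.53, 8.26 and 9.78 on the arrays labelled *Foxp3* Cre replicates 1, 2 and 3, and of 9.86, 7.99 and 7.83 on the arrays labelled *Foxp3* Cre*Tgfbr2* f/f replicates 1, 2 and 3. The difference between the group means was -0.30 (standard error 0.57, adjusted p = 1.00 from limma, n = 3 arrays per genotype). Measured from the array median it was 3.04, 2.71 and 3.48 in *Foxp3* Cre and 3.55, 2.51 and 2.31 in *Foxp3* Cre*Tgfbr2* f/f, so the array labelled *Foxp3* Cre*Tgfbr2* f/f replicate 1 was above all arrays labelled *Foxp3* Cre. The deleted exons are not given in the sources used here, and the probes may lie outside them, so *Tgfbr2* does not check these labels. The CD4+YFP+ T_reg_ cells of this experiment, in which the labels give male mice, were profiled on the same kind of array, with 3 arrays per genotype that the labels call biological replicates. The log2 values were used as the authors deposited them, and *Foxp3* Cre*Tgfbr2* f/f was compared with *Foxp3* Cre in the same way as above, over its own 6 arrays. Their median log2 values were 5.49, 5.55 and 6.30 in *Foxp3* Cre and 6.31, 5.48 and 5.52 in *Foxp3* Cre*Tgfbr2* f/f, so *Foxp3* Cre replicate 3 and *Foxp3* Cre*Tgfbr2* f/f replicate 1 belonged to the higher-intensity set. On these 2 arrays *Xist* lay 4.54 and 4.70 above the array median and *Eif2s3y* at -1.83 and -2.38, whereas on the other 4 *Xist* lay between -0.93 and -0.40 and *Eif2s3y* between 3.22 and 3.55. Both arrays therefore went against their labelled sex; the groups were kept as labelled, and the directions hold for the arrays as labelled.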

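Of the genes listed as TGF-β targets, 14 of 16 measured had a lower mean on the arrays labelled *Foxp3* Cre*Tgfbr2* f/f than on those labelled *Foxp3* Cre, with a median log2 difference of -0.50. *Smad7* differed by -2.19 (standard error 0.98) and *Skil* by -1.84 (standard error 0.84). Of the 12 genes that the study groups under suppressor function and inflammation 10 were lower and 2 higher (median -0.43), and adjusted over the list alone 2 were lower (6 with the intensity set as a block), which is not independent evidence where the study chose its genes on these arrays. Effector T_reg_ cell genes were lower in 18 of 22 (median -0.15), with the chemokine receptor gene *Ccr8* at -0.50 (standard error 0.46) and the transcription factor gene *Maf* at -0.55 (standard error 0.48). Of the chemokine receptor and adhesion genes 16 of 24 were lower (median -0.14), with the homing receptor gene *Gpr15* at -0.82 (standard error 0.41). Markers of red blood cell precursors, which the sort should remove, were higher in 3 of 3 measured, with *Car2* at 0.72 (standard error 0.54), *Car1* at 0.70 (standard error 0.71) and *Slc4a1* at 0.29 (standard error 0.57); their mean lay 0.69 above the array median on *Foxp3* Cre*Tgfbr2* f/f replicate 1 and between -1.04 and -0.70 on the other 5 arrays.

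In limma's camera test 13 of the 34 lists had an adjusted p under 0.05, 8 lower and 5 higher. The adjusted p was 5.87e-32 for the TGF-β targets, 4.15e-26 for the suppressor genes, 6.29e-09 for effector T_reg_ cells, 3.12e-08 for chemokine receptors and adhesion and 1.53e-05 for the red blood cell markers. With an estimated correlation only the suppressor gene list was called (adjusted p = 0.0177), and it was not with the intensity set as a block (0.366) or within the lower-intensity arrays (0.611, 8 of 12 lower). The other 4 had an adjusted p = 0.200, 0.353, 0.407 and 0.407. Also called lower were genes of resting T_reg_ cells (9 of 12 lower, adjusted p = 0.00184), T_reg_ cell identity (10 of 20, adjusted p = 0.00476), sterol and lipid synthesis (12 of 18, adjusted p = 0.00573) and dendritic cell markers (11 of 11, adjusted p = 0.0201), each with an adjusted p = 0.994 with an estimated correlation. Called higher were inflammasome genes (7 of 13 higher, adjusted p = 0.00184, 0.510 with an estimated correlation), genes of the IL-12, STAT4 and T_H_1 axis (9 of 13, adjusted p = 0.00569, 0.733 with an estimated correlation), glycolysis (12 of 15, adjusted p = 0.00309) and neutrophil markers (8 of 13, adjusted p = 0.0111), the last 2 with an adjusted p = 0.994 with an estimated correlation.

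No transcript cluster passed an adjusted p under 0.05 in limma, and 130 had an unadjusted p under 0.05. The methods' test gave 250 at that unadjusted threshold and none after adjustment. Both counts are below a share of 0.05 of the 41345 transcript clusters, the share that chance would give. Without *Foxp3* Cre*Tgfbr2* f/f replicate 1, 21 transcript clusters passed, 3 higher and 18 lower, *Smad7* and *Skil* among them, and with limma's array weights 316 did. The first of these fits kept a higher-intensity array in *Foxp3* Cre alone. Within the lower-intensity arrays *Smad7*, *Skil*, *Ccr8*, *Maf*, *Gpr15*, *Car2*, *Car1* and *Slc4a1* differed by -3.30, -2.79, -0.85, 0.023, -0.84, 0.42, -0.024 and 0.072, and between the higher-intensity arrays by 0.029, 0.067, 0.22, -1.69, -0.77, 1.296, 2.15 and 0.73. The lists of effector T_reg_ cells, chemokine receptors and adhesion, and red blood cell markers had an adjusted p = 0.364, 0.528 and 0.321 within the lower-intensity arrays, and without *Foxp3* Cre*Tgfbr2* f/f replicate 1 the first was called higher (adjusted p = 8.76e-05) and the others were not called (0.130 and 0.732). Of the effector T_reg_ cell genes 11 of 22 were lower within the lower-intensity arrays (median 0.0095), and of the chemokine receptor and adhesion genes 14 of 24 (median -0.074). With the intensity set as a block the inflammasome, T_reg_ cell identity and neutrophil lists were not called (adjusted p = 0.175, 0.266 and 0.0850), and after quantile normalization neither these (0.296, 0.367 and 0.0893) nor resting T_reg_ cells and dendritic cells were (0.255 and 0.121). Nor were T_reg_ cell identity, sterol and lipid synthesis and neutrophil markers called within the lower-intensity arrays (adjusted p = 0.0602, 0.710 and 0.547). Leaving out *Foxp3* Cre replicates 1, 2 and 3 ended or turned the calls of 3, 4 and 4 of the 13 lists, and leaving out *Foxp3* Cre*Tgfbr2* f/f replicates 1, 2 and 3 those of 4, 6 and 7. The lists of suppressor genes and of TGF-β targets kept their calls, and both hold *Itgae*.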

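*Itgae*, *Il1rl1* and *Nt5e* had the largest differences between group means among 5 surface molecule genes of T_reg_ cells on the arrays of the TGF-βR2 experiment. *Itgae* had a log2 value of 9.64 ± 0.35 on the arrays labelled *Foxp3* Cre and of 7.57 ± 0.38 on those labelled *Foxp3* Cre*Tgfbr2* f/f (SD, n = 3 each), a difference of -2.07 (standard error 0.37). *Il1rl1* went from 7.33 ± 0.10 to 5.50 ± 0.18, a difference of -1.84 (standard error 0.34). *Nt5e* (transcript cluster 17520073) went from 10.37 ± 0.47 to 8.72 ± 1.46, a difference of -1.65 (standard error 0.61). *Nrp1* had values of 10.27 ± 0.54 and 9.71 ± 0.17, a difference of -0.56 (standard error 0.38), and *Ccr6* of 7.64 ± 0.31 and 6.95 ± 1.05, a difference of -0.68 (standard error 0.49).

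None passed limma's adjusted p under 0.05. With the intensity set as a block, a fit added after the data were seen, *Il1rl1* and *Itgae* had an adjusted p of 0.203 and 0.524. With each array centred on its median, every array labelled *Foxp3* Cre*Tgfbr2* f/f lay below every array labelled *Foxp3* Cre for *Itgae*, *Il1rl1*, *Nt5e* and *Nrp1* (two-sided exact permutation p = 0.10, the smallest that 3 against 3 arrays allow), but not for *Ccr6*. *Itgae* and *Il1rl1* differed by -1.96 and -1.82 within the lower-intensity arrays, and *Nt5e*, *Nrp1* and *Ccr6* by -2.24, -0.30 and -1.13. Between the higher-intensity arrays the 5 genes differed, in the same order, by -2.29, -1.87, -0.46, -1.07 and 0.22. The difference of *Nt5e* was the largest of the 5 within the lower-intensity arrays, with array weights (-2.09), with Tukey's biweight (-2.21) and without *Foxp3* Cre*Tgfbr2* f/f replicate 1 (-2.49), where that of *Ccr6* was -1.29. With array weights *Itgae*, *Il1rl1*, *Nt5e* and *Ccr6* passed the adjusted threshold, and without *Foxp3* Cre*Tgfbr2* f/f replicate 1 *Nt5e* did. The difference between the *Foxp3* Cre/+*Lkb1* f/f and *Foxp3* Cre*Tgfbr2* f/f effects was -0.76 (standard error 0.69) for *Itgae*, -0.21 (0.69) for *Il1rl1*, 0.54 (0.85) for *Nt5e*, -0.51 (0.86) for *Nrp1* and -0.40 (0.66) for *Ccr6*, each with an adjusted p = 1.00 from limma's contrast over 12 arrays. This does not show equal effects, because the higher-intensity array of each genotype went against its labelled sex.

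**Figure D3:**
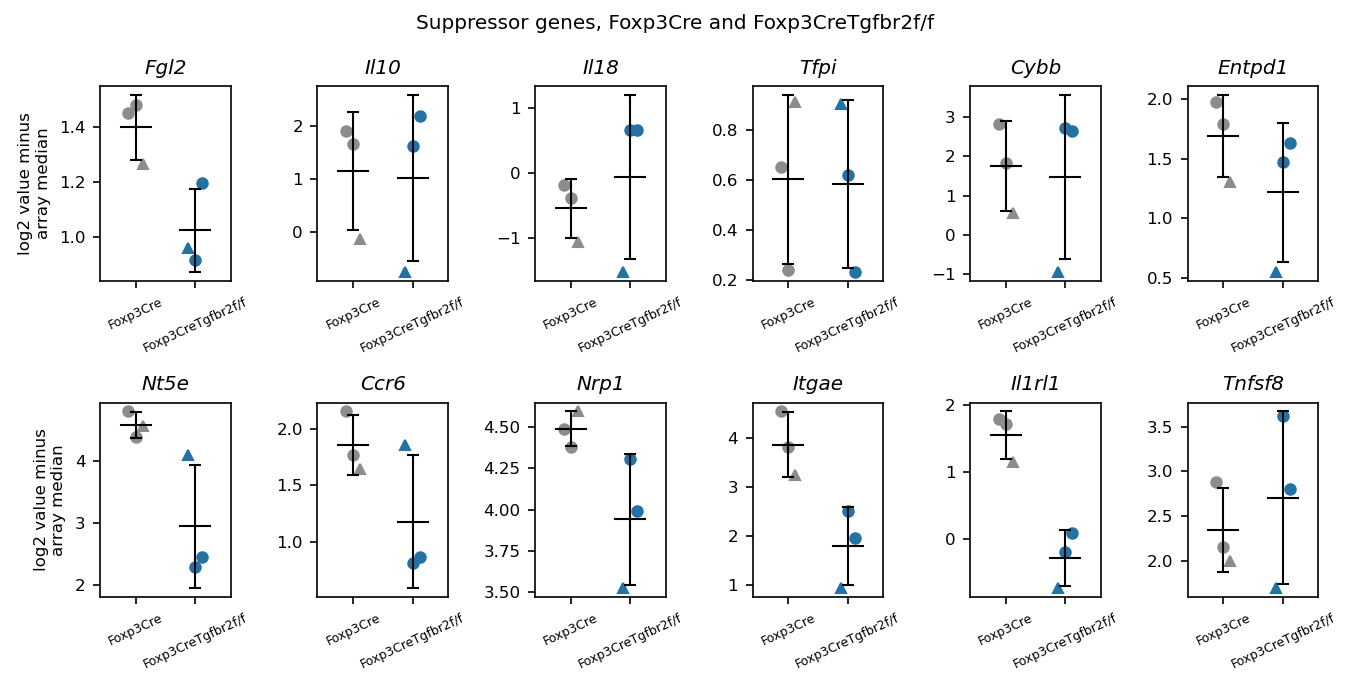
Log2 value minus the array median of 12 genes on the arrays labelled *Foxp3* Cre and *Foxp3* Cre*Tgfbr2* f/f. Each point is 1 array (circles lower intensity, triangles higher intensity), and the bars give the mean ± SD of 3 arrays; for *Itgae* and *Il1rl1* all arrays labelled *Foxp3* Cre*Tgfbr2* f/f lie below those labelled *Foxp3* Cre, while for *Il10* and *Tfpi* the arrays overlap.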

Remarkably, TGF-βR2 deficiency recapitulated part of the suppressor gene expression alterations in Lkb1-deficient T_reg_ cells, including *Nt5e*, *Ccr6*, *Nrp1*, *Itgae* and *Il1rl1* (Fig. 8g and Supplementary Data 4), that was also confirmed at protein levels (Fig. 8h,i). However, the Lkb1-regulated *Fgl2*, *Il10*, *Tfpi*, *Entpd1* and *Tnfsf8* transcripts were not altered in TGF-βR2-deficient T_reg_ cells, suggesting that Lkb1 also utilize TGF-β-independent mechanisms to promote T_reg_ cell function. 

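*Fgl2* and *Entpd1* had a lower mean on the arrays labelled *Foxp3* Cre*Tgfbr2* f/f than on those labelled *Foxp3* Cre, and *Il10*, *Tfpi* and *Tnfsf8* differed by less than their standard errors. *Fgl2* (transcript cluster 17435089) went from a log2 value of 7.18 ± 0.34 to 6.80 ± 0.44 (SD, n = 3 each), a difference of -0.38 (standard error 0.38), and *Entpd1* from 7.47 ± 0.13 to 6.99 ± 0.15, a difference of -0.48 (standard error 0.34). *Il10* had values of 6.92 ± 0.66 and 6.79 ± 1.11, a difference of -0.13 (standard error 0.54), and *Tfpi* of 6.38 ± 0.74 and 6.35 ± 0.76, a difference of -0.025 (standard error 0.48). *Tnfsf8* went from 8.12 ± 0.36 to 8.47 ± 0.57, a difference of 0.35 (standard error 0.40).

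None passed limma's adjusted p under 0.05, which does not show that they were unaltered. With each array centred on its median, every array labelled *Foxp3* Cre*Tgfbr2* f/f lay below every array labelled *Foxp3* Cre for *Fgl2* (two-sided exact permutation p = 0.10, the smallest that 3 against 3 arrays allow), but not for the other 4 genes. Within the lower-intensity arrays *Fgl2*, *Entpd1*, *Il10*, *Tfpi* and *Tnfsf8* differed by -0.42, -0.35, 0.11, -0.037 and 0.68, and between the higher-intensity arrays by -0.29, -0.74, -0.60, -0.00058 and -0.29. Without *Foxp3* Cre*Tgfbr2* f/f replicate 1 the difference of *Il10* was 0.49, and without *Foxp3* Cre replicate 3 that of *Tfpi* was 0.39. Whether the genes differ more after loss of Lkb1 than after loss of TGF-βR2 was taken as a contrast over 12 arrays. It cannot decide this, because the higher-intensity array of each genotype went against its labelled sex and may belong to the other experiment. The labelled sex also differs between the experiments. This contrast was -0.28 (standard error 0.52) for *Fgl2*, -1.28 (0.84) for *Il10*, -0.32 (0.82) for *Tfpi*, -0.28 (0.52) for *Entpd1* and -0.094 (0.71) for *Tnfsf8*, each with an adjusted p = 1.00 from limma. No transcript cluster passed the adjusted threshold in this contrast, and 65 had an unadjusted p under 0.05, fewer than chance would give over all transcript clusters. From the transcripts that it lists as altered by loss of Lkb1 and not by loss of TGF-βR2, the paper proposes that Lkb1 also uses TGF-β-independent mechanisms.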

To further determine whether lower expression of TGF-βR2 was the causative reason for impaired suppression function of Lkb1-deficient T_reg_ cells, we generated T_reg_ cells (from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice) transduced with retrovirus carrying TGF-βR2 complementary DNA (cDNA). TGF-βR2 was successfully expressed in RFP^+^YFP^+^ T_reg_ cells (Supplementary Fig. 7c). Overexpression of TGF-βR2 could partially rescue the expression of suppressor genes and suppression function of Lkb1-deficient T_reg_ cells (Fig. 8j and Supplementary Fig. 7d,e). Together, these results indicate that Lkb1 implements T_reg_ cell function partially through promoting TGF-β signalling. TGF-βR2-deficient T_reg_ cells did not lose stability when co-transferred with T_n_ cells into *Rag1*^−/−^ mice (Fig. 8k), suggesting that the decreased expression of TGF-β receptors does not account for the instability of Lkb1-deficient T_reg_ cells.

## Discussion

Here, we demonstrate that mice with T_reg_ cell-specific deletion of Lkb1 develop a fatal, early-onset, autoimmune disease with moribund at ∼35 days of age. Such a fulminant disease is comparable to that observed in mice devoid of T_reg_ cells or deficient in *Foxp3*. Similar devastating diseases have also been reported to be present in mice with selective deficiency of Foxo1 (ref. 48) or Raptor, the rapamycin sensitive partner of mTORC1 (mammalian target of rapamycin complex 11)^26^ in T_reg_ cells, due to impaired T_reg_ cell function. Intriguingly, Lkb1-deficient T_reg_ cells lost their linage-specific features and exhibited severe impairment in the maintenance of Foxp3 expression and suppressor function that may underlie the extremely severe autoimmunity in *Foxp3*^Cre^*Lkb1*^f/f^ mice. Although Lkb1 expression is not restricted to T_reg_ cells, T_reg_ cells substantially upregulate Lkb1 protein expression upon TCR stimulation. Given that TCR signalling is essential for T_reg_ cell homeostasis and function, TCR-induced upregulation of Lkb1 protein may represent a critical feed-forward loop to stabilize T_reg_ cell lineage identity.

It is generally recognized that Foxp3 expression is highly stable in T_reg_ cells. Whether a small proportion of T_reg_ cells can lose Foxp3 expression in certain conditions is a controversial topic^6^. Some studies showed that T_reg_ cells could lose Foxp3 expression and become ‘ex-T_reg_’ cells under certain conditions^25^, while others argued that the so-called ‘ex-T_reg_’ cells just might be the conventional T cells that transiently express Foxp3, namely poorly committed T_reg_ cells^27^. Here, we showed that deficiency of Lkb1 caused very severe defects in T_reg_ cell stability. More than 70% of T_reg_ cells lost stability in *Foxp3*^Cre^*Lkb1*^f/f^*Rosa26*^YFP^ mice. In addition, the majority of the Lkb1-deficientT_reg_ cells lost Foxp3 expression after being transferred into *Rag1*^−/−^mice, indicating that Lkb1-deficient mature T_reg_ cells continuously lost Foxp3 expression, rather than that a subset of Lkb1-deficient T cells only transiently expressed Foxp3 (poorly committed T_reg_ cells). Such a severe defect was rarely reported in literatures, placing Lkb1 as a particularly important maintainer of Foxp3 stability. The demethylated status of *Foxp3* CNS2 is critically involved in the maintenance of stable Foxp3 expression in T_reg_ cells^8^,^9^,^10^,^28^,^29^,^30^,^31^,^32^. Substantial methylation of CNS2 but not promoter was observed in Lkb1-deficient T_reg_ cells. Treatment of IL-12 further enhanced the methylation of CNS2 and caused the loss of Foxp3 expression in Lkb1-deficient but not wild-type T_reg_ cells. Moreover, the DNA methyltransferase inhibitor 5-aza-dC reduced the methylation of CNS2 and rescued the instability of Lkb1-deficient T_reg_ cells. These results suggest that Lkb1 stabilizes Foxp3 expression by building up the demethylated status of CNS2. It has been recently reported that deletion of CNS2 caused cell-division-dependent loss of Foxp3 expression^8^,^10^. In contrast, both divided and nondivided Lkb1-deficient T_reg_ cells lost Foxp3 expression, suggesting that Lkb1 might also promote Foxp3 expression by CNS2-independent mechanisms, which need future exploration.

The role of STAT4 in T_reg_ cells is not well defined. Here we showed that deficiency of Lkb1 in T_reg_ cells resulted in markedly more IL-12-induced STAT4 activation and STAT4 binding to CNS2. STAT4 associated with Dnmt1 and DNA methyltransferase chemical inhibitor rescued the instability of Lkb1-deficient T_reg_ cells in response to IL-12. Thus, Lkb1 suppresses IL-12/STAT4 activation to stabilize Foxp3 expression in T_reg_ cells. We further showed that NF-κB signalling is activated in Lkb1-deficient T_reg_ cells, that increased *Il12rb2* and *Stat4* mRNA expression and STAT4 activation. However, inhibition of NF-κB signalling can only partially rescue the instability of Lkb1-deficient T_reg_ cells, implicating that NF-κB-independent signalling mechanisms might also contribute to the unstable Foxp3 expression in Lkb1-deficient T_reg_ cells.

Independent of maintaining Foxp3 expression, Lkb1 also promotes T_reg_ cell-suppressive capacity. Loss of Lkb1 in T_reg_ cells results in the moderate downregulation of a number of immunosuppressive genes (*Fgl2*, *Tfpi*, *Cybb*, *Entpd1*, *Nt5e*, *Nrp1*, *Itgae*, *Il18*, *Il10*, *Ccr6*, *Il1rl1*), suggesting that Lkb1 implements T_reg_ cell function through broadly promoting T_reg_ suppressor gene expression program. Lkb1 has been previously shown to positively or negatively regulate TGF-β/Smad signalling in a cell type-dependent manner^49^,^50^, but the precise mechanism is not fully elucidated. Here, we found the effect of Lkb1 on promoting T_reg_ suppressor function was partially dependent on its augmentation of TGF-β signalling. TGF-β pathway is important for T_reg_ cell development in the thymus and periphery^47^,^51^,^52^, but whether and how it affects T_reg_ cell function remain poorly understood. Our results demonstrate that TGF-βR2-deficient T_reg_ cells have impaired suppressive capacity associated with decreased expression of a number of genes associated with immune suppression (*Nt5e*, *Ccr6*, *Nrp1*, *Itgae* and *Il1rl1*), partially recapturing the suppressor gene expression alterations in Lkb1-deficient T_reg_ cells. Furthermore, overexpression of TGF-βR2 partially rescued the expression of certain suppressor genes and the suppressor function of Lkb1-deficient T_reg_ cells, supporting that impaired TGF-β signalling contributed to the impaired suppressor function of Lkb1-deficient T_reg_ cells. However, numerous Lkb1-regulated genes, including *Fgl2*, *Tfpi*, *Cybb*, *Entpd1* and *Il18*, were not changed in TGF-βR2-deficient T_reg_ cells, suggesting that TGF-β-independent mechanisms were also applied by Lkb1 to promote T_reg_ cell suppressor function.

AMPK-induced fatty acid oxidation is a critical metabolic feature of T_reg_ cells^53^. To our surprise, AMPK activation is not dramatically altered in Lkb1-deficient T_reg_ cells, and T_reg_ cell-specific deletion of both AMPK1α and AMPK2α does not cause T_reg_ cell abonrmality and immune disturbance, suggesting that Lkb1 does not control T_reg_ cells by promoting AMPK activity in steady-state conditions.

Lkb1 has been previously shown to promote thymocytes development, maintain survival and proliferation of peripheral T cells and restrain peripheral conventional T-cell activation and proinflammatory cytokine production^15^,^16^,^54^ (we got similar results in certain experiments after inducing Lkb1 deletion in conventional T cells from *ERT2*^Cre^*Lkb1*^f/f^ mice, Supplementary Fig. 7f,g). Here, we find that Lkb1 maintains the lineage identity of T_reg_ cells through mechanisms involving the regulation of NF-κB/STAT4 and TGF-β signallings (Fig. 8). NF-κB/STAT4 and TGF-β signallings are separately controlled by Lkb1 (Supplementary Fig. 7h–j), suggesting a function of Lkb1 in setting up the optimal activation thresholds of multiple intracellular signallings in T_reg_ cells. Furthermore, the upregulation of Lkb1 protein by TCR signalling in T_reg_ but not in conventional T cells indicates a specific regulation of Lkb1 expression required for preserving the T_reg_ cell lineage. Future studies will determine whether and how the environmental cues change Lkb1 in T_reg_ cells to affect their stability/function under physiological and pathological conditions, and whether Lkb1 can be targeted to treat T_reg_-cell-related immune diseases.

## Methods

### Mice

All animals were maintained in specific pathogen-free barrier facilities and were used in accordance with protocols approved by the institutional animal care and user committee at the Institute of Hematology, Chinese Academy of Medical Sciences. C57BL/6, CD45.1^+^, *Lkb1*^f/f^, *AMPKα1*^f/f^, *AMPKα2*^f/f^, *Tgfbr2*^f/f^, *ERT2*^Cre^, *Foxp3*^YFP-Cre^ (*Foxp3*^Cre^), *Rosa26*^YFP^ and *Rag1*^−/−^ mice were purchased from Jackson Laboratories. All mice had been backcrossed with C57BL/6 mice for at least 7 generations. *Lkb1*^f/f^, *AMPKα1*^f/f^, *AMPKα2*^f/f^, *Tgfbr2*^f/f^ mice were crossed with *Foxp3*^Cre^ mice to generate *Foxp3*^Cre^*Lkb1*^f/f^, *Foxp3*^Cre^*AMPKα1*^f/f^*AMPKα2*^f/f^ and *Foxp3*^Cre^*Tgfbr2*^f/f^ mice, respectively. *Foxp3*^Cre/+^*Lkb1*^f/f^ mice were crossed with *Rosa26*^YFP^ mice to generate *Foxp3*^Cre^*Lkb1*^f/f^*Rosa26*^YFP^ mice. *Lkb1*^f/f^ mice were crossed with *ERT2*^Cre^ and *Rosa26*^YFP^ mice to generate *ERT2*^Cre^*Lkb1*^f/f^*Rosa26*^YFP^ mice. Sample size for various animal experiments was chosen based on prior data generated in the laboratory, and no mice were excluded from experiments. The details of mice age and sex are provided in the figure legends.

### Cell purification and flow cytometry

Single-cell suspensions were prepared from spleen and peripheral lymph nodes for staining or cell purification. CD4^+^ T cells and CD11c^+^ DCs were purified with Dynabeads Untouched Mouse CD4 Cells Kits (Invitrogen, 11415D) or CD11c MicroBeads (Miltenyi Biotec, 130-108-338), respectively. Indicated T-cell populations were sorted from purified CD4^+^ T cells with FACSAria III (BD Biosciences), and the sorted populations were >98% pure unless otherwise specified. Flow cytometry of cell surface molecules was performed as previously described^55^, and the antibody (Supplementary Data 5) was diluted as the instructions of the manufacturers suggested. Intracellular staining of Foxp3, cytokines (spleen cells were stimulated with phorbol myristate acetate (50 ng ml^−1^) and ionomycin (500 ng ml^−1^) for 4 h before analysis of cytokine expression in indicated populations) and other proteins were performed with Foxp3 staining kits (eBioscience, 00-5523). Intracellular staining of phosphorylated proteins was performed on cells fixed with methanol and permeabilized with Triton X-100. The antibodies were obtained from eBioscience, Biolegend, BD Biosciences, Cell Signalling Technology, R&D Systems and Invitrogen, and listed in Supplementary Data 5. Flow cytometry data were acquired on LSR II, LSRFortessa (BD Biosciences) or FACSCanton II (BD Biosciences) and analysed with Flowjo software (Tree Star).

### Cell culture

Sorted CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^Cre^*Lkb1*^f/f^ and *Foxp3*^Cre^ mice were labelled with carboxyfluorescein succinimidyl ester (CFSE) Cell Proliferation Kits (Invitrogen, C34554). CFSE-labelled T_reg_ cells were co-cultured with CD11c^+^ cells purified from CD45.1^+^ mice, supplemented with indicated combinations of cytokines of recombinant murine IL-2, IL-12, IL-6 and IL-4 (all 100 ng ml^−1^, PeproTech), NF-κB inhibitors sodium 4-aminosalicylate (4-ASA) or pyrrolidinedithiocarbamic acid (PDTC) or DNA methyltransferase inhibitor 5-aza-dC)in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum (Gibco) for 4 days. For inducible Lkb1 deletion, T_reg_ cells were respectively sorted from *ERT2*^Cre^*Lkb1*^f/f^*Rosa26*^YFP^ and *ERT2*^Cre^*Rosa26*^YFP^ mice and cultured for 5 days as described above, with the addition of 4-hydroxytamoxifen (1 μM, Sigma) in the culture. In other experiments, sorted T_reg_ cells were incubated in plates precoated with anti-CD3 (2 μg ml^−1^; 145-2C11; eBioscience) and anti-CD28 (2 μg ml^−1^; 45.21; eBioscience) in the presence of IL-2 (100 ng ml^−1^) for the indicated days. CFSE profiles and Foxp3 expressions were examined by flow cytometry after culturing.

### *In vivo* T_reg_ cell maintenance

CD4^+^CD25^+^YFP^+^ T_reg_ cells were doubly sorted (>99.5% pure) from 3-week-old CD45.1^−^ CD45.2^+^ *Foxp3*^Cre^*Lkb1*^f/f^ and CD45.1^+^CD45.2^+^*Foxp3*^Cre^ mice, and 2 × 10^5^ of each type of cells were mixed with 4 × 10^5^ CD4^+^CD25^−^CD44^low^CD62L^high^ T_n_ cells sorted fromCD45.1^+^ CD45.2^−^ mice and transferred into the *Rag1*^−/−^ mice by intraperitoneal injection. The recipient mice were analysed 3 weeks after transfer.

### *In vitro* T_reg_ cell suppression

CD4^+^CD25^−^CD44^low^CD62L^high^ T_n_ cells sorted from CD45.1^+^ mice were labelled with CFSE and used as responder cells (T_resp_). T_resp_ cells (5 × 10^4^) were cultured for 72 h with DCs (1 × 10^5^) and soluble anti-CD3 (2 μg ml^−1^) in the presence or absence of the indicated numbers of CD4^+^YFP^+^ T_reg_ cells sorted from *Foxp3*^Cre^*Lkb1*^f/f^ or *Foxp3*^Cre^ mice.

### *Foxp3* gene methylation assay

Genomic DNA from sorted cells was bisulfite converted with EZ DNA Methylation-Direct kits according to the manufacturer’s protocol (Epigentek, P-1026-050). Methylation-specific PCR primers (listed in Supplementary Data 2) were used for amplification of the promoter and intron 1 of *Foxp3* (corresponding to *Foxp3* conserved noncoding sequence 2). PCR products were subcloned into pGEM-T Easy vectors (Promega) and sequenced.

### Western blot

CD4^+^YFP^+^ T_reg_ cells and CD4^+^YFP^−^ conventional T cells were sorted from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice and treated as indicated, and then cells were lysed and western blot was carried out as previously described^55^ with antibodies to Lkb1 (D60C5, Cell Signalling Technology), phosphorylated AMPK (40H9, Cell Signalling Technology), IKKβ (2C8, Cell Signalling Technology), phosphorylated IKKα/β (16A6, Cell Signalling Technology), phosphorylated IκBα (14D4, Cell Signalling Technology), phospho-NF-κB p65 (93H1, Cell Signalling Technology), NF-κB p65 (D14E12, Cell Signalling Technology), STAT4 (C46B10, Cell Signalling Technology), AMPKα (D63G4, Cell Signalling Technology), phospho-Acetyl-CoA Carboxylase (D7D11, Cell Signalling Technology), phospho-STAT4 (Abcam), TGF-βR2 (Abcam) and GAPDH (D16H11, Cell Signalling Technology).

### Microarray and quantitative real-time PCR

CD4^+^YFP^+^ T_reg_ cells were sorted from spleen and lymph nodes of mice for RNA extraction with Trizol reagent (Invitrogen). Total RNA was reverse transcribed, amplified, labelled and hybridized to Mouse Genome 2.0 arrays (Affymetrix). Microarray data sets were analysed with Agilent Genespring GS 11 software. RNA of different samples was obtained in the same manner as in microarray analysis, and real-time PCR was performed with SYBR Green PCR Master Mix (ABI) as previously described^55^. The sequences of the primer pairs used are listed in Supplementary Data 2.

### DNA binding ELISA

TransAM Flexi kits (Active Motif, 40098) were used to test the activity of Smad transcription factors according to the manufacturer’s protocol. Briefly, nuclear extract from stimulated T_reg_ cells sorted from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice were mixed with biotinylated oligos (listed in Supplementary Data 2) recognized by transcription factors of interest, and incubated in a streptavidin-coated plate. After washing, primary antibodies specific for the bound transcription factor and horseradish peroxidase-conjugated secondary antibodies were subsequently added, and transcription factor binding activities were quantified using a microplate reader (Synergy H4, BioTek).

### Co-immunoprecipitation

Sorted wild-type CD4^+^YFP^+^ T_reg_ cells were expanded in plates coated with anti-CD3 (2 μg ml^−1^) and anti-CD28 (2 μg ml^−1^) in the presence of IL-2 (100 ng ml^−1^) for 5 days and collected. Cell lysis was prepared using Co-immunoprecipitation kits according to the manufacturer’s protocol (Sigma, FLAGITP1), and incubated with antibodies against Dnmt1 (60B1220.1, Abcam), Dnmt3a (Abcam) and protein G agarose (Cell Signalling Technology). Immunoprecipitated proteins were detected as described above with antibodies against STAT4 (C46B10, Cell Signalling Technology) and STAT5 (Cell Signalling Technology).

### Chromatin immunoprecipitation

ChIP assays were performed using the ChIP kits (Active Motif, 53040) according to the manufacturer’s protocol. Precipitated DNA and input DNA were assessed by real-time PCR using primers listed in Supplementary Data 2.

### Retroviral transduction

TGF-βR2 cDNA was subcloned into the retroviral vector pMYs-IRES-RFP. Retroviruses were produced by transfection of the Plat-E cells with polyethylenimin. T_reg_ cells (YFP^+^) were cultured in plates coated with anti-CD3 and anti-CD28 transduced in virus-containing media supplemented with polybrene by centrifuging for 1 h at 500 RCF. After 24 h, cells were expanded and then RFP^+^ YFP^+^ cells were sorted before further analysis. The Plat-E cell line was provided by the Cell Resource Center, Institute of Hematology and Hospital of Blood Diseases, Chinese Academy of Medical Sciences/Peking Union Medical College. The Cell Resource Center confirmed the species origin with PCR and checked free of mycoplasma contamination by PCR and culture.

### Histopathology

Skins, lungs, livers and stomachs were removed from 3–4-week-old mice. Samples were formalin fixed, paraffin embedded and stained with haematoxylin and eosin before tissue histology. Photomicrographs were taken at × 10 or × 20 magnifications.

### Statistics

An unpaired two-tailed Student’s *t*-test (for two group comparisons) or a two-way analysis of variance (for more than two group comparisons) were performed using Prism (GraphPad) to calculate statistical significance of the difference in mean values and *P* values. A *P* value of <0.05 was considered statistically significant. *P<0.05; **P<0.01. No specific randomization or blinding protocols were used.

### Data availability

The data that support the findings of this study are available from the corresponding author on reasonable request. The microarray data have been deposited in the Gene Expression Omnibus under accession GSE97840.

## 

## Additional information

**How to cite this article:** Wu, D. *et al*. Lkb1 maintains T_reg_ cell lineage identity. *Nat. Commun.* **8**, 15876 doi: 10.1038/ncomms15876 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

## Figures and Tables

**Figure 1:**
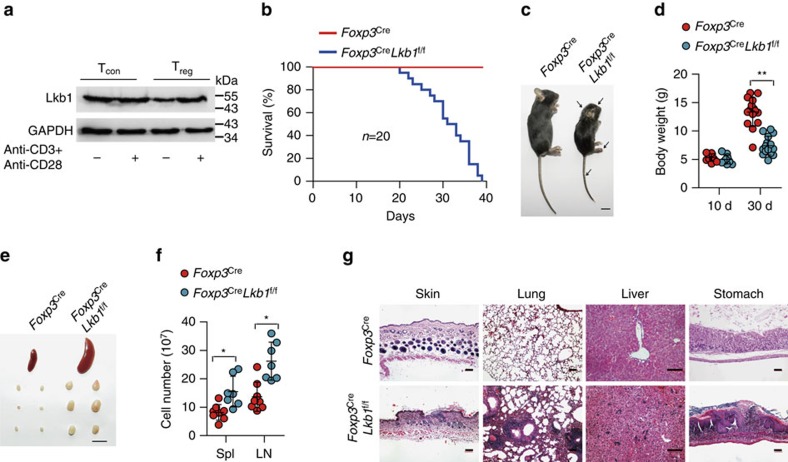
T_reg_ cell-specific deletion of Lkb1 leads to a fatal autoimmune disease. (**a**) Lkb1 proteins in CD4^+^YFP^−^ conventional T cells and CD4^+^YFP^+^ T_reg_ cells untreated or stimulated in plates coated with anti-CD3 and anti-CD28 in the presence of IL-2 for 24 h determined by western blot. (**b**) Survival of *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice (*n*=20). (**c**) A representative appearance of 30-day-old *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice (scale bar, 1 cm). (**d**) Body weight of *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ male mice of different ages (*n*=10–15). (**e**) A representative picture of spleen and lymph nodes from 30-day-old *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice. (scale bar, 1 cm). (**f**) Total cell numbers in spleen (Spl) and lymph nodes (LNs) of *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice (*n*=7–8). (**g**) Representative haematoxylin and eosin-stained skin, lung, liver and stomach sections from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice (scale bar, 100 μm). All mice analysed were 28–30 days old, unless otherwise specified. Log-rank survival curve was used for survival analysis in **b**, and two-way analysis of variance (ANOVA) was used for statistical analyses in **d**,**f** (*P<0.05, **P<0.01, ****P<0.0001); error bars represent s.d.; all data are representative of at least three independent experiments.

**Figure 2:**
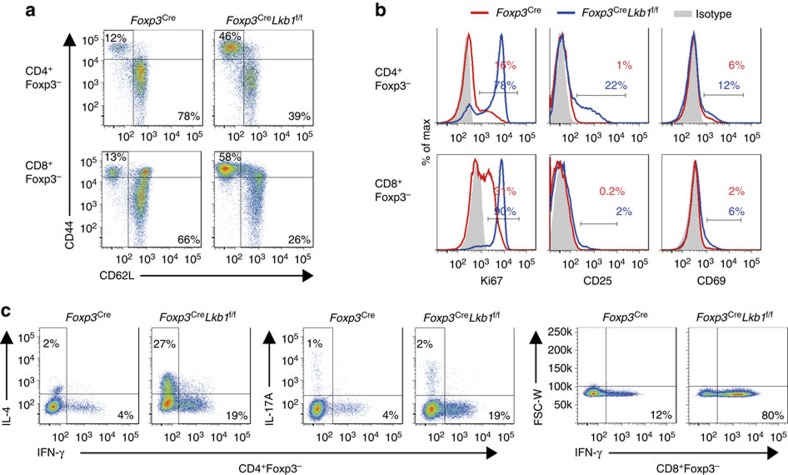
Spontaneous activation of conventional T cells in *Foxp3*^Cre^*Lkb1*^f/f^ mice. (**a**) Expression of CD44 and CD62L on splenic CD4^+^Foxp3^−^ and CD8^+^Foxp3^−^ T cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice. (**b**) Expression of Ki67, CD25 and CD69 in splenic CD4^+^Foxp3^−^ and CD8^+^Foxp3^−^ T cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice. (**c**) Intracellular staining of cytokines in splenic CD4^+^Foxp3^−^ and CD8^+^Foxp3^−^ T cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice stimulated with phorbol myristate acetate (PMA) and ionomycin for 4 h. All mice analysed were 28–30 days old. All data are representative of at least three independent experiments.

**Figure 3:**
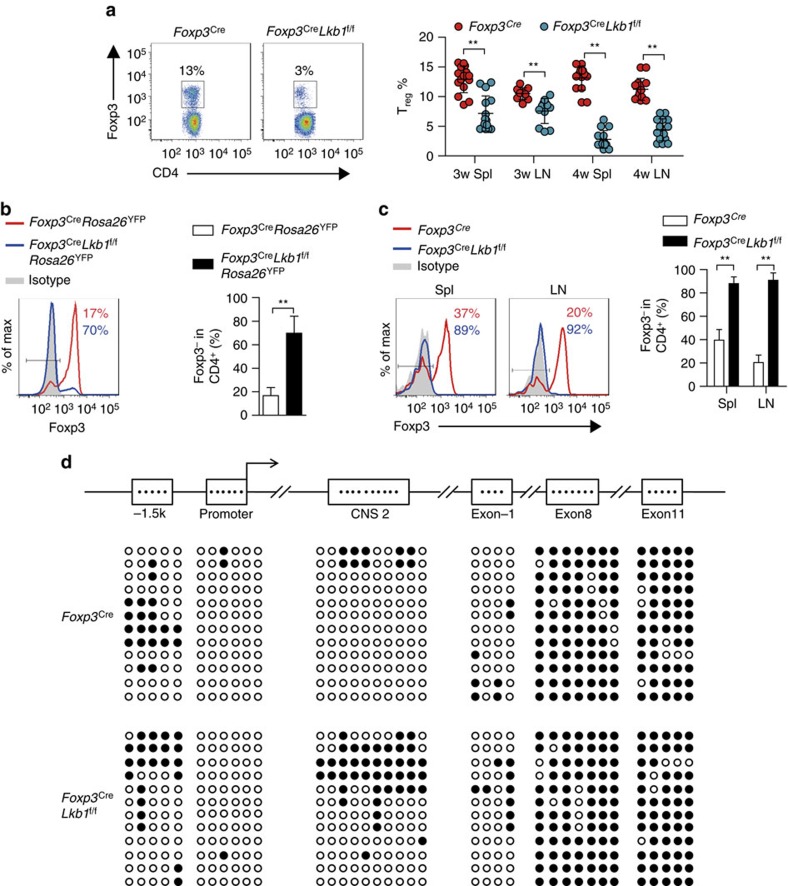
Lkb1 stabilizes *Foxp3* expression and prevents CNS2 methylation. (**a**) Foxp3^+^ cell percentages among CD4^+^ T cells in spleen and lymph nodes from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice of different ages (*n*=10–15). (**b**) Foxp3 expression in CD4^+^*Rosa26*-YFP^high^ (*Rosa26*-YFP labelled the cells that have experienced the expression of Foxp3, *Rosa26*-YFP was much brighter than and thus distinguishable from Foxp3-YFP) cells from *Foxp3*^Cre^ *Rosa26*^YFP^ and *Foxp3*^Cre^*Lkb1*^f/f^ *Rosa26*^YFP^ mice. (**c**) Foxp3 expression in T_reg_ cells doubly sorted from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice and transferred together with T_n_ cells into *Rag1*^−/−^ mice for 3 weeks (*n*=3). (**d**) Methylation of the CpG motifs of the −1.5 kb region, promoter, CNS2, exon 1, exon 8 and exon 11 across the *Foxp3* locus in T_reg_ cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice, determined by bisulfite sequencing. Filled circles represent methylated CpG sites and open circles represent unmethylated CpG sites. Two-way analysis of variance (ANOVA) was used for statistical analyses in **a,c**, and unpaired two-tailed Student’s *t*-test was used for statistical analyses in **b** (**P<0.01); error bars represent s.d.; all data are representative of at least two independent experiments.

**Figure 4:**
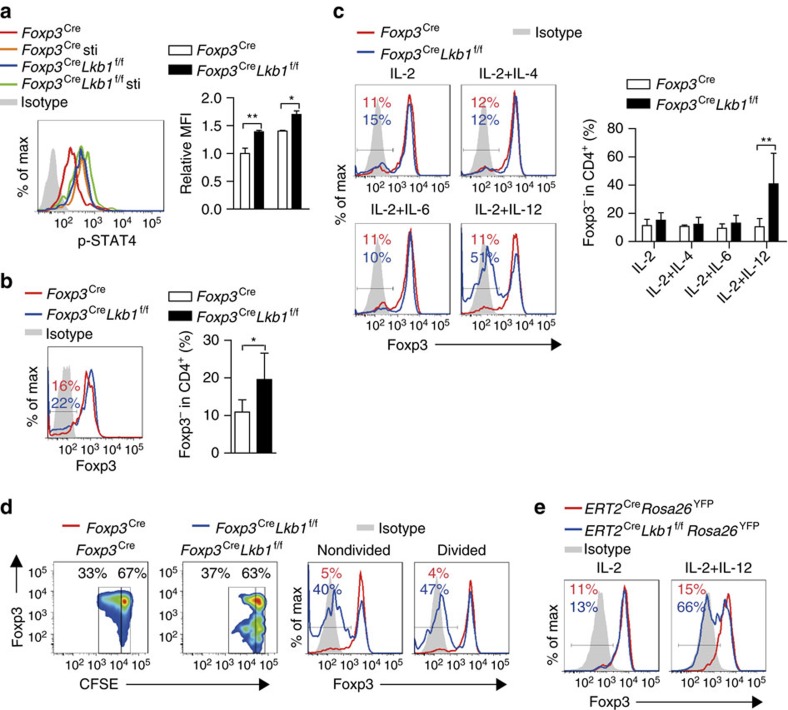
Lkb1 prevents STAT4 activation to maintain T_reg_ cell stability. (**a**) Intracellular phosphorylated STAT4 in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells treated with or without IL-12 (*n*=3). (**b**) Foxp3 expression in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells co-cultured with DCs without any cytokines (*n*=7). (**c**) Foxp3 expression in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells co-cultured with DCs supplemented with indicated cytokines (*n*=3). (**d**) Foxp3 expression in divided and nondivided *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells co-cultured with DCs for 4 days supplemented with IL-2 and IL-12. (**e**) Foxp3 expression in *ERT2*^Cre^*Rosa26*^YFP^ and *ERT2*^Cre^*Lkb1*^f/f^*Rosa26*^YFP^ T_reg_ cells co-cultured with DCs supplemented with indicated cytokines and 4-hydroxytamoxifen. Two-way analysis of variance (ANOVA) was used for statistical analyses in **a**,**c**, and unpaired two-tailed Student’s *t*-test was used for statistical analyses in **b** (*P<0.05, **P<0.01); error bars represent s.d.; all data are representative of at least two independent experiments.

**Figure 5:**
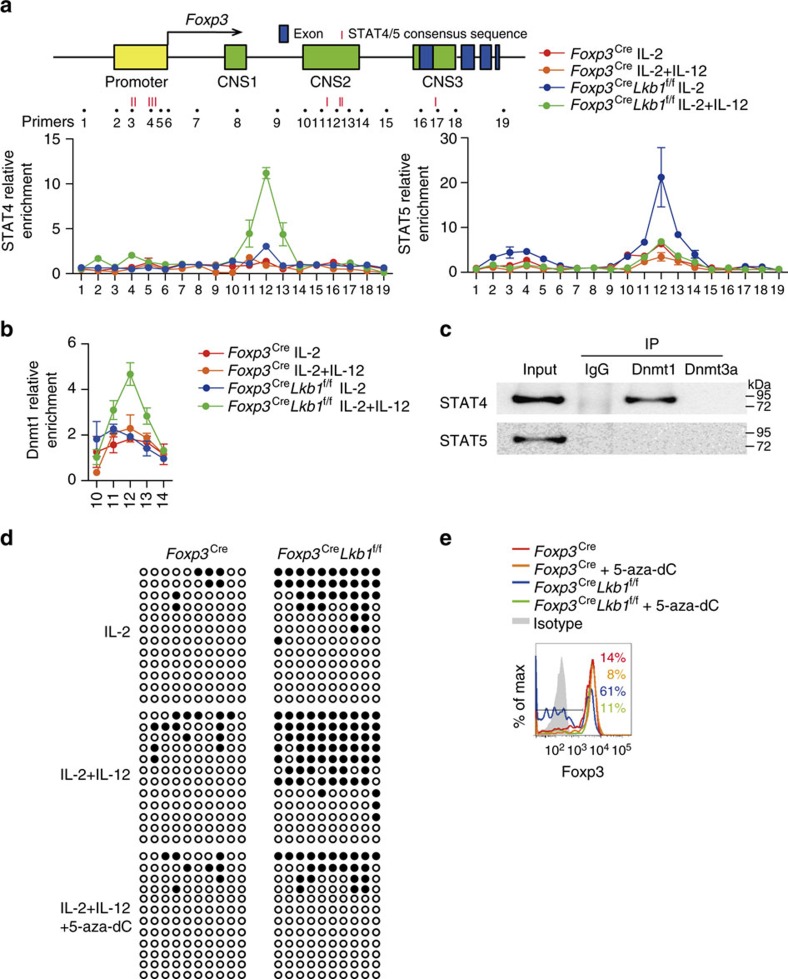
Lkb1 prevents STAT4 binding to CNS2. (**a**) Binding of STAT4 and STAT5 to the *Foxp3* locus in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells treated with IL-2 or IL-2 plus IL-12, determined by ChIP. (**b**) Binding of Dnmt1 to the CNS2 of *Foxp3* locus in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells treated with IL-2 or IL-2 plus IL-12, determined by ChIP. (**c**) STAT4 and STAT5 coprecipitation with Dnmt1 and Dnmt3a was analysed by using nuclear extract from *in vitro* expanded T_reg_ cells. (**d**) Methylation of the CpG motifs of the *Foxp3* promoter and CNS2 in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells determined by bisulfite sequencing, and T_reg_ cells were treated with indicated reagents. Filled circles represent methylated CpG sites and open circles represent unmethylated CpG sites. (**e**) Foxp3 expression in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells co-cultured with DCs supplemented with IL-2 plus IL-12 in the presence or absence of 5-aza-dC. All data are representative of at least two independent experiments.

**Figure 6:**
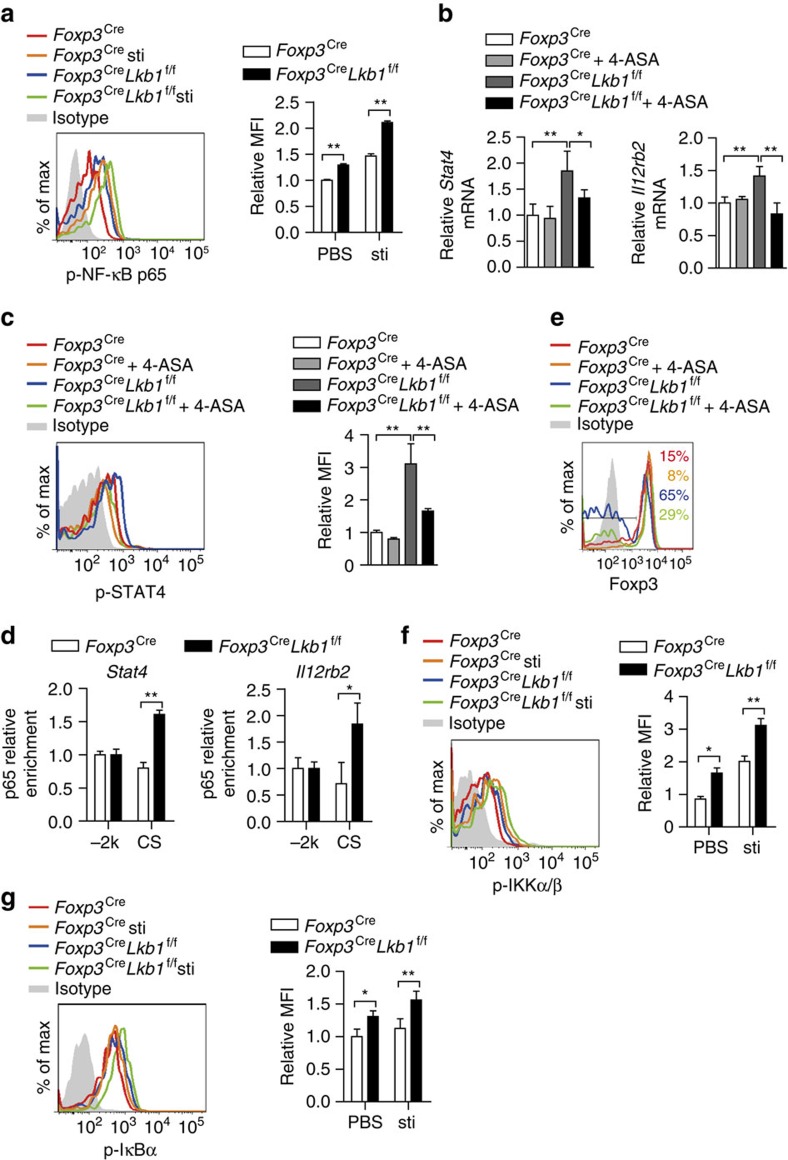
Lkb1 suppresses NF-κB signalling to restrain STAT4 activation. (**a**) Intracellular phosphorylated NF-κB p65 in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells with or without IL-2 stimulation (*n*=3). (**b**) *Stat4* and *Il12rb2* mRNA in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells supplemented with or without 4-ASA for 16 h (*n*=3). (**c**) Intracellular phosphorylated STAT4 in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells supplemented with or without 4-ASA (*n*=3). (**d**) P65 enrichment to consensus sequences (CS) in *Stat4* and *Il12rb2* locus in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells determined by ChIP. (**e**) Foxp3 expression in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells co-cultured with DCs supplemented with IL-2 and IL-12, with or without 4-ASA. (**f**) Intracellular phosphorylated IKKα (Ser176/180)/β (Ser177/181) in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells with or without IL-2 stimulation (*n*=3). (**g**) Intracellular phosphorylated IκBα (Ser 32/36) in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells with or without IL-2 stimulation (*n*=3). Two-way analysis of variance (ANOVA) was used for statistical analyses in (**a**,**b**,**c**,**d**,**f**,**g**) (*P<0.05, **P<0.01); error bars represent s.d.; all data are representative of at least two independent experiments.

**Figure 7:**
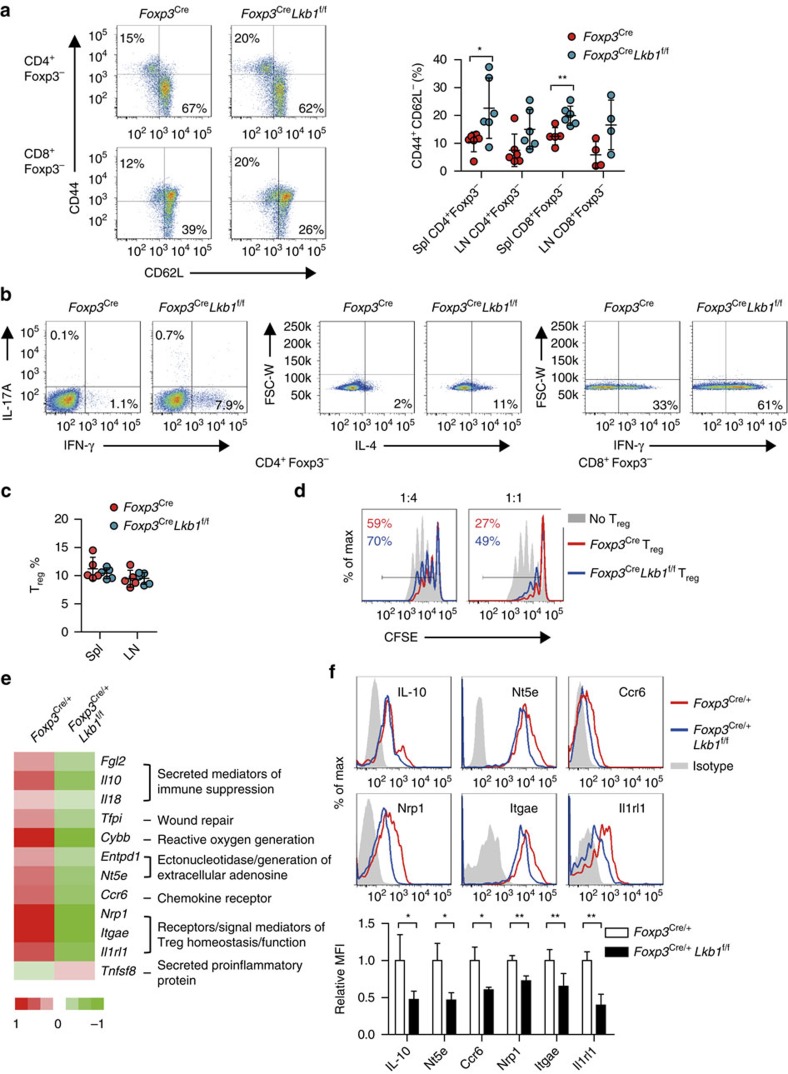
Lkb1 promotes the expression of diverse immunosuppressive genes. (**a**) CD44^high^CD62L^low^ effector/memory cells among splenic CD4^+^Foxp3^−^ and CD8^+^Foxp3^−^ T cells from 9–11-day-old *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice (*n*=4–6). (**b**) Intracellular staining of cytokines in splenic CD4^+^Foxp3^−^ and CD8^+^Foxp3^−^ T cells from 9–11-day-old *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice stimulated with phorbol myristate acetate (PMA) and ionomycin for 4 h. (**c**) Percentages of Foxp3^+^ T_reg_ cells among CD4^+^ T cells in the spleen and lymph nodes from 9–11-day-old *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice (*n*=5). (**d**) Suppression of proliferation of CFSE-labelled T_n_ cells (responding cells, T_resp_) by different ratios of CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice. T_resp_cell division was determined by CFSE dilution at the indicated ratios of cell numbers between T_reg_ cell and T_resp_ cells. The experiment was repeated three times. (**e**) T_reg_ cell function-related genes differentially expressed between CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^Cre/+^ and *Foxp3*^Cre/+^*Lkb1*^f/f^ mice determined by transcriptional profiling, shown in groups based on their functions. Fold difference means fold change of gene expression levels in T_reg_ cells from *Foxp3*^Cre^*Lkb1*^f/f^ mice compared with that from *Foxp3*^Cre^ mice. (**f**) Expression of indicated proteins on splenic T_reg_ cells from *Foxp3*^Cre/+^ and *Foxp3*^Cre/+^*Lkb1*^f/f^ mice (*n*=3). Two-way analysis of variance (ANOVA) was used for statistical analyses in (**a**, **c**, **f**) (*P<0.05, **P<0.01); error bars represent s.d.; all data are representative of at least two independent experiments.

**Figure 8:**
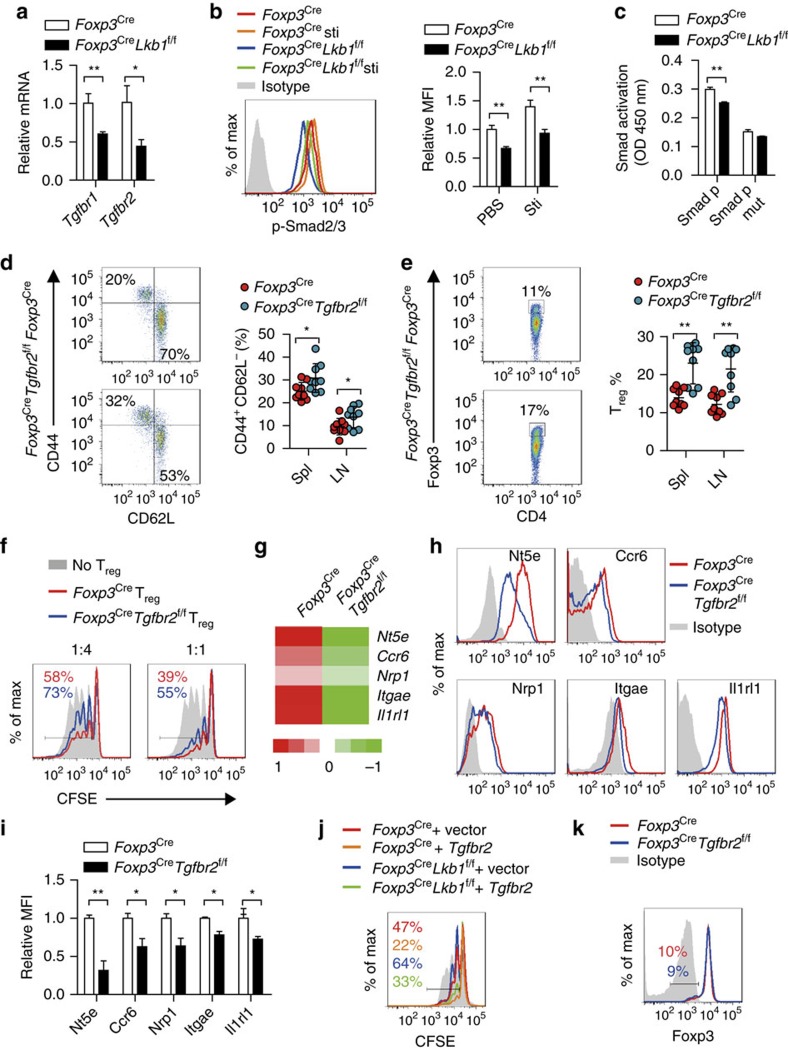
TGF-β signalling is involved in Lkb1-implemented T_reg_ cell suppressor function. (**a**) *Tgfbr1* and *Tgfbr2* mRNA expression in *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ T_reg_ cells by real-time PCR (*n*=3). (**b**) Intracellular expression of phosphorylated Smad2/3 in T_reg_ cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice, with or without TGF-β stimulation (*n*=3). (**c**) Binding capacity of Smad2/3 to recognized DNA sequences in nuclear lysates extracted from T_reg_ cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice. (**d**) CD44 and CD62L expression on CD4^+^Foxp3^−^ T cells from 6-week-old *Foxp3*^Cre^ and *Foxp3*^Cre^*Tgfbr2*^f/f^ mice (*n*=6–11). (**e**) Foxp3 expression in CD4^+^ T cells from 6-week-old *Foxp3*^Cre^ and *Foxp3*^Cre^*Tgfbr2*^f/f^ mice (*n*=6–11). (**f**) Suppression of proliferation of T_n_ cells labelled with CFSE by different ratios of CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Tgfbr2*^f/f^ mice. The experiment was repeated three times. (**g**) Some genes differentially expressed between CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Tgfbr2*^f/f^ T_reg_ cells determined by transcriptional profiling. Fold difference means fold change of gene expression levels in T_reg_ cells from *Foxp3*^Cre^*Tgfbr2*^f/f^ mice compared with that from *Foxp3*^Cre^ mice. (**h**,**i**) Expression of indicated proteins on splenic T_reg_ cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Tgfbr2*^f/f^ mice (*n*=3). (**j**) Suppression of proliferation of T_n_ cells labelled with CFSE by different ratios of CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^Cre^ and *Foxp3*^Cre^*Lkb1*^f/f^ mice that were transduced with retrovirus carrying TGF-βR2 or control vector. (**k**) Foxp3 expression in CD4^+^YFP^+^ T_reg_ cells doubly sorted from *Foxp3*^Cre^ and *Foxp3*^Cre^*Tgfbr2*^f/f^ mice and transferred together with T_n_ cells into *Rag1*^−/−^ mice for 3 weeks. Two-way analysis of variance (ANOVA) was used for statistical analyses in (**a**,**b**,**c,d**,**e**,**i**) (*P<0.05, **P<0.01); error bars represent s.d.; all data are representative of at least two independent experiments.

# Supplementary material for: Lkb1 maintains Treg cell lineage identity
**Source:** Nat Commun. 2017 Jun 16;8:15876. doi: 10.1038/ncomms15876
**Supplement:** Supplementary Information

Type of file: pdf

Size of file: 0 KB

Title of file for HTML: Supplementary Information

Description: Supplementary Figures

Type of file: xlsx

Size of file: 0 KB

Title of file for HTML: Supplementary Data 1

Description: Schematic description of transcription factor binding motifs in Foxp3, Stat4 and Il12rb2 locus.

Type of file: xlsx

Size of file: 0 KB

Title of file for HTML: Supplementary Data 2

Description: Primers and peptide sequences.

Type of file: xlsx

Size of file: 0 KB

Title of file for HTML: Supplementary Data 3

Description: Gene expression alterations in Lkb1-deficient Treg cells 1.5 fold change.

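The table lists transcript clusters whose level differed by 1.5-fold or more between T_reg_ cells labelled *Foxp3* Cre/+*Lkb1* f/f and *Foxp3* Cre/+. With the group means of the deposited log2 values, 1525 transcript clusters met this rule, 738 higher and 787 lower. Among clusters with 1 gene symbol 150 were higher and 347 lower, and among those above the median level 251 were higher and 488 lower. The lower-intensity arrays alone gave 1109 higher and 1464 lower. Leaving out *Foxp3* Cre/+ replicate 3 gave 4521 higher and 502 lower, and leaving out *Foxp3* Cre/+*Lkb1* f/f replicate 3 gave 703 higher and 5558 lower. Either choice leaves a higher-intensity array in 1 genotype only, so these counts also take in the step between the intensity sets. Over all 6 arrays, quantile normalization gave 674 higher and 859 lower, and median centring 631 and 910. With each array centred on its median, 3.81% of all clusters had every array of one genotype above every array of the other, where chance gives 10% for 6 arrays that can be exchanged freely; each genotype held 1 higher-intensity array, and the other splits that part these 2 arrays gave 3.56% to 4.91%.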

Type of file: xlsx

Size of file: 0 KB

Title of file for HTML: Supplementary Data 4

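By group means of the deposited log2 values, 899 transcript clusters differed by 1.5-fold or more between the arrays labelled *Foxp3* Cre*Tgfbr2* f/f and *Foxp3* Cre, 598 of them higher and 301 lower in *Foxp3* Cre*Tgfbr2* f/f. Clusters with 1 gene symbol gave 40 higher and 104 lower, and clusters above the median level 245 higher and 187 lower. In the lower-intensity arrays alone 861 were higher and 662 lower. Leaving out *Foxp3* Cre replicate 3 gave 3271 higher and 433 lower, and leaving out *Foxp3* Cre*Tgfbr2* f/f replicate 1 gave 408 higher and 2864 lower. Either choice leaves a higher-intensity array in 1 genotype only, so these counts also take in the step between the intensity sets. Over all 6 arrays, quantile normalization gave 568 higher and 315 lower, and median centring 618 and 286. After centring, the groups did not overlap in 4.94% of the clusters, where chance gives 10% for freely exchangeable arrays; the other splits that part the 2 higher-intensity arrays gave 3.70% to 6.49%.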

Description: Gene expression alterations in TGF- $\beta$ R2-deficient Treg cells 1.5 fold change.

Type of file: xlsx

Size of file: 0 KB

Title of file for HTML: Supplementary Data 5

Description: Antibodies for flow cytometry.

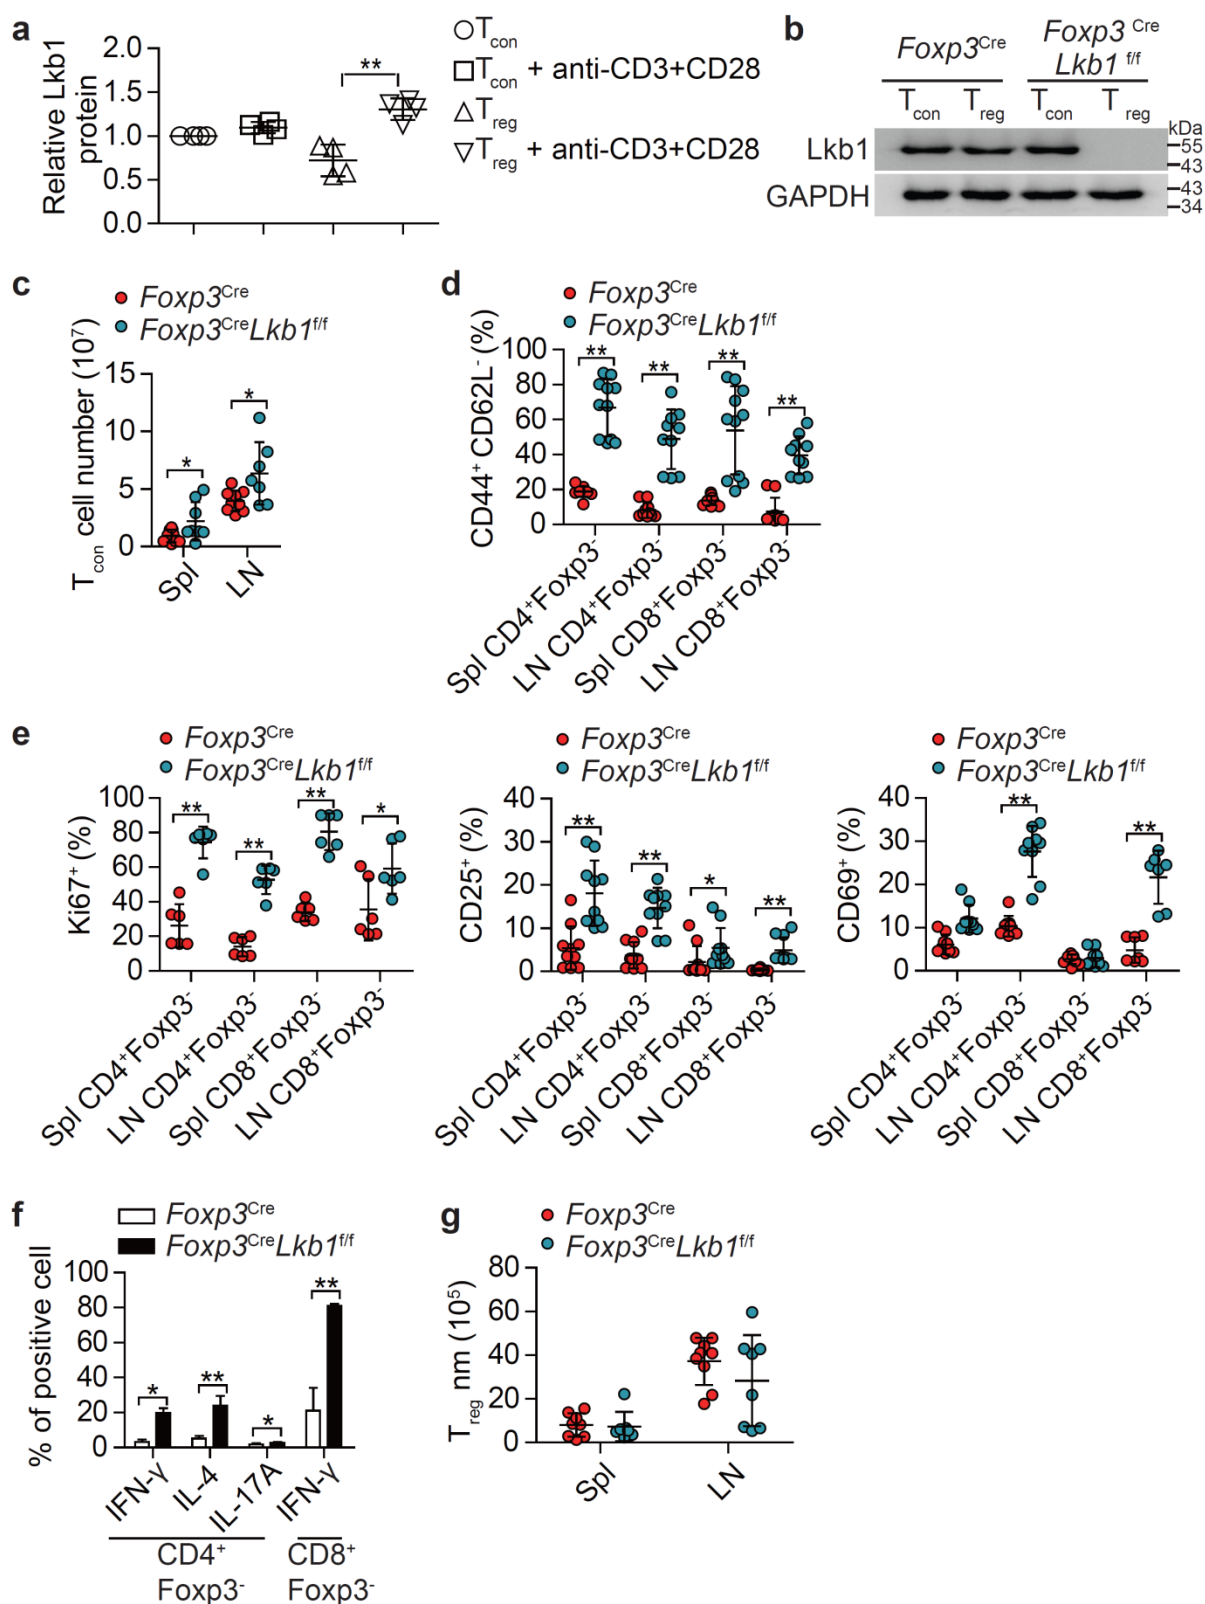

**Supplementary Figure 1. T<sub>reg</sub> cell-specific deletion of Lkb1 causes T cell autoimmunity.**(a)

Relative expression of Lkb1 proteins in  $CD4^{+}YFP^{+}$ conventional T ( $T_{con}$ ) cells and  $CD4^{+}YFP^{+}T_{reg}$  cells un-treated or stimulated in plates coated with anti-CD3 and anti-CD28 in the presence of IL-2 for 24 h determined by western blot, and calculated by densitometry after normalization with GAPDH (n=4). (b)Lkb1 protein was depleted in  $CD4^{+}YFP^{+}T_{reg}$  cells from 2-week-old  $Foxp3^{Cre}Lkb1^{f/f}$  mice, determined by western blot. (c) $T_{con}$  cell numbers in spleen and lymph nodes of  $Foxp3^{Cre}$  and  $Foxp3^{Cre}Lkb1^{f/f}$  mice (n=7-9).(d) Percentages of  $CD44^{high}CD62L^{low}$  effector/memory

cells among CD4<sup>+</sup>Foxp3<sup>-</sup> and CD8<sup>+</sup>Foxp3<sup>-</sup> T cells from spleen and lymph nodes of *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> mice (n=6-11).**(e)** Percentages of cells positive for Ki67, CD25 or CD69 among CD4<sup>+</sup>Foxp3<sup>-</sup> and CD8<sup>+</sup>Foxp3<sup>-</sup> T cells in spleen and lymph nodes from *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> mice (n=6-10).**(f)** Cytokine production in PMA and ionomycin-stimulated (4 h) splenic CD4<sup>+</sup>Foxp3<sup>-</sup> and CD8<sup>+</sup>Foxp3<sup>-</sup> T cells from *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> mice (n=4). All mice analyzed were 28-30-day-old, unless otherwise specified. **(g)** Absolute numbers of CD4<sup>+</sup>Foxp3<sup>+</sup> T<sub>reg</sub> cells in the spleen and lymph nodes from 28-30-day-old *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> mice (n=6-8). Two-way ANOVA was used for statistical analyses in **a**, **c**, **d**, **e**, **f**, and **g** (\**P*<0.05, \*\**P*<0.01); error bars represent s.d.; all data are representative of at least two independent experiments.

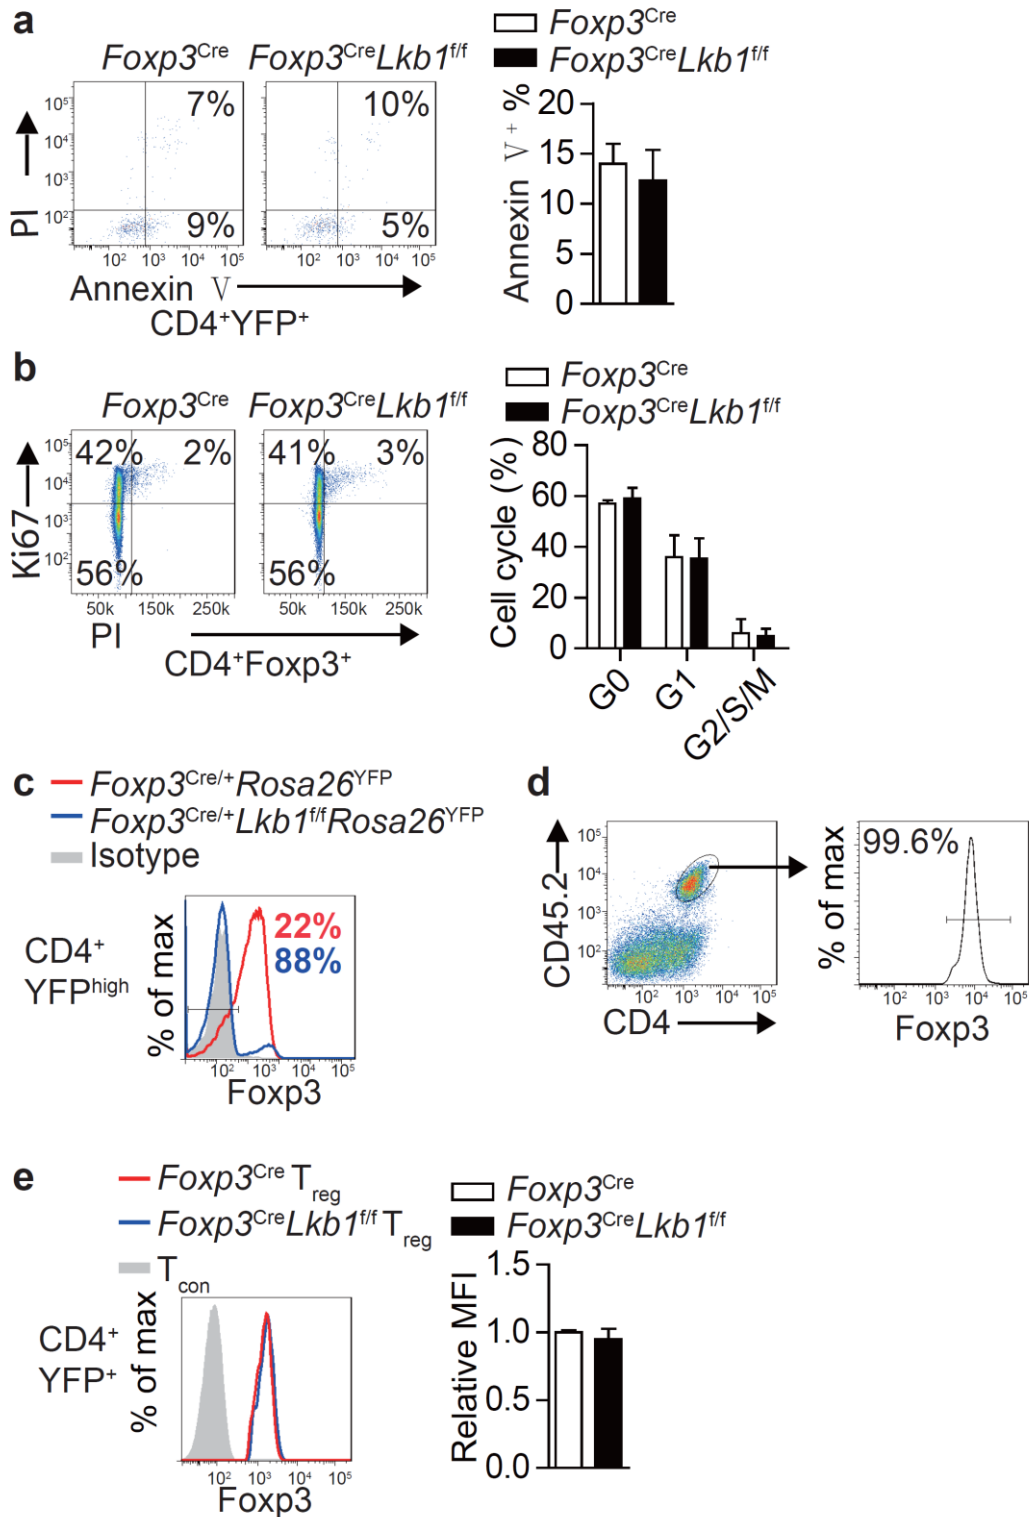

**Supplementary Figure 2. Homeostasis of *Lkb1*-deficient  $T_{reg}$  cells in vivo.** (a) Annexin V and PI staining of splenic  $CD4^{+}YFP^{+}$   $T_{reg}$  cells from *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>ff</sup> mice (n=3). (b) Ki67 and PI staining of splenic  $CD4^{+}Foxp3^{+}$   $T_{reg}$  cells from *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>ff</sup> mice (n=3). (c) Foxp3 expression in  $CD4^{+}Rosa26-YFP^{high}$  cells from the heterozygous female *Foxp3*<sup>Cre/+</sup>*Rosa26*<sup>YFP</sup> and *Foxp3*<sup>Cre/+</sup>*Lkb1*<sup>ff</sup>*Rosa26*<sup>YFP</sup> mice. (d) The  $T_{reg}$  cell purity after sorting was more than 99.5%. (e) Foxp3 expression in  $CD4^{+}YFP^{+}$   $T_{reg}$  cells sorted from *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>ff</sup> mice. Two-way ANOVA was used for statistical analyses in b, and unpaired two-tailed Student's t-test was used for statistical analyses in a and e; error bars represent s.d.; all data are representative of at least two independent experiments.

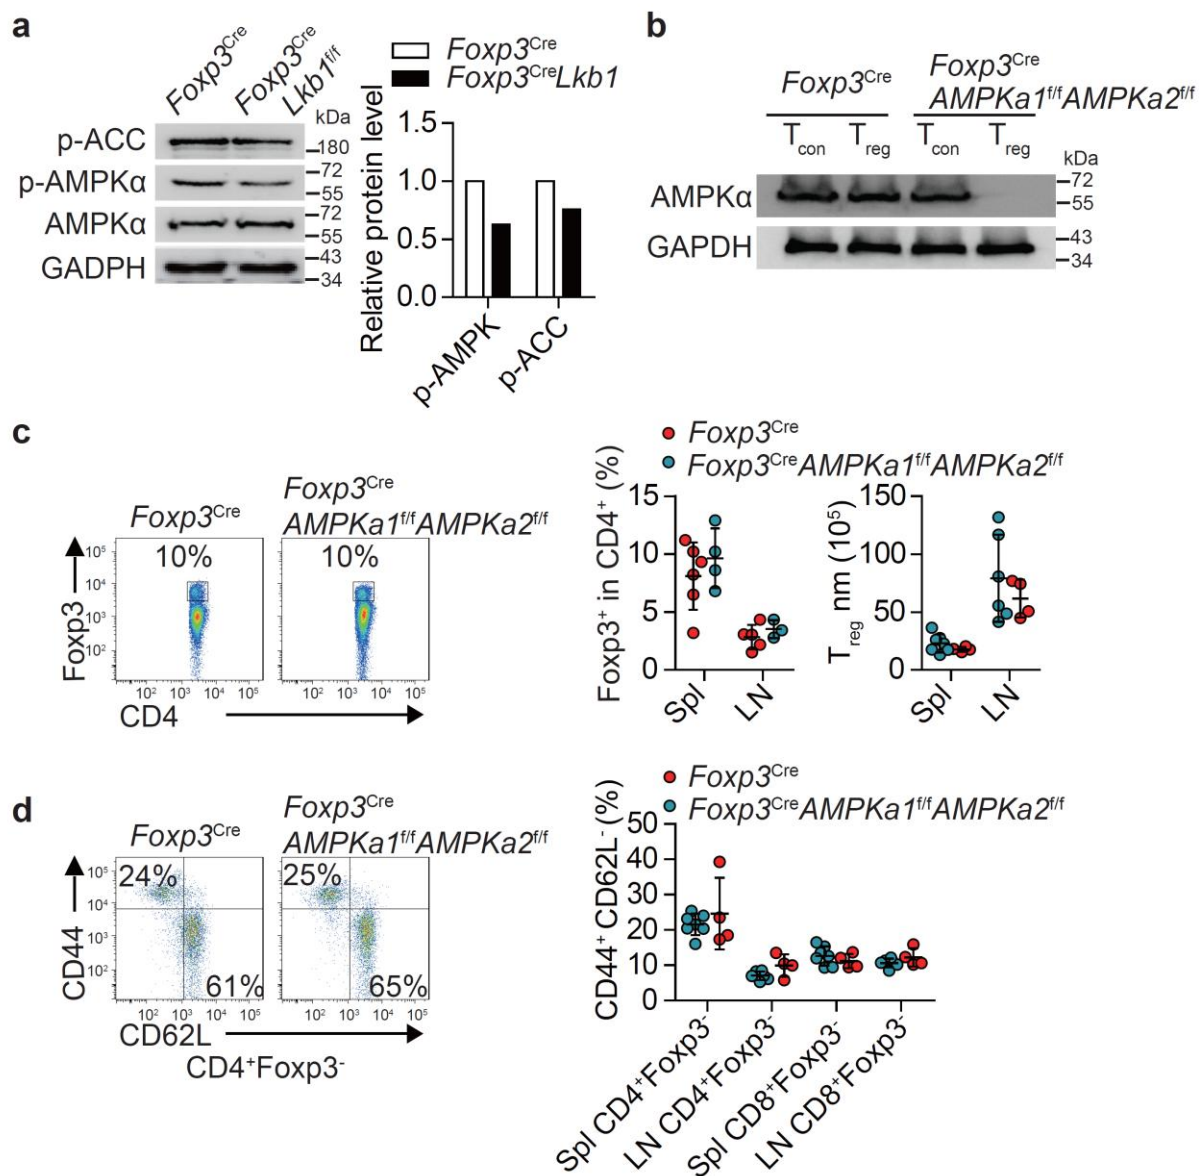

**Supplementary Figure3. Lkb1 functions in T<sub>reg</sub> cells independent of AMPK.**(a) A representative image of phosphorylated acetyl-coa carboxylase (ACC, Ser79), phosphorylated AMPK $\alpha$  (Thr172), and total AMPK $\alpha$  expression in *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> T<sub>reg</sub> cells, determined by western blot, and relative protein levels calculated by densitometry after normalization with GAPDH. (b) AMPK $\alpha$  protein was depleted in CD4<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells from *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> mice, determined by western blot. (c) Foxp3 expression in CD4<sup>+</sup> T cells from *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*AMPK $\alpha$ 1<sup>f/f</sup>AMPK $\alpha$ 2<sup>f/f</sup>* mice (n=4-6). (d) CD44<sup>high</sup>CD62L<sup>low</sup> effector/memory cells among CD4<sup>+</sup>Foxp3<sup>-</sup> and CD8<sup>+</sup>Foxp3<sup>-</sup> T cells from spleen and lymph nodes of *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*AMPK $\alpha$ 1<sup>f/f</sup>AMPK $\alpha$ 2<sup>f/f</sup>* mice (n=4-6). Two-way ANOVA was used for statistical analyses in c and d; error bars represent s.d.; all data are representative of at least two independent experiments.

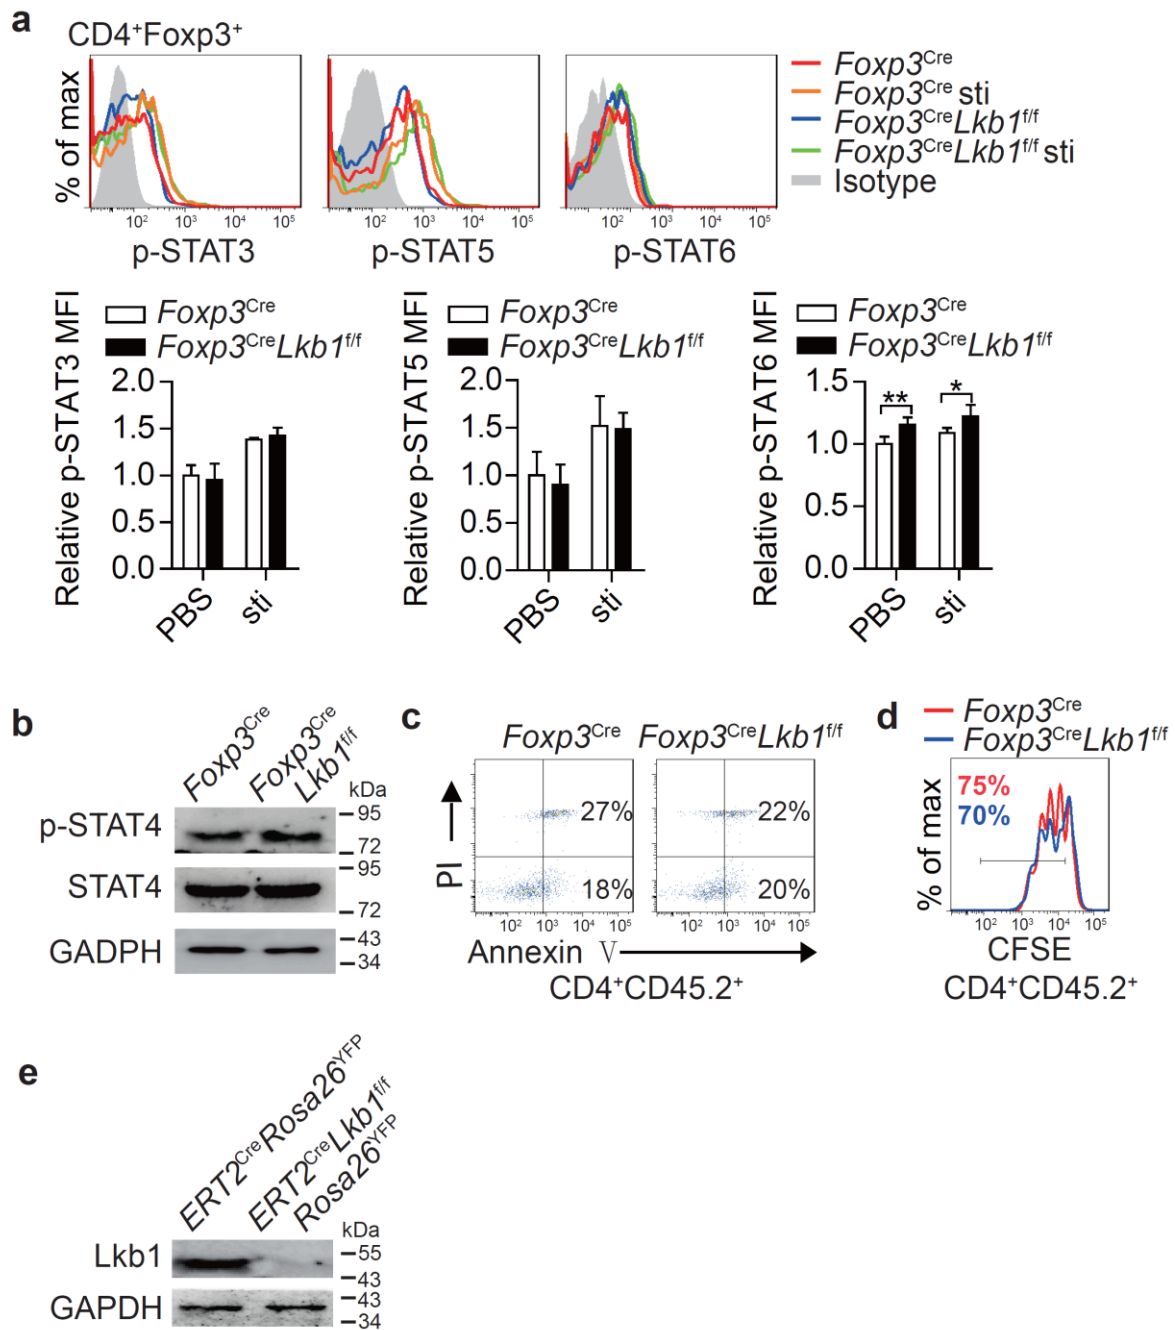

**Supplementary Figure 4. Intracellular signaling alterations in *Lkb1*-deficient T<sub>reg</sub> cells.** (a) Intracellular phosphorylated STAT3, STAT5 and STAT6 in *Fxp3*<sup>Cre</sup> and *Fxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> T<sub>reg</sub> cells, stimulated with or without IL-6, IL-2, IL-4, respectively (n=3). (b) A representative image of phosphorylated STAT4 (Tyr693) and total STAT4 expression in *Fxp3*<sup>Cre</sup> and *Fxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> T<sub>reg</sub> cells, determined by western blot. (c) Apoptosis of T<sub>reg</sub> cells from *Fxp3*<sup>Cre</sup> and *Fxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> mice, co-cultured with DCs supplemented with IL-2+IL-12. (d) Proliferation of CFSE-labeled T<sub>reg</sub> cells from *Fxp3*<sup>Cre</sup> and *Fxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> mice, co-cultured with DCs supplemented with IL-2+IL-12. (e) *Lkb1* protein was depleted in *ERT2*<sup>Cre</sup>*Rosa26*<sup>YFP</sup> and *ERT2*<sup>Cre</sup>*Lkb1*<sup>f/f</sup>*Rosa26*<sup>YFP</sup> T<sub>reg</sub> cells co-cultured with DCs supplemented with indicated cytokines and 4-hydroxytamoxifen, determined by western blot. Two-way ANOVA was used for statistical analyses in **a** (\**P*<0.05, \*\**P*<0.01); error bars represent s.d.; data represent at least three independent experiments.

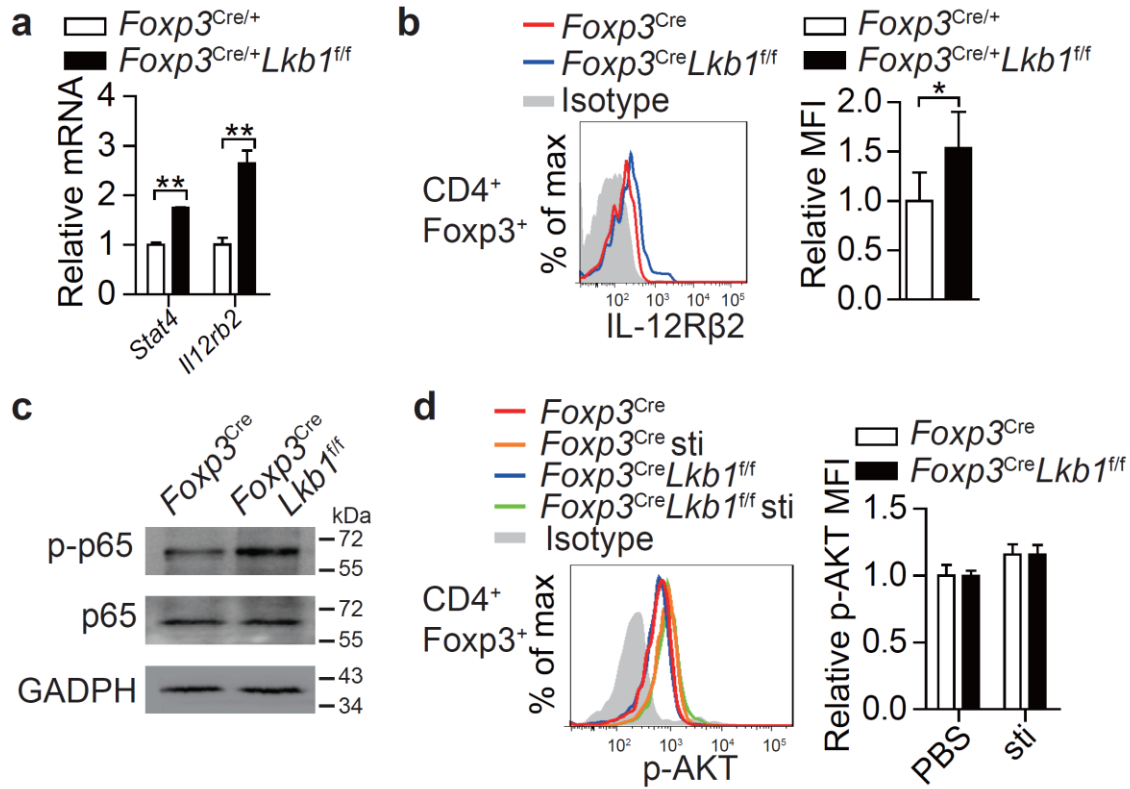

**Supplementary Figure 5. Expression of *Stat4*, *Il12rb2* and phosphorylated p65 was increased in *Lkb1*-deficient T<sub>reg</sub> cells.** (a) *Stat4* and *Il12rb2* mRNA expression in *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> T<sub>reg</sub> cells (n=3). (b) IL-12Rβ2 expression on *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> T<sub>reg</sub> cells (n=3). (c) A representative image of phosphorylated p65 (Ser536) and total p65 expression in *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> T<sub>reg</sub> cells, determined by western blot. (d) Intracellular phosphorylated AKT in *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>f/f</sup> T<sub>reg</sub> cells with or without IL-2 stimulation (n=3). Two-way ANOVA was used for statistical analyses in **a** and **d**, and unpaired two-tailed Student's t-test was used for statistical analyses in **b** (\**P*<0.05); error bars represent s.d.; data represent at least three independent experiments.

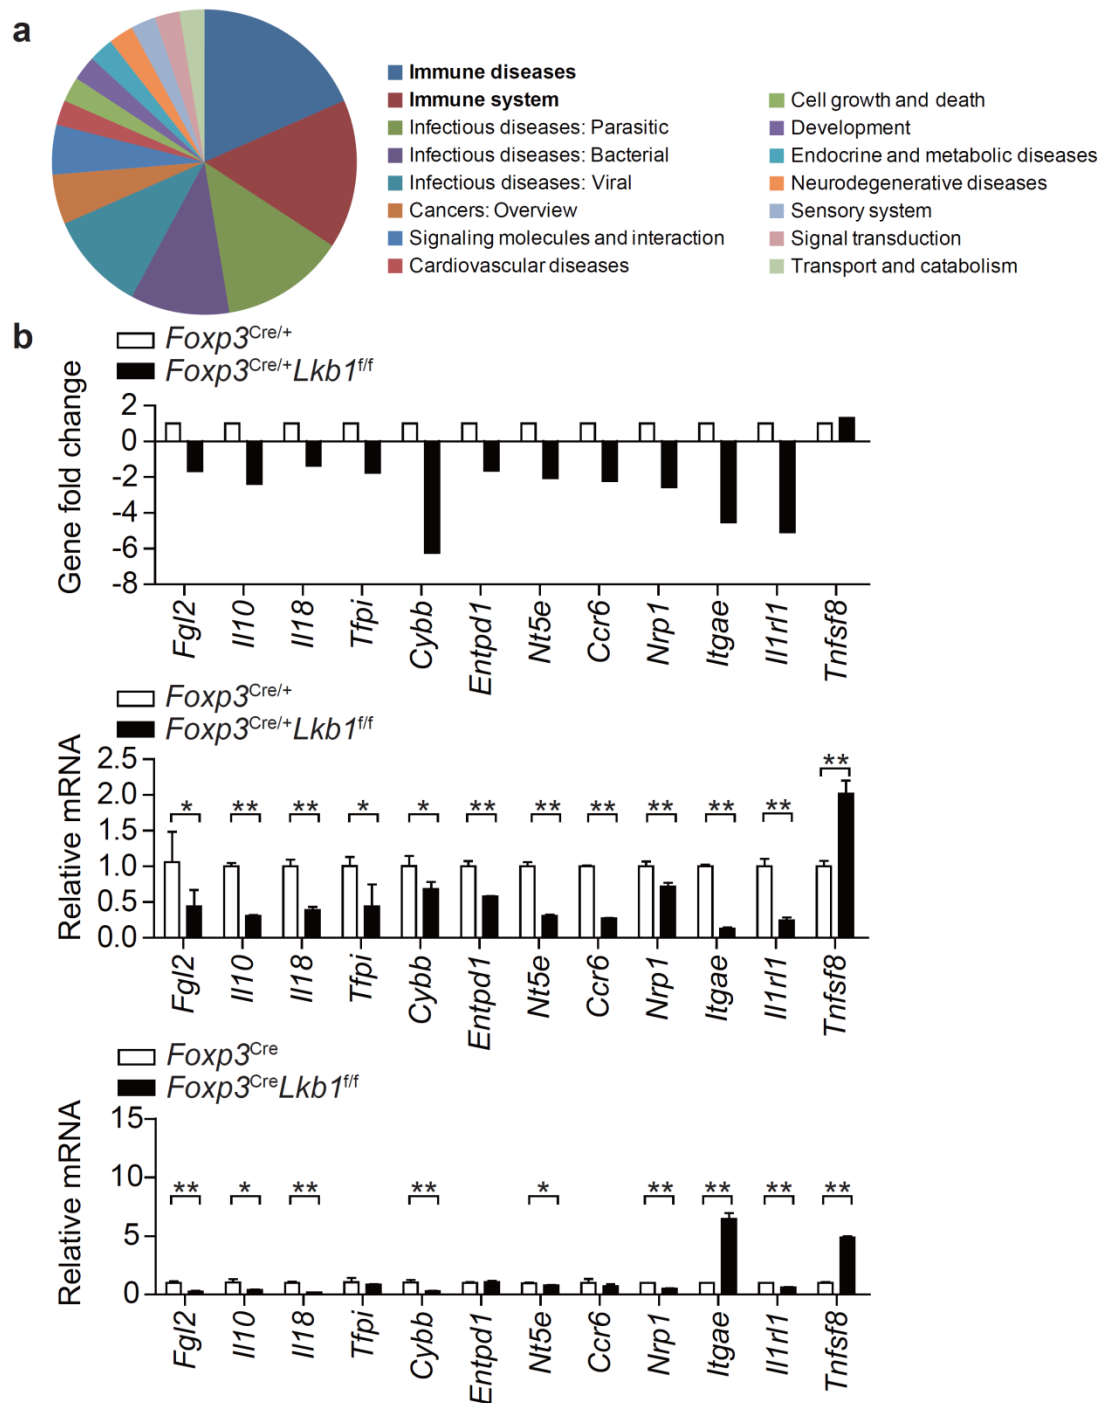

**Supplementary Figure 6. *Lkb1* controls the expression of genes critical for  $T_{reg}$  cell function.** (a) Top enriched KEGG pathways. (b) mRNA levels of selected genes by transcriptional profiling and real-time PCR (n=3).  $Foxp3^{Cre/+}$  versus  $Foxp3^{Cre/+}Lkb1^{f/f}$   $T_{reg}$  cells or  $Foxp3^{Cre}$  versus  $Foxp3^{Cre}Lkb1^{f/f}$   $T_{reg}$  cells (n=3). Two-way ANOVA was used for statistical analyses in b (\* $P$ <0.05, \*\* $P$ <0.01); error bars represent s.d.; data are representative of at least two independent experiments.

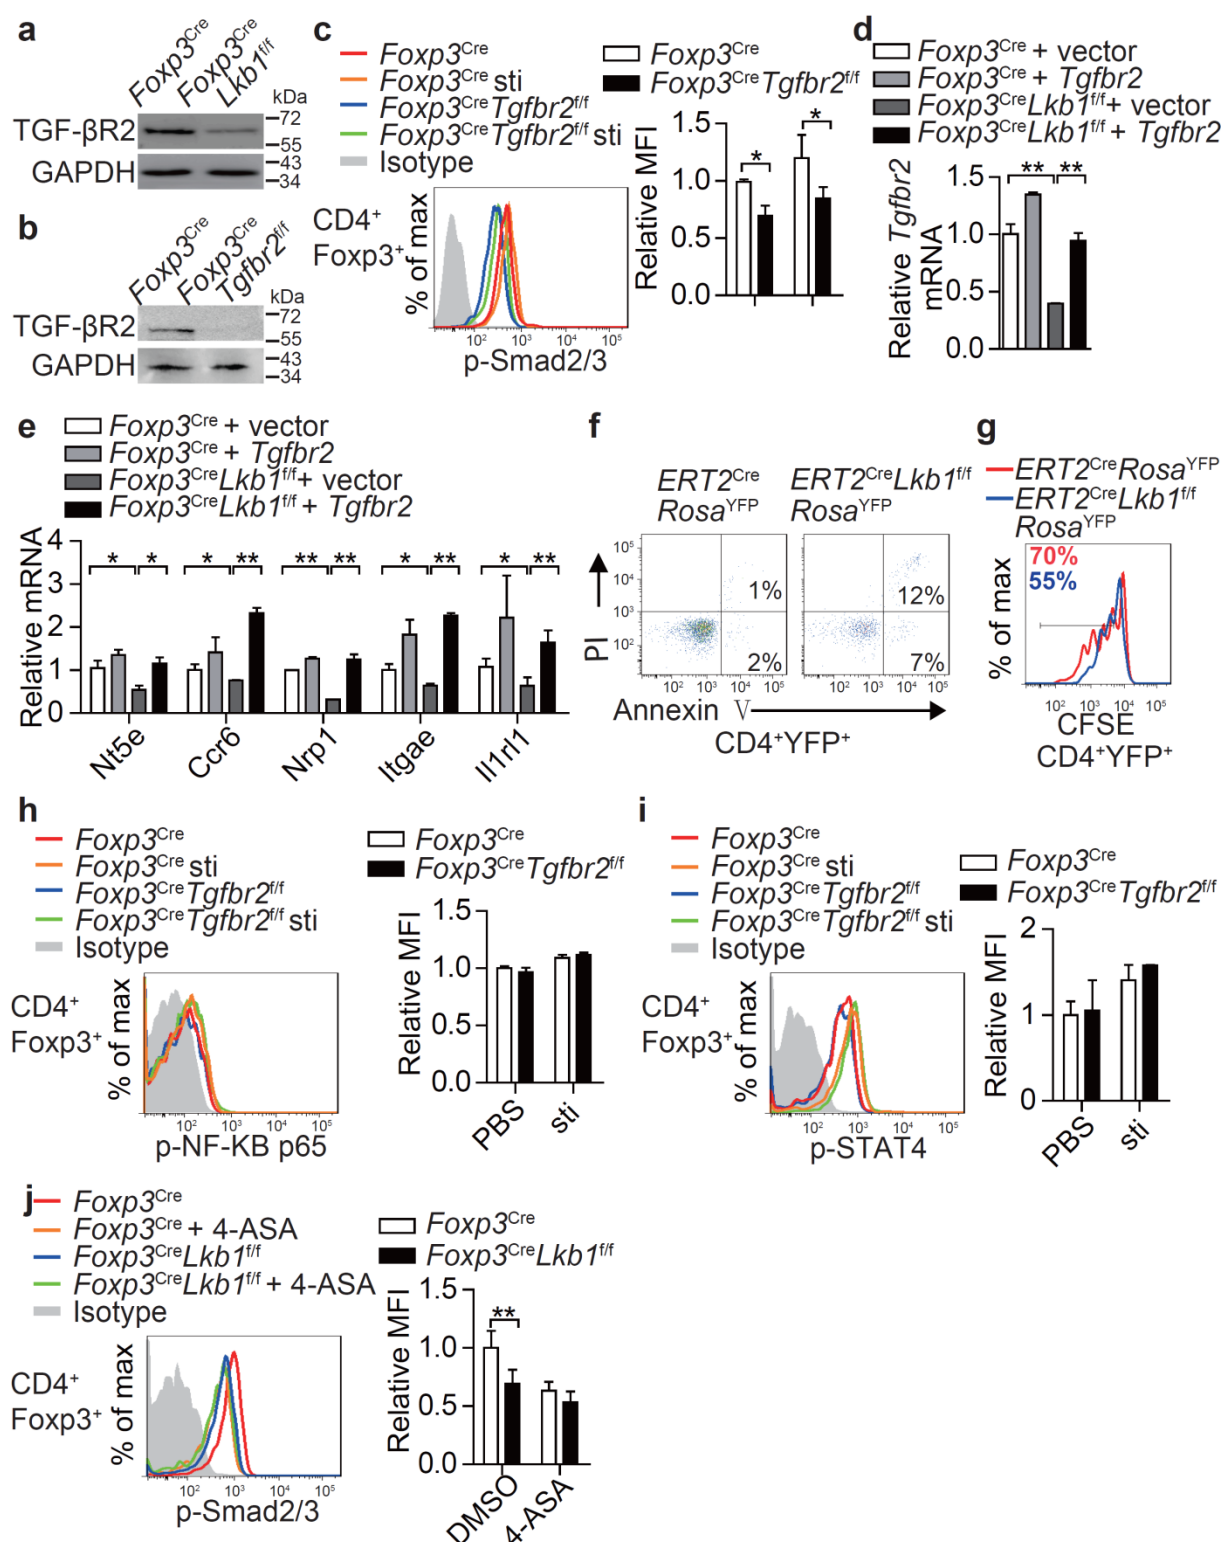

**Supplementary Figure 7. Over-expression of TGF-βR2 could partially rescue the expression of suppressor genes of Lkb1-deficient T<sub>reg</sub> cells and NF-κB/STAT4 and TGF-β signaling are independent in Lkb1-deficient T<sub>reg</sub> cells.** (a) TGF-βR2 protein was decreased in Lkb1-deficient T<sub>reg</sub> cells compared with wild-type T<sub>reg</sub> cells. (b) TGF-βR2 protein was depleted in CD4<sup>+</sup>YFP<sup>+</sup> T<sub>reg</sub> cells from *Foxp3<sup>Cre</sup>TGF-βR2<sup>fl/fl</sup>* mice, determined by western blot. (c) Intracellular expression of phosphorylated Smad2/3 in T<sub>reg</sub> cells from *Foxp3<sup>Cre</sup>* and *Foxp3<sup>Cre</sup>Tgfb2<sup>fl/fl</sup>* mice, with or without TGF-β stimulation (n=3). (d) TGF-βR2 was successfully expressed in RFP<sup>+</sup> YFP<sup>+</sup> T<sub>reg</sub> cells after

transduced with TGF- $\beta$ R2 cDNA carrying retrovirus. **(e)** Over-expression of TGF- $\beta$ R2 could partially rescue the expression of suppressor genes of Lkb1-deficient T<sub>reg</sub> cells. RFP<sup>+</sup> YFP<sup>+</sup> T<sub>reg</sub> cells were isolated 48h after transduced with retrovirus, the expression of indicated genes was determined by flow cytometry (n=3). pMYs-IRES-RFP vector was used as a control. **(f,g)** CD4<sup>+</sup> T cells were sorted from *ERT2<sup>Cre</sup>Rosa26<sup>YFP</sup>* and *ERT2<sup>Cre</sup>Lkb1<sup>f/f</sup>Rosa26<sup>YFP</sup>* mice, and cultured with 4-hydroxytamoxifen for 48 h. CD4<sup>+</sup>YFP<sup>+</sup> T cells were sorted and analyzed for apoptosis and proliferation after the stimulation with anti-CD3+anti-CD28 for 48 h. **(h)** Intracellular phosphorylation of NF- $\kappa$ B p65 in T<sub>reg</sub> cells from *Foxp3<sup>Cre</sup>* and *Foxp3<sup>Cre</sup>Tgfb2<sup>f/f</sup>* mice, stimulated with or without IL-2 (n=3). **(i)** Intracellular phosphorylation of STAT4 in T<sub>reg</sub> cells from *Foxp3<sup>Cre</sup>* and *Foxp3<sup>Cre</sup>Tgfb2<sup>f/f</sup>* mice, stimulated with or without IL-12, respectively (n=3). **(j)** Intracellular phosphorylation of Smad2/3 in *Foxp3<sup>Cre</sup>* and *Foxp3<sup>Cre</sup>Lkb1<sup>f/f</sup>* T<sub>reg</sub> cells supplemented with or without 4-ASA (n=3). Two-way ANOVA was used for statistical analyses in **c, d, e, h, i** and **j** (\* $P$ <0.05, \*\* $P$ <0.01); error bars represent s.d.; data represent at least two independent experiments.

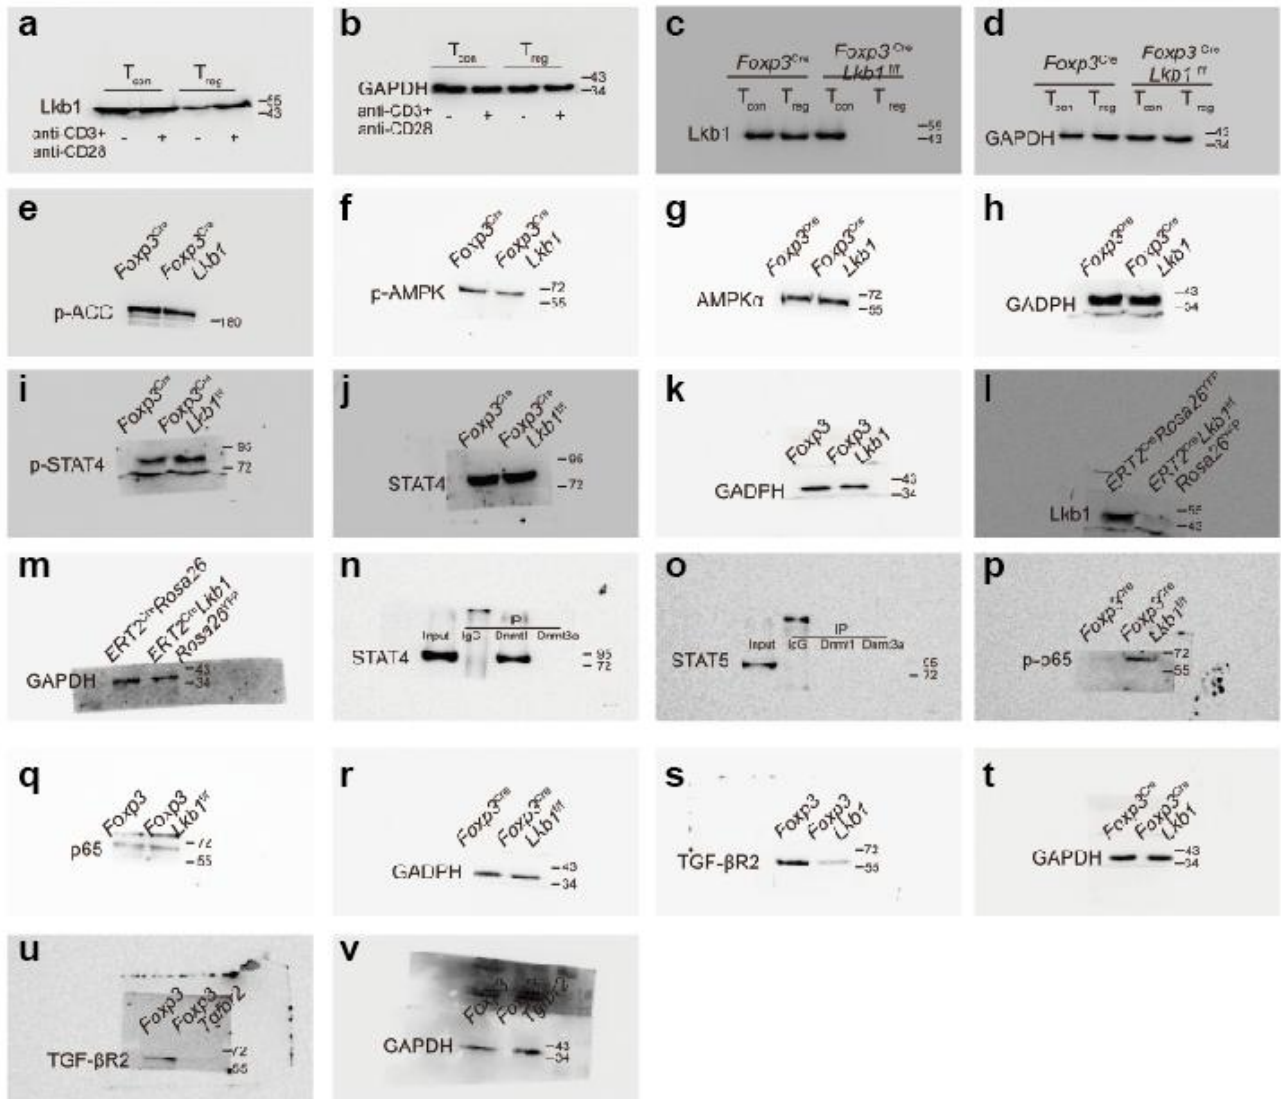

**Supplementary Figure 8. Uncropped scans of the western blots.** (a,b)-> Figure 1a. Lkb1 and GAPDH proteins in CD4<sup>+</sup>YFP<sup>+</sup>T<sub>con</sub> cells and CD4<sup>+</sup>YFP<sup>+</sup>T<sub>reg</sub> cells un-treated or stimulated in plates coated with anti-CD3 and anti-CD28 in the presence of IL-2 for 24 h. (c,d) -> Supplementary figure 1b. Lkb1 protein was depleted in CD4<sup>+</sup>YFP<sup>+</sup>T<sub>reg</sub> cells from 2-week-old *Foxp3*<sup>Cre</sup>*Lkb1*<sup>fl/fl</sup> mice. (e-h) -> Supplementary figure 3a. Representative images of phosphorylated acetyl-coa carboxylase (ACC, Ser79), phosphorylated AMPKα (Thr172), total AMPKα, and GAPDH expression in *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>fl/fl</sup> T<sub>reg</sub> cells. (i-k) -> Supplementary figure 4b. Representative images of phosphorylated STAT4 (Tyr693), total STAT4 and GAPDH expression in *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>fl/fl</sup> T<sub>reg</sub> cells. (l-m) -> Supplementary figure 4e. Lkb1 protein was depleted in *ERT2*<sup>Cre</sup>*Rosa26*<sup>YFP</sup> and *ERT2*<sup>Cre</sup>*Lkb1*<sup>fl/fl</sup>*Rosa26*<sup>YFP</sup> T<sub>reg</sub> cells co-cultured with DCs supplemented with indicated cytokines and 4-hydroxytamoxifen. (n,o) -> Figure 5c. STAT4 and STAT5 coprecipitation with Dnmt1 and Dnmt3a was analyzed by using nuclear extract from in vitro expanded T<sub>reg</sub> cells. (p-r) -> Supplementary figure 5c. Representative images of phosphorylated p65 (Ser536), total p65 and GAPDH expression in *Foxp3*<sup>Cre</sup> and *Foxp3*<sup>Cre</sup>*Lkb1*<sup>fl/fl</sup> T<sub>reg</sub> cells. (s,t) -> Sup fig 7a. TGF-βR2 protein was decreased in Lkb1-deficient T<sub>reg</sub> cells compared with wild-type T<sub>reg</sub> cells. (u,v) -> Supplementary figure 7b. TGF-βR2 protein was depleted in CD4<sup>+</sup>YFP<sup>+</sup>T<sub>reg</sub> cells from *Foxp3*<sup>Cre</sup>*tgfr2*<sup>fl/fl</sup> mice.

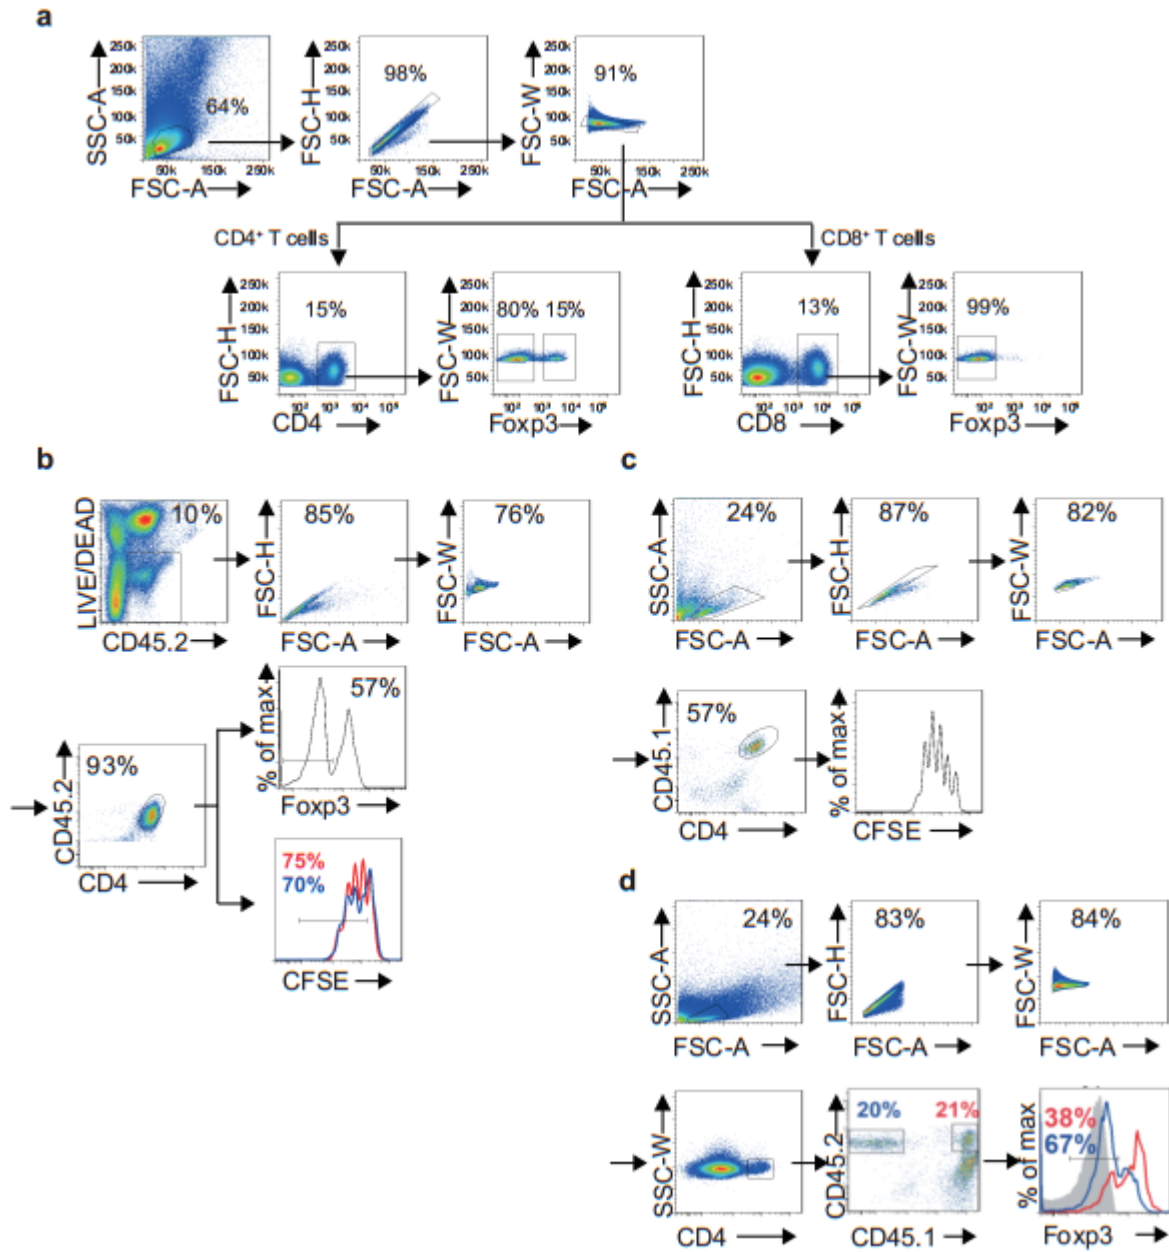

**Supplementary Figure 9. Flow cytometry gating strategies.** (a)-> Figure 2a-c,3a,4a,6a,6c,6f,g,7a-c,7f,,8b,8d,e,8h, Supplementary Figure 2b,2d,e,3c,d,4a,5b,5d,7c,7h-j. (b)-> Figure 4b-e,5e,6e, Supplementary Figure 4d,7g. (c)-> Figure 7d,8f,8j. (d)-> Figure 3c,8k.

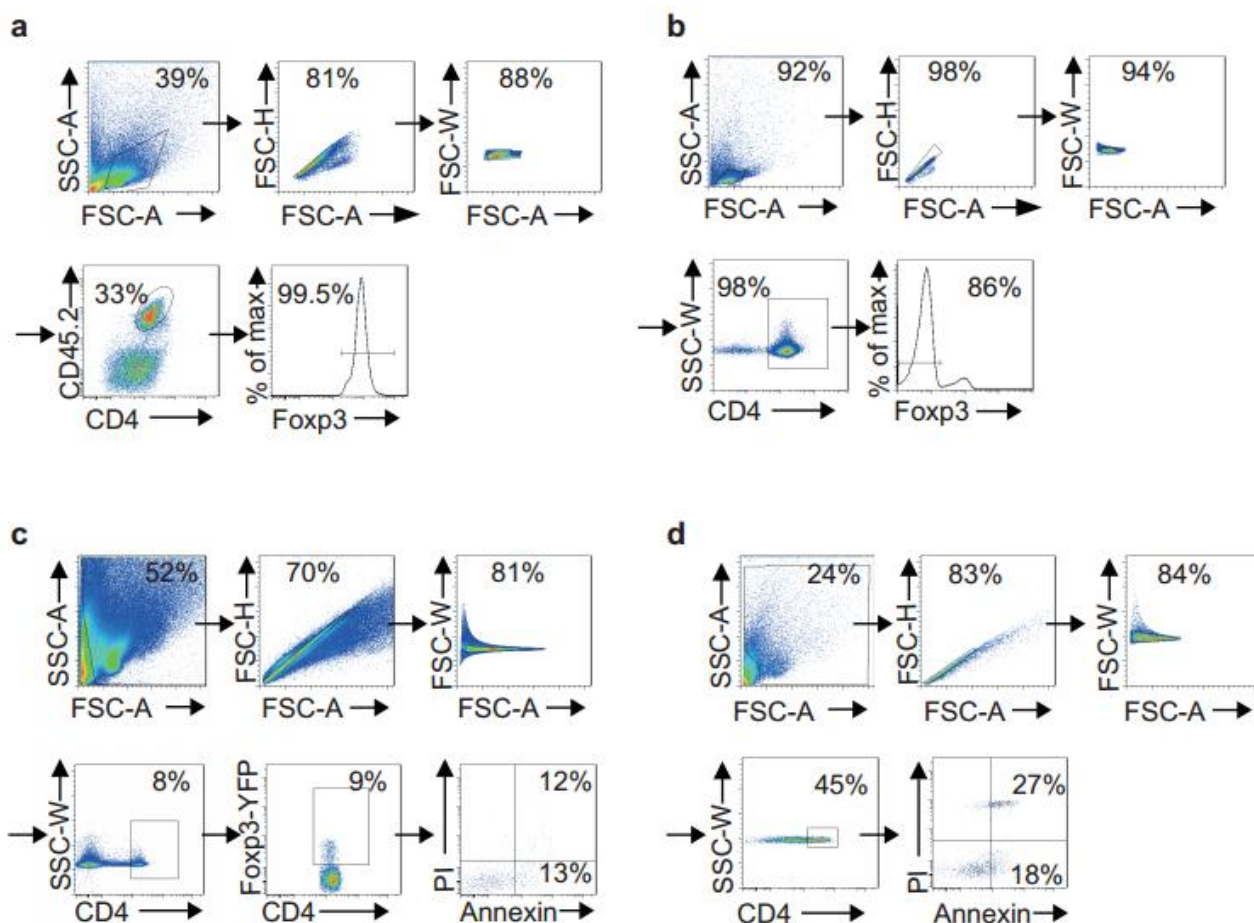

**Supplementary Figure 10. Flow cytometry gating strategies.** (a)-> Supplementary Figure 2d. (b)-> Figure 3b, Supplementary Figure 2c. (c)-> Supplementary Figure 2a,7f. (d)-> Supplementary Figure 4c.

| Tissue/cells                                                                                           | Target Population                                                                                                       | Gating Strategy                                                                                                              | Figure number                                                                                                         |
|--------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------|
| Spleen, lymph nodes and isolated CD4 <sup>+</sup> cells<br>( Dynabeads Untouched Mouse CD4 Cells Kits) | CD4 <sup>+</sup> Foxp3 <sup>-</sup> T cells                                                                             | Immune cells/Singlets/CD4 <sup>+</sup> / Foxp3 <sup>-</sup>                                                                  | Supplementary Figure 9a-> Figure 2a,b,c,7a,7b,8d<br>Supplementary Figure 3d                                           |
|                                                                                                        | CD8 <sup>+</sup> Foxp3 <sup>-</sup> T cells                                                                             | Immune cells/Singlets/CD8 <sup>+</sup> / Foxp3 <sup>-</sup>                                                                  | Supplementary Figure 9a-> Figure 2a,b,c, 7a,7b<br>Supplementary Figure 3d                                             |
|                                                                                                        | CD4 <sup>+</sup> Foxp3 <sup>+</sup> T <sub>reg</sub> cells                                                              | Immune cells/Singlets/CD4 <sup>+</sup> / Foxp3 <sup>+</sup>                                                                  | Supplementary Figure 9a-> Figure 3a,4a,6a,6c,6f,6g,7c,7f,8b,8e,8h<br>Supplementary Figure 2b,2d,e,3c,4a,5b,5d,7c,7h-j |
| Co-cultured cells                                                                                      | CD4 <sup>+</sup> CD45.2 <sup>+</sup> Foxp3 <sup>+</sup> T <sub>reg</sub> cells                                          | Live <sup>+</sup> CD45.2 <sup>+</sup> cells/Singles/CD4 <sup>+</sup> /CFSE/Foxp3 <sup>+</sup>                                | Supplementary Figure 9b-> Figure 4b-e,5e,6e,<br>Supplementary Figure 4d                                               |
| Isolated CD4 <sup>+</sup> Rosa <sup>YFP+</sup> cells                                                   | CD4 <sup>+</sup> T cells                                                                                                | Immune cells/Singlets/CD4 <sup>+</sup> /CFSE                                                                                 | Supplementary Figure 9b-> Supplementary Figure 7g                                                                     |
| Co-cultured cells                                                                                      | CD4 <sup>+</sup> CD45.1 <sup>+</sup> Tn cells                                                                           | Immune cells/Singlets/CD4 <sup>+</sup> CD45.1 <sup>+</sup> / CFSE                                                            | Supplementary Figure 9c-> Figure 7d,8f,8j                                                                             |
| Spleen and lymph nodes                                                                                 | CD4 <sup>+</sup> CD45.2 <sup>+</sup> /CD45.1 <sup>+</sup> CD45.2 <sup>+</sup> Foxp3 <sup>+</sup> T <sub>reg</sub> cells | Immune cells/Singlets/CD4 <sup>+</sup> / CD45.1 <sup>+</sup> CD45.2 <sup>+</sup> and CD45.2 <sup>+</sup> /Foxp3 <sup>+</sup> | Supplementary Figure 9d-> Figure 3c,8k                                                                                |
| Isolated CD4 <sup>+</sup> cells                                                                        | CD4 <sup>+</sup> CD45.2 <sup>+</sup> Foxp3 <sup>+</sup> T <sub>reg</sub> cells                                          | Immune cells/Singlets/CD4 <sup>+</sup> CD45.2 <sup>+</sup> / Foxp3 <sup>+</sup>                                              | Supplementary Figure 10a-> Supplementary Figure 2d                                                                    |
| Isolated CD4 <sup>+</sup> RosaYFP <sup>+</sup> cells                                                   | CD4 <sup>+</sup> Foxp3 <sup>+</sup> T <sub>reg</sub> cells                                                              | Immune cells/Singlets/CD4 <sup>+</sup> / Foxp3 <sup>+</sup>                                                                  | Supplementary Figure 10b-> Figure 3b,<br>Supplementary Figure 2c                                                      |
| Spleen, lymph nodes                                                                                    | CD4 <sup>+</sup> YFP <sup>+</sup> T <sub>reg</sub> cells                                                                | Immune cells/Singlets/CD4 <sup>+</sup> /YFP <sup>+</sup> / Annexin V-PI                                                      | Supplementary Figure 10c-> Supplementary Figure 2a                                                                    |
| Isolated CD4 <sup>+</sup> Rosa <sup>YFP+</sup> cells                                                   | CD4 <sup>+</sup> T cells                                                                                                | Immune cells/Singlets/CD4 <sup>+</sup> /Annexin V-PI                                                                         | Supplementary Figure 10c-> Supplementary Figure 7f                                                                    |
| Co-cultured cells                                                                                      | CD4 <sup>+</sup> CD45.2 <sup>+</sup> T <sub>reg</sub> cells                                                             | Immune cells/Singlets/CD4 <sup>+</sup> CD45.2 <sup>+</sup> / Annexin V-PI                                                    | Supplementary Figure 10d-> Supplementary Figure 4c                                                                    |

**Supplementary Table 1. Flow cytometry gating strategies.**

How the deposited data were processed for this re-analysis (not part of the article)

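RNA of sorted CD4+YFP+ T_reg_ cells was profiled on 12 Affymetrix Mouse Genome 2.0 arrays, 3 for each of 4 labelled genotypes: *Foxp3* Cre/+ and *Foxp3* Cre/+*Lkb1* f/f (labelled female), and *Foxp3* Cre and *Foxp3* Cre*Tgfbr2* f/f (labelled male). The authors processed the arrays with Agilent GeneSpring and deposited the log2 value of 41345 transcript clusters per array; how the values were summarized and normalized is not given in the sources used here. The values run from 1.94 to 14.00 and were not centred per gene. Their medians show that the arrays were not all brought to 1 distribution: 8 arrays (2 per genotype) have medians between 5.48 and 5.60 and 4 arrays (1 per genotype) between 6.30 and 6.33. These are called the lower-intensity and higher-intensity arrays, divided at a median of 6. Pearson's r between arrays, across transcript clusters, was 0.929 to 0.985 within a condition and 0.929 to 0.988 between conditions, and no 2 arrays held identical values. Each sample was mapped to its genotype, sex and replicate number from its labels.

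Genes were named from the platform annotation, with symbols updated to the NCBI RefSeq table of assembly GRCm38.p6. Of the transcript clusters 23521 have 1 symbol, 1814 have several and were not named, and 16010 have none, of which 588 were named from Supplementary Data 3 and 4 (*Il1rl1* among them). For a gene with several transcript clusters, the one with the highest mean over the 12 arrays was used. Coordinates are not given, because the build behind the array annotation is not given in the sources used here.

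From the deposited values, each knockout was compared with its own control over 6 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate, no filter), with Benjamini-Hochberg adjustment over all transcript clusters and a threshold of 0.05. The difference between the 2 knockout effects was tested as a contrast over 12 arrays. Transcript clusters at 1.5-fold or more were counted after the paper's rule. Gene lists, 34 in all, were tested over 22181 genes with limma's camera at a preset inter-gene correlation of 0.01, with an estimated correlation and with fry as alternatives. fry called none in either comparison. Single genes were also compared by a two-sided exact permutation test on values centred on the array median, which cannot go below 0.10 with 3 against 3 arrays. Each p of a single gene is set against the spread between arrays that the labels call biological replicates. Without a block, that spread includes the step between the intensity sets. The camera p compares the genes of a list with the other genes and is not a measure of that spread.

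The genes named were chosen by a rule fixed before the data were examined: the genes the paper names for these comparisons, and, since fewer than 5 transcript clusters passed the test, the 12 highest and 12 lowest moderated statistics of each comparison without predicted loci, small RNAs, antigen receptor segments and olfactory or vomeronasal receptors, and members with the largest difference in each gene list. The last part was limited to 3 members of the 5 lists with the smallest p in each comparison after the values were seen. The fold changes of Supplementary Data 3 and 4 and of Figs 7e and 8g were known when the rule was written. The sex-linked genes *Xist*, *Eif2s3y*, *Kdm5d* and *Uty*, and *Gdpd3*, *C1qa*, *Cd79a* and *Itgb1*, were chosen after their values were seen.

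The replicate numbers were checked as pairs by the correlation of deviations from the group means. In the Lkb1 experiment same-numbered arrays had r of 0.39, 0.30 and 0.74. The pair with 0.74 is that of the higher-intensity arrays, and *Foxp3* Cre/+ replicate 1 correlated more with *Foxp3* Cre/+*Lkb1* f/f replicate 2 (0.45). The values were not centred, so the step between the intensity sets alone can make arrays of the same set correlate. The check therefore cannot show that the numbers are pairs, and the replicate block is an alternative only. Alternatives were quantile normalization, median centring, a trend and robust prior, array weights, a replicate block, all 12 arrays in one model, filters on level and on annotation, other thresholds, the methods' test and leaving out each array in turn. Fits within the intensity sets, with the set as a block, and group averages by Tukey's biweight after median centring were added after the data were seen. On simulated data, 100 transcript clusters shifted by 2 on the log2 scale, and 100 shifted by 1, were recovered at 0% with the spread as deposited in both comparisons. With the spread left within the intensity sets 61% of those shifted by 2 were recovered in the Lkb1 and 80% in the TGF-βR2 comparison, and 18% and 43% of those shifted by 1. In the same simulation a gene list of 23 genes shifted by 1 was called and no other list was. The simulated genes varied independently, so this cannot show how often lists of genes that vary together are called. Protein, real-time PCR and other measurements of the paper were not analysed here, and KEGG pathways were not used here.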

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

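The tests of these arrays were chosen after the results were seen. 4 arrays carried sex-linked transcripts of the sex opposite to their label, which the paper does not report on. *Xist* lay 4.54 above the array median on the array labelled *Foxp3* Cre replicate 3 and 4.70 above it on the array labelled *Foxp3* Cre*Tgfbr2* f/f replicate 1, both labelled male. On the arrays labelled *Foxp3* Cre/+ replicate 3 and *Foxp3* Cre/+*Lkb1* f/f replicate 3, both labelled female, the Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* lay 3.11, 2.87 and 2.64 and 3.00, 2.87 and 2.90 above the array median. On the other 8 arrays these genes went with the labelled sex. The 4 arrays are the 4 of higher intensity.

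3 explanations were weighed. A common effect of processing these 4 arrays apart from the others cannot give the pattern, because it would move *Xist* alike in all 4, while *Xist*, labelled male minus labelled female, was 5.73 in this set and -5.42 in the lower-intensity set. Mice of the other sex under the right genotype label would keep the genotype effect: of the 200 autosomal transcript clusters with the smallest p in the lower-intensity arrays of each comparison, less the 30 that were among them in both (170 left), a mean share of 0.462 had the sign of the labelled experiment's effect in the higher-intensity arrays, which goes against this explanation. A mean share of 0.859 had the sign of the other experiment's effect (0.924 and 0.794 in the 2 directions). The shares with the labelled experiment's sign were 0.512 in the Lkb1 and 0.412 in the TGF-βR2 comparison. An exchange of the labels of these 4 arrays between the experiments is thus a candidate explanation that the values fit. As a hypothesis it was found on the sex-linked genes and tested on autosomal transcript clusters of the same arrays. No array was relabelled, and no biological explanation was tested; the paper's protein levels in Fig. 7f and its real-time PCR and western blots of the TGF-β receptors run lower after loss of Lkb1, which does not settle the labels of single arrays, and the YFP-Cre reporter in the *Foxp3* allele is carried by all 4 genotypes.

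The second pattern is that *Il18* and *Cybb* were lower on the arrays labelled *Foxp3* Cre/+*Lkb1* f/f beside markers of macrophages and monocytes. These markers were fixed as a list before the data were examined, and 14 of 16 were highest, among the controls, in *Foxp3* Cre/+ replicate 2, with *C1qa* and *Csf1r* at log2 values of 10.40 and 10.43, while the means of 4 of 8 lists of other cell types were highest there too, platelets at 1.35, dendritic cells at 0.99, plasma cells at 0.76 and natural killer cells at 0.63 above the array median, against 2.99 for macrophages. *Il18* was at 9.00 on that array and between 5.42 and 6.51 on the other 5, so leaving it out ends the difference whatever the cause, and RNA of macrophages there, as a hypothesis, cannot be told apart from other sources, while the difference of *Cybb* without that array, centred on array medians, was -1.03 (standard error 0.84). For *Cybb*, loss of Lkb1 in the sorted cells and such RNA cannot be told apart: it lay 3.31 above the array median on *Foxp3* Cre/+ replicate 2 and 2.92 on *Foxp3* Cre/+ replicate 3, where the mean of the markers was the lowest of the controls (0.45 above the median, against 2.99 on replicate 2), and, centred, it differed by -0.075 between the higher-intensity arrays and by -2.03 within the lower-intensity arrays, which hold 2 arrays per genotype. These higher-intensity arrays went against their labelled sex. *Cybb* did not always go with the markers. On *Foxp3* Cre/+*Lkb1* f/f replicates 1 and 2 it lay at 0.34 and 0.56 (marker means 0.83 and 1.09). On *Foxp3* Cre*Tgfbr2* f/f replicates 2 and 3 it lay at 2.71 and 2.65 (0.072 and 0.25). Both were low on *Foxp3* Cre replicate 3 (0.56 and -0.28) and *Foxp3* Cre*Tgfbr2* f/f replicate 1 (-0.93 and -0.21). The paper states that T-cell populations were sorted from purified CD4+ T cells, which should remove macrophages, and gives a purity for sorted populations in general.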

How the results depend on the processing

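The fits within intensity sets, with the set as a block and over the 8 lower-intensity arrays, and Tukey's biweight, were chosen after the data were seen; the others were set before. The cause of each change was not tested. The leave-one-out fits given here used the values as deposited, so they also take in part of the step between the intensity sets. In the Lkb1 comparison the count of 0 transcript clusters became 228 with the methods' test unadjusted and 3 in one model of the 8 lower-intensity arrays (*Il1rl1*, *Itgb1* and 1 unnamed), and was 0 under the other settings. In the TGF-βR2 comparison it was 316 with array weights (176 higher, 140 lower), 250 with the methods' test unadjusted and 0 to 21 on leaving out 1 array (21 without *Foxp3* Cre*Tgfbr2* f/f replicate 1). The unadjusted counts of 228 and 250 are fewer than chance would give at that threshold over 41345 transcript clusters. The contrast of both effects gave 0 under all its settings. With the replicate number as a block the Lkb1 comparison had 0 calls (1507 at an unadjusted p under 0.05), and beyond the 2 lists given with the results no call changed. In the TGF-βR2 comparison the same-numbered arrays had r of -0.52, 0.23 and -0.57, and not every array correlated best with its own number. These r also take in the step between the intensity sets, so pairing cannot be read from them. The block gave 0 calls (84 unadjusted). With the intensity set as a block there were 0 calls in both (1325 and 2109 unadjusted).

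Transcript clusters at 1.5-fold or more in the Lkb1 comparison (1525) numbered 739 above the median level, 497 with 1 symbol, 98 with an unadjusted p under 0.05, 2573 within the lower-intensity arrays, 2697 with Tukey's biweight and 2007 to 6261 on leaving out 1 array. The share of higher ones, 48.4%, was 34.0% above the median level, 30.2% with 1 symbol and 11.2% to 90.01% on leaving out 1 array. In the TGF-βR2 comparison (899) the numbers were 432, 144, 130, 1523, 1806 and 1163 to 3704, and the share of higher ones, 66.5%, was 27.8% with 1 symbol and 12.5% to 88.3% on leaving out 1 array. In the Lkb1 and TGF-βR2 comparisons quantile normalization gave 1533 and 883, and median centring 1541 and 904. Leaving out 1 array leaves the intensity sets unequal between the groups, so those counts also take in the step between the sets. Both comparisons shared 0 calls; by the 1.5-fold rule they shared 134 transcript clusters, and 164 over the 8 lower-intensity arrays.

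Against 18 lists called in the Lkb1 comparison, 0 were called with an estimated correlation, 0 with fry, 12 after quantile normalization, 15 with the set as a block and 8 to 18 on leaving out 1 array (8 without *Foxp3* Cre/+ replicate 3). Against 13 in the TGF-βR2 comparison the counts were 1, 0, 8, 10 and 9 to 16. Lists whose direction turned on leaving out 1 array had adjusted p ranges of 5.05e-33 to 0.448 (cell cycle), 3.89e-09 to 0.396 (interferon), 1.08e-41 to 0.417 (macrophages), 5.08e-04 to 0.816 (dendritic cells), 6.06e-30 to 0.728 (olfactory) and 3.24e-20 to 0.240 (vomeronasal) in the Lkb1 comparison, and 4.85e-32 to 0.212 (effector T_reg_ cells, 0.364 within the lower-intensity arrays), 2.74e-05 to 0.683 (sterols), 3.53e-19 to 0.683 (inflammasome) and 2.93e-04 to 0.989 (neutrophils) in the TGF-βR2 comparison.

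A change of sign on leaving out 1 array can come from the step between the intensity sets alone. Measured from the array median, *Foxp3* lay at 5.60, 5.73 and 5.70 on *Foxp3* Cre/+ replicates 1 to 3. On *Foxp3* Cre/+*Lkb1* f/f replicates 1 to 3 it lay at 5.88, 5.80 and 5.78, so after centring its direction holds with any 1 array left out. Genes whose difference changed sign in the values as deposited, with the range of log2 differences, were *Foxp3* (-0.052 to 0.45), *Il18* (-1.44 to 0.18), *Stk11* (-0.72 to 0.12), *Tfpi* (-0.90 to 0.092), *Tnfsf8* (-0.14 to 0.86) and *Tgfbr2* (-0.40 to 0.25, with 0.042 with array weights and 0.016 over the lower-intensity arrays in both such fits) in the Lkb1 comparison. In the TGF-βR2 comparison they were *Foxp3* (-0.15 to 0.40), *Stk11* (-0.19 to 0.31), *Tfpi* (-0.45 to 0.39), *Tgfbr2* (-0.95 to 0.16), *Slc4a1* (-0.37 to 0.73), *Car1* (-0.34 to 1.26), *Cybb* (-0.75 to 0.66), *Il10* (-0.59 to 0.49) and *Maf* (-0.88 to 0.042). With array weights *Car1*, *Cybb*, *Il10* and *Maf* were at -0.085, 0.51, 0.26 and 0.032, over the lower-intensity arrays in both such fits at -0.024, 0.33, 0.11 and 0.023, and with Tukey's biweight at -0.093, 0.91, 0.0072 and 0.039. *Syne1* has 58 other transcript clusters, which run from -0.46 to 0.28. The other transcript cluster of *Nnat* was at 0.10, against 0.82 in the one used, and that of *Maf* at -0.64.

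Among the 10 ways to split 6 arrays into 3 and 3, too few for a share under 0.05, 8 gave as many transcript clusters at 1.5-fold as the labelled Lkb1 split (1525, highest other 18615) and 1 as many lists (18, highest other 14). For the TGF-βR2 split these were 6 (899, highest other 17718) and 6 (13, highest other 15). Among the Lkb1 splits that part all 3 pairs of same-numbered arrays, the others gave 7 to 14 lists. The splits that put both higher-intensity arrays on one side gave 16886 to 18615 transcript clusters, which points to a structure of the arrays; the others gave 1302 to 1885 and 593 to 1209. Where the labelled split gave 0 calls every split gives as many whatever the data, so the counts bear nothing on chance. They were 10 of 10 in the Lkb1 comparison (highest other 38), 10 of 10 in the TGF-βR2 comparison (1) and 100 of 100 pairs of splits, all that exist, for the shared calls (0). For the contrast they were 100 of 100 groupings, the labelled one with random draws (highest other 26020, which again points to a structure of the arrays). In the simulations the same number of arrays gave calls with the spread within the intensity sets and none with the spread as deposited, and signal over background was not given per array.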

Differences from the paper's values

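For *Cybb* in *Foxp3* Cre/+*Lkb1* f/f over *Foxp3* Cre/+ the paper's fold change in Supplementary Data 3 is -6.23, and the group means gave -2.53. That lay within the spread between the arrays of a genotype but not within 1.5 times of the paper's value. Of the 12 alternatives set before the data were examined, leaving out *Foxp3* Cre/+*Lkb1* f/f replicate 3 met both limits and the other 11 did not. For *Itgae* in the same comparison the paper's value is -4.52 against -7.13, again within the spread but not within 1.5 times. Leaving out *Foxp3* Cre/+ replicate 3 or *Foxp3* Cre/+*Lkb1* f/f replicate 1 met both limits and the other 10 alternatives did not. For *Cybb* in *Foxp3* Cre*Tgfbr2* f/f over *Foxp3* Cre the paper's value in Supplementary Data 4 is 1.84 against -1.21, of the other direction. Array weights, leaving out *Foxp3* Cre replicate 1 and leaving out *Foxp3* Cre*Tgfbr2* f/f replicate 1 had the paper's direction and came within the spread, and the other 9 did not. Tukey's biweight after median centring, chosen after seeing the values, gave -5.47, -5.42 and 1.88 for these 3.

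Supplementary Data 4 lists 230 transcript clusters as higher and 478 as lower, the paper's counts at its 1.5-fold rule, and the group means gave 598 and 301. For the higher ones the filter on the median level, of 12 alternatives, came within 1.5 times of the paper's count, and for the lower ones leaving out *Foxp3* Cre replicate 3, *Foxp3* Cre*Tgfbr2* f/f replicate 2 or *Foxp3* Cre*Tgfbr2* f/f replicate 3 did; the other alternatives did not. Over all rows of the paper's tables the group means had the paper's direction for 1477 of 1509 rows of Supplementary Data 3 and 690 of 708 of Supplementary Data 4. Tukey's biweight after median centring, chosen after seeing the values, had it for 1508 and 704, with a median absolute difference of 0.13 and 0.097 on the log2 scale, and dropped 437 and 183 of the paper's rows under the 1.5-fold rule (970 and 534 with the group means).

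The paper gives all of its named suppressor genes as reduced by loss of Lkb1; all 11 had a lower mean here, and none passed limma's adjusted threshold, nor did *Tnfsf8*. In one model of the 8 lower-intensity arrays, chosen after seeing the values, *Il1rl1* passed (adjusted p = 0.0361); over the other fits of this gene its adjusted p ran from 0.101 with array weights and 0.143 without *Foxp3* Cre/+*Lkb1* f/f replicate 3 to 1.00. The paper gives lower *Tgfbr2* after loss of Lkb1 by array; here the group means differed by -0.16 and, within the lower-intensity arrays, by 0.016, while *Tgfbr1* differed by -0.57. Neither receptor is listed in Supplementary Data 3. The paper gives *Nrp1* as lower after loss of TGF-βR2; it is not listed in Supplementary Data 4, and here it differed by -0.56. The Discussion groups *Cybb* and *Il18* with the genes that loss of TGF-βR2 leaves unaltered, while Supplementary Data 4 lists the paper's fold changes of 1.84 and 1.98 for them.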

Other observations

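*Il12rb2*, the gene of the signalling chain of the IL-12 receptor, was among the genes with the highest moderated statistics on the arrays labelled *Foxp3* Cre/+*Lkb1* f/f: its log2 value was 5.31 ± 0.30 in *Foxp3* Cre/+ and 6.53 ± 0.18 in *Foxp3* Cre/+*Lkb1* f/f (SD, n = 3 each), a difference of 1.22 (standard error 0.34), 1.40 within the lower-intensity arrays and 0.85 between the higher-intensity arrays. The paper measures *Il12rb2* and *Stat4* by real-time PCR in another genotype, *Foxp3* Cre*Lkb1* f/f, as higher. From the arrays, Supplementary Data 3 and 4 list *Il12rb2* with fold changes of 2.23 and 1.72, where the group means gave 2.33 and 1.62. *Stat4*, the gene of the transcription factor that IL-12 activates, differed by 0.57 (standard error 0.51) and *Foxp3* by 0.18 (standard error 0.39) on these arrays. Of the list of IL-12, STAT4 and T_H_1 genes that holds *Il12rb2*, 4 of 13 were higher and 9 lower (median log2 difference -0.027, adjusted p = 0.601 in limma's camera test). In the TGF-βR2 experiment *Il12rb2* differed by 0.70 (standard error 0.41), *Stat4* by 0.37 (standard error 0.35) and *Foxp3* by 0.12 (standard error 0.40). After centring, every knockout array lay above every control array for *Il12rb2* in both experiments (two-sided exact permutation p = 0.10, the smallest that 3 against 3 arrays allow), and no gene passed limma's adjusted threshold.

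*Itgae*, *Il1rl1*, *Ahr*, *Prg4*, *Cpd*, *Ctla2b* and *Ncmap* had lower means in both experiments. None passed limma's adjusted threshold in the unweighted fit over all 6 arrays of a comparison. All but *Il1rl1* were named for their low moderated statistics in both, and they were not tested as a group. In the TGF-βR2 experiment *Ahr* differed by -1.69 (standard error 0.46), *Prg4* by -1.98 (standard error 0.47), *Cpd* by -1.68 (standard error 0.49), *Ctla2b* by -0.87 (standard error 0.34) and *Ncmap* by -0.87 (standard error 0.34). By the 1.5-fold rule the experiments shared 94 lower transcript clusters, where independent lists would share 5.73, and 40 higher ones, where they would share 10.7. Over the 8 lower-intensity arrays, a choice made after the data were seen, they shared 87 lower ones against 23.4 and 77 higher ones against 23.1; no test was made of this excess, no control array is shared, and the values hold for the arrays as labelled. The cathepsin gene *Ctsw* and the regulator of G protein signalling gene *Rgs16* differed by -1.88 (standard error 0.79) and -1.48 (standard error 0.51) in *Foxp3* Cre*Tgfbr2* f/f, *Lrig1* by -1.18, *Plac8* by -1.04 and *H4c14* by -0.99. Under the rule for named genes those with the 12 highest moderated statistics there, none past the adjusted threshold in the unweighted fit, were the transporter gene *Abcb1a* at 1.00, *Ramp3* at 0.99, *Fosl2* at 0.95, *Spo11* at 0.94, *Cln3* at 0.85, *Nnat* at 0.82, *Mmp9* at 0.62, *Ift57* at 0.78, *Scgb2b20* at 0.82, *Snx13* at 0.61, *Xlr3b* at 0.67 and *Syne1* at 0.68. With array weights *Abcb1a*, *Mmp9* and *Xlr3b* passed it.

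*Gdpd3*, chosen after its values were seen, had log2 values that lay far apart between single arrays of a genotype: 11.01, 6.41 and 11.35 on *Foxp3* Cre replicates 1 to 3, 11.88, 6.30 and 6.42 on *Foxp3* Cre*Tgfbr2* f/f replicates 1 to 3, 11.33, 10.71 and 11.86 on *Foxp3* Cre/+ replicates 1 to 3 and 11.56, 10.80 and 7.26 on *Foxp3* Cre/+*Lkb1* f/f replicates 1 to 3. *Smad7* had 9.39, 9.00 and 10.43 in *Foxp3* Cre, 10.46, 5.79 and 6.00 in *Foxp3* Cre*Tgfbr2* f/f, 9.53, 8.99 and 10.00 in *Foxp3* Cre/+ and 9.73, 8.65 and 6.88 in *Foxp3* Cre/+*Lkb1* f/f. *Klrg1* lay 3.62, 3.19 and 1.79 above the array median in *Foxp3* Cre and at -0.031, 4.10 and 4.09 from it in *Foxp3* Cre*Tgfbr2* f/f, and at 3.54, 3.47 and 2.84 in *Foxp3* Cre/+ and -0.48, 1.49 and 3.72 in *Foxp3* Cre/+*Lkb1* f/f. The B cell marker *Cd79a*, chosen after its values were seen, had 8.51 on *Foxp3* Cre/+ replicate 3, 7.48 on *Foxp3* Cre/+*Lkb1* f/f replicate 3 and 5.20 to 5.31 on the other 4 arrays of that experiment.

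Lists not called in the Lkb1 comparison had adjusted p values of 0.984 (resting T_reg_ cells), 0.117 (Lkb1, AMPK and related kinases), 0.564 (oxidative phosphorylation), 0.484 (glycolysis), 0.274 (housekeeping), 0.711 (CD4 T cells), 0.569 (CD8 T cells), 0.564 (neutrophils), 0.368 (red blood cell precursors), 0.904 (platelets), 0.984 (plasma cells), 0.121 (immunoglobulin segments) and 0.984 (T-cell receptor segments). Of these, resting T_reg_ cells and CD8 T cells were called higher within the lower-intensity arrays (10 of 12 and 4 of 5 genes higher, adjusted p = 0.0154 and 0.0313, both 0.657 with an estimated correlation), and Lkb1, AMPK and related kinases lower with the intensity set as a block (0.0469, 0.449 with an estimated correlation). With *Foxp3* Cre/+ replicate 1 left out, lists of neutrophils (adjusted p = 0.0474) were called lower. Without *Foxp3* Cre/+ replicate 2, lists of platelets (adjusted p = 0.00163) were called higher, and immunoglobulin segments (0.0173) lower. Without *Foxp3* Cre/+*Lkb1* f/f replicate 1, lists of resting T_reg_ cells (adjusted p = 0.00603) were called lower. With *Foxp3* Cre/+*Lkb1* f/f replicate 2 left out, lists of platelets (adjusted p = 0.0305) and immunoglobulin segments (0.0273) were called lower. Without *Foxp3* Cre/+*Lkb1* f/f replicate 3, lists of neutrophils (adjusted p = 3.09e-05) were called lower. Lists not called in the TGF-βR2 comparison had adjusted p values between 0.140 and 0.978. Of these, MHC class II genes (9 of 9 lower, adjusted p = 0.00534) and immunoglobulin segments (10 of 18, 0.0365) were called lower and CD4 T cells (8 of 11 higher, 0.0248) higher within the lower-intensity arrays, with 0.445, 0.645 and 0.611 with an estimated correlation. With *Foxp3* Cre replicate 1 left out, lists of NF-κB pathway (adjusted p = 0.0480), cell cycle (0.00147), interferon response (6.98e-10), macrophages (0.0119), olfactory receptors (0.0249) and vomeronasal receptors (0.00709) were called higher. Without *Foxp3* Cre replicate 2, lists of olfactory receptors (adjusted p = 0.00208) and vomeronasal receptors (4.80e-04) were called higher, and interferon response (2.03e-05) lower. With *Foxp3* Cre replicate 3 left out, lists of cell cycle (adjusted p = 3.79e-13), interferon response (0.00169), MHC class II (0.00126), macrophages (0.0302), immunoglobulin segments (2.61e-04), olfactory receptors (5.21e-05) and vomeronasal receptors (1.56e-08) were called lower. Without *Foxp3* Cre*Tgfbr2* f/f replicate 1, lists of cell cycle (adjusted p = 2.99e-04), olfactory receptors (2.67e-04) and vomeronasal receptors (3.07e-05) were called higher, and TGF-β receptors and Smads (0.00337) lower. With *Foxp3* Cre*Tgfbr2* f/f replicate 2 left out, lists of proinflammatory cytokines (adjusted p = 0.00850), cell cycle (0.0125), immunoglobulin segments (0.00336) and vomeronasal receptors (0.00471) were called lower. Without *Foxp3* Cre*Tgfbr2* f/f replicate 3, lists of cell cycle (adjusted p = 3.59e-09), olfactory receptors (0.0286) and vomeronasal receptors (0.0107) were called lower. The median, mean and test differed in sign for resting T_reg_ cells, plasma cells, platelets and T-cell receptor segments in the Lkb1 comparison, and for TGF-β receptors and Smads, B cells, fatty acid oxidation, natural killer cells and olfactory receptors in the TGF-βR2 comparison.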
